# A comprehensive molecular atlas of the mesenchymal cell types in the mouse liver

**DOI:** 10.1038/s44319-025-00580-9

**Published:** 2025-09-15

**Authors:** Riikka Pietilä, Guillem Genové, Giuseppe Mocci, Yuyang Miao, Jianping Liu, Stefanos Leptidis, Francesca Del Gaudio, Martin Uhrbom, Elisa Vázquez-Liébanas, Sonja Gustafsson, Byambajav Buyandelger, Elisabeth Raschperger, Johan L M Björkegren, Emil M Hansson, Konstantin Gaengel, Maarja Andaloussi Mäe, Marie Jeansson, Michael Vanlandewijck, Liqun He, Carina Strell, Xiao-Rong Peng, Urban Lendahl, Christer Betsholtz, Lars Muhl

**Keywords:** Hepatic Stellate Cells (HSC), Liver Cell Transcriptomes, Liver Mesenchymal Cell Heterogeneity, Peribiliary Vasculature, Single-cell RNA-sequencing (scRNA-seq), Methods & Resources

## Abstract

The liver plays crucial roles in many essential physiological processes, and its impaired function due to liver fibrosis from various causes is an increasingly significant health issue. The liver’s functionality relies on the precise arrangement of its cellular structures, yet the molecular architecture of these units remains only partially understood. We created a comprehensive molecular atlas detailing the major cell types present in the adult mouse liver through deep single-cell RNA sequencing. Our analysis offers new insights into hepatic endothelial and mesenchymal cells, specifically highlighting the diversity of cells in the periportal microvasculature, the sinusoids, and the portal vein, the latter exhibiting a mixed arterio-venous phenotype. We identified distinct subpopulations of hepatic stellate cells, fibroblasts, and vascular mural cells located in different anatomical liver regions. Comparisons with transcriptomic data from disease models indicate that a previously unrecognized capsular population of hepatic stellate cells expands in response to fibrotic disease. Our findings reveal that various fibroblast subpopulations respond differently to pathological insults. This data resource will be relevant for the advancement of therapies targeting hepatic diseases.

## Synopsis

Deep scRNA-seq together with in situ tissue staining describe the heterogeneity and molecular identities of mesenchymal cell types in the murine liver. The transcriptomic data can be explored as an online resource (cell-by-cell and gene-by-gene).

- Diverse populations of mural cells reside around hepatic arteries, portal veins, and central veins.
- Heterogenic fibroblast populations shape the portal mesenchyme.
- A discrete HSC subpopulation with implications in liver disease can be found proximal to the liver capsule.
- Capillary endothelial cells distinct from the sinusoidal endothelial cells build the peribiliary vascular plexus.

## Abstract (web summary)

Deep scRNA-seq together with in situ tissue staining describe the heterogeneity and molecular identities of mesenchymal cell types in the murine liver. The transcriptomic data can be explored as an online resource (cell-by-cell and gene-by-gene).

## Introduction

The liver performs many critical physiological functions, including metabolic regulation, immune surveillance, and the detoxification of harmful metabolites and toxins (Shetty et al, 2018). Structurally, the liver is comprised of lobules, each featuring a specific arrangement of cells that distribute and function along an axis extending from the portal area (portal triad) to the central vein (Fig. 1A). Hepatocytes, the primary parenchymal cells of the liver, are aligned along this portal-central axis and carry out various metabolic and synthetic functions, including the production of plasma proteins and bile (Halpern et al, 2017).

**Figure 1:**
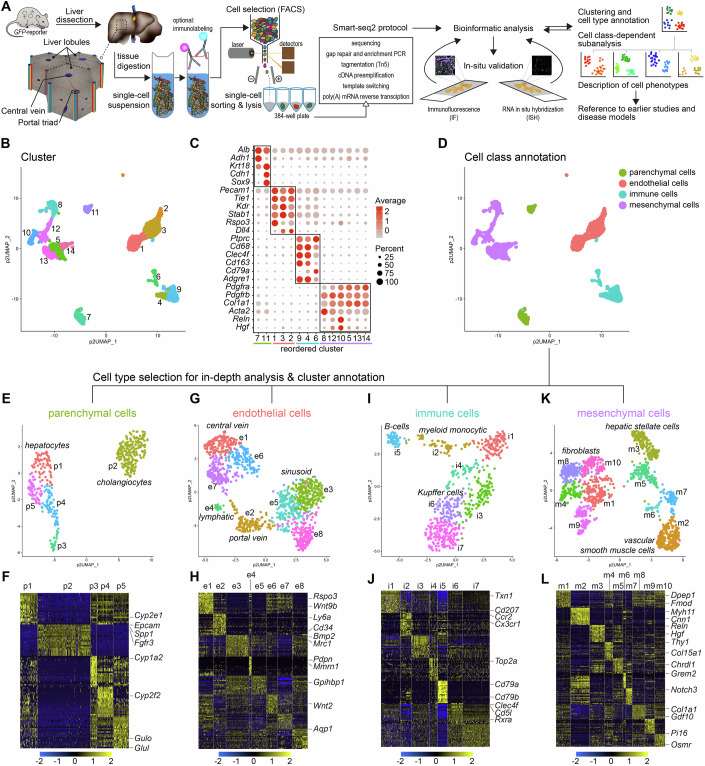
Liver cells characterized by scRNA-sequencing. (**A**) Schematic overview of the experimental layout. (**B**) UMAP visualization of the clustering result using pagoda2 multilevel setting of the complete adult mouse liver scRNA-seq dataset (3491 single-cell transcriptomes), annotated and color coded for the different clusters. (**C**) Dot plot showing the expression of canonical marker genes representative to the annotated cell type classes. (**D**) UMAP visualization of the complete dataset color coded for cell type classes: parenchymal cells, endothelial cells, immune cells, and mesenchymal cells. (**E**–**L**) UMAP visualization of the clustering results and heat maps showing the top20 cluster-enriched genes in the separate analysis of the parenchymal cell (**E**, **F**), endothelial cell (**G**, **H**), immune cell (**I**, **J**), and mesenchymal cell (**K**, **L**) datasets. Exemplary genes used for the annotation of the datasets are indicated. Heat maps in this figure and in all other figures from which not all genes are readable can be accessed with full annotation at 10.5281/zenodo.16875427.

The vascular system of the liver displays unique characteristics, notably a dual blood supply comprising (i) nutrient-rich, oxygen-poor blood from the portal vein, which drains the gut, and (ii) oxygen-rich blood from the hepatic artery, a branch from the celiac trunk of the aorta. These two blood supplies converge in the major hepatic capillary system, known as the sinusoids, which drain into the central vein. The sinusoids are highly specialized and distinguish in multiple ways from capillaries in most other organs. Their distinct features include discontinuous endothelial lining, which allows macromolecules to exchange freely between the blood and parenchyma (Sorensen et al, 2015), as well as the lack of a distinct basement membrane and associated pericytes. A second, smaller, capillary bed of the liver, the peribiliary capillaries, supply the bile duct system and support cholangiocyte function; this vascular bed arises directly from branches of the hepatic artery (Gaudio et al, 1996; Haratake et al, 1990). An elaborate paracrine signaling between cholangiocytes and the cells of the peribiliary vasculature (PBV) regulates angiogenesis and vascular morphology in this region (Morell et al, 2013). However, the transcriptomic identities of the vascular cells in the peribiliary capillary network still have remained unidentified.

The space between the sinusoidal endothelial wall and the hepatocytes harbors two liver-specific cell types, the hepatic stellate cells (HSC), which are mesenchymal cells with properties similar to both pericytes and fibroblasts (Kamm and McCommis, 2022), and the Kupffer cells, which are a type of resident macrophage (Guilliams and Scott, 2022). Additionally, the liver contains the cholangiocyte-lined bile duct system (Tabibian et al, 2013), which runs parallel to the portal veins, venules, and hepatic arteries. Fibroblasts in the connective tissue surrounding the portal triad, together with mesothelial cells at the liver capsule, contribute to the formation of hepatic fibrous tissue sheaths also known as *the tunics of Glisson* (Helling and McCleary, 2016; Wells, 2014a).

While the anatomy and histology of the liver is well-established, in-depth information about how gene expression patterns differ among the various specialized hepatic cell types under physiological conditions and in disease has only recently been unraveled, primarily due to the advent of single-cell RNA-sequencing (scRNA-seq) and spatial transcriptomic techniques (Dobie et al, 2019b; Halpern et al, 2018; Halpern et al, 2017; Hildebrandt et al, 2021; MacParland et al, 2018; The Tabula Muris Consortium, 2018; Watson et al, 2025). These studies have provided rich transcriptomic information about some of the major hepatic cell types at homeostasis, including hepatocytes, endothelial cells, and Kupffer cells, but limited or no information about other hepatic cell types, including vascular mural cells, fibroblasts, and cholangiocytes. For example, it is largely unexplored how HSC compare to their closest relatives in other organs; the vascular mural cells. Moreover, a parallel analysis of the different mesenchymal cell populations of the liver has not been conducted. Such information would be crucial to better understand the liver’s cellular architecture and how hepatic cells respond to injury and disease. A more complete inventory of hepatic cell types would also illuminate potential hepatic transcriptional zonation (gene expression differences in the same cell type along an anatomical axis) for cell types other than hepatocytes and sinusoidal endothelial cells, for which zonation has been described along the portal-central axis, as well as for HSC, for which zonation has been suggested (Dobie et al, 2019b; Duan et al, 2022; Guilliams and Scott, 2022; Halpern et al, 2018; Halpern et al, 2017; Inverso et al, 2021; Krenkel et al, 2019; Paris and Henderson, 2022; Rosenthal et al, 2021). The gradual or punctuated transcriptomic/phenotypic variation of other mesenchymal hepatic cell types along spatial axes remains less explored.

To address these questions, we have generated a comprehensive molecular atlas of the various parenchymal and mesenchymal cell types of the adult mouse liver, utilizing a deep scRNA-seq approach. This, supported with immunofluorescence (IF) and in situ RNA hybridization (ISH), helped us to establish genome-wide transcriptomic profiles for the major hepatic cell types. It also identified several hitherto poorly characterized cell type subpopulations in the liver, elucidating the zonation principles for HSC, vascular smooth muscle (mural) cells, and fibroblasts. With this transcriptomic and anatomical information at hand, we reevaluate data from several previously published hepatic scRNA-seq studies, encompassing normal and diseased livers from both mice and humans, offering new hypothesis about disease-regulated gene expression patterns in distinct mesenchymal cell subpopulations.

## Results

### Transcriptional profiling of the principal cell types of the adult mouse liver

To obtain single-cell transcriptomic information from the major cell types in the adult mouse liver, we employed a combination of transgenic reporter mice and antibody-based cell enrichment strategies, as schematically depicted in Fig. 1A. Cholangiocytes were isolated using antibodies against EPCAM (epithelial cell adhesion molecule, CD326), while hepatocytes could be captured in sufficient numbers without enrichment, due to their abundance in liver tissue. Endothelial cells were isolated by immunopanning with antibodies against PECAM1 (platelet/endothelial cell adhesion molecule 1, CD31) and/or VE-cadherin (cadherin 5, CDH5/CD144). Kupffer cells were collected using an antibody against CD68. Transgenic reporter mice expressing GFP from the promoter constructs from *Pdgfrb* (*Pdgfrb*^*GFP*^), *Pdgfra* (*Pdgfra*^*H2bGFP*^), or *Acta2* (*Acta2*^*GFP*^) were utilized to enrich for different mesenchymal cell populations, as previously described (Muhl et al, 2020; Muhl et al, 2022b). 

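Each library came from a single sorted cell prepared by Smart-seq2, and the authors deposited the number of reads counted on each gene in each cell, without normalization. The counts cover 46609 genes and spike-in sequences, of which the 92 ERCC spike-ins were left out of the sums per cluster and of the levels computed from them. Counts and genes per cell include the spike-ins. Total counts per cell ranged from 50042 to 1143895, with a median of 233696. The cells are labelled with their sex, their plate and the clusters of the paper, and no label names the mouse. Each of the 8 samples of the series holds the male or the female cells of a cell class, so the pool of a sex was taken as the replicate and each class has 2. The male and female pools held 655 and 451 endothelial cells, 255 and 396 immune cells, 998 and 339 mesenchymal cells, and 358 and 39 parenchymal cells. Median counts per mesenchymal cell were 185818 in the male pool and 325037 in the female pool. Each of the 22 plates held cells of a single sex, and all female mesenchymal cells came from 1 plate.

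Expression in a cluster is given in counts per 1000000 counts (CPM), the counts of a gene over all cells of the cluster and pool relative to the counts of all genes in them. For comparisons, counts were summed over the cells of a cluster within a pool, sums of fewer than 5 cells were left out, and the sums were fitted with edgeR after TMM normalization. A fitted log2 fold change averages the log levels of clusters with equal weight, so it can differ from a ratio over all cells. The paper's own comparisons used MAST with single cells as replicates, whereas the pools are the replicates here. The clusters were defined by the authors on the same transcriptomes, so a difference between clusters in a gene that helped to define them is partly built in. Shares of cells are given with exact 95% binomial intervals. Where a share is 0, the upper limit is the share that 3 cells would give. Reads were counted without molecular identifiers, so these intervals and limits cover counting error only.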

In total, we analyzed the transcriptomes of 3491 cells derived from livers of adult C57Bl6 mice of both sexes (Appendix Fig. S1A). The Smart-seq2 protocol was employed to achieve the deepest possible mRNA sequence capture from each individual cell (Picelli et al, 2014) (Fig. 1A).

A first round of analysis of all captured cells using the Seurat analysis pipeline (Satija et al, 2015; Stuart et al, 2019), combined with cluster definitions based on the pagoda2 algorithm (Fan et al, 2016), revealed 14 distinct clusters (Fig. 1B). 

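The clusters held between 116 cells (cluster #14) and 561 cells (cluster #3), and each drew on at least 7 plates. Cells of both sexes were present in all of them except cluster #13, whose 283 cells were all male. In cluster #9, 362 of 394 cells were female, and in cluster #7, 202 of 205 cells were male.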

By assessing the expression of widely accepted canonical marker genes for specific cell types and classes (for example, for parenchymal/epithelial cells: *Krt18*, *Alb*, *Cdh1*; endothelial cells: *Pecam1*, immune cells: *Ptprc* [CD45], mesenchymal cells: *Pdgfra*, *Pdgfrb*) (Figs. 1C and EV1A), we grouped these 14 clusters into four distinct cell classes encompassing parenchymal cells, endothelial cells, immune cells, and mesenchymal cells (Fig. 1D). 

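For the 4 classes, counts were summed per class and pool, which gave 8 sums, and 24046 genes were tested. *Pdgfra* was at 432.3 CPM in the male and 242.5 CPM in the female mesenchymal pool, against means of 2.25 and 0.52 CPM over the other 3 classes. Its log2 fold change was 8.61 (standard error 0.78, adjusted p = 5.5e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Pdgfrb* had a log2 fold change of 8.63 in mesenchymal cells (adjusted p = 3.5e-04), *Pecam1* of 5.47 in endothelial cells (adjusted p = 2.3e-04) and *Ptprc* of 8.49 in immune cells (adjusted p = 1.6e-04), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In parenchymal cells *Krt18*, *Cdh1* and *Alb* had log2 fold changes of 9.23, 9.17 and 4.34 (adjusted p = 9.9e-04, 0.0011 and 9.0e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each of these 7 genes was higher in both pools. The parenchymal pools are unlike mixtures, with 37 of 39 female but 157 of 358 male cells in #p2, the paper's cholangiocyte cluster. The parenchymal tests therefore treat pools of unlike composition as replicates. *Alb* was also counted in the other classes, at a mean of 135.6 CPM in the male and 305.2 CPM in the female pools. At an adjusted p under 0.05 and a log2 fold change of at least 1, 2277 genes were called higher in mesenchymal, 1281 in endothelial, 1904 in immune and 2013 in parenchymal cells. Their total of 7475 moved most without a filter on low counts, to 12169. By the rule for named genes, the largest changes among widely detected genes included *Mamdc2* in mesenchymal cells (log2 fold change 10.33). From the expression of these markers, the paper assigns the clusters to 4 cell classes.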

To obtain a more granular view of each cell class, we separately analyzed and further annotated them (Fig. 1E–L) as outlined in detail in the following chapters. 

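Cluster #p2 held 194 cells, and clusters #p1, #p3, #p4 and #p5 held 64, 23, 59 and 57. The female pool gave 37 cells of #p2, 2 of #p1 and none of the others. *Krt19* was counted in 168 of 194 cells of #p2 (86.6%, interval 81.0 to 91.1%) at 492.9 CPM. In the other clusters it was at 0.31 CPM or less, with 0 of 59 cells in #p4, which allows a share of up to 5.08%. *Epcam* was at 1004 CPM in #p2 and between 0.10 and 1.06 CPM elsewhere. *Alb* was at 3598 CPM in #p2, against 4267 CPM in #p5 and 10274 CPM in #p3. Of these clusters, #p3, #p4 and #p5 took 82.6%, 94.9% and 98.2% of their cells from a single plate.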

The parenchymal cells split into five distinguishable clusters comprising one cluster of cholangiocytes and four clusters of hepatocytes (Fig. 1E,F). Endothelial cells separated into eight clusters, comprising subtypes originating from the portal vein, capillary sinusoids, central vein and lymphatics (Fig. 1G,H). 

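The endothelial clusters held between 22 cells (#e4) and 236 cells (#e3), with cells of both sexes in each. The balance of the sexes differed, from 6 female cells of 236 in #e3 to 120 of 155 in #e8. Cells of 8 to 14 plates entered each cluster, and #e3 was the only one with over 80% of its cells from a single plate (81.4%).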

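Between 48 cells (#i4) and 164 cells (#i7) made up each immune cluster. All 58 cells of #i5 were male, as were 63 of 65 in #i2, whereas 163 of 164 in #i7 and 86 of 90 in #i6 were female. In #i3 and #i7, both mostly female, 84.4% and 98.2% of the cells came from the same plate.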

Immune cells distributed into seven clusters, representing B-cells, myeloid monocytic cells, and Kupffer cells/macrophages (Fig. 1I,J). 

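Among the mesenchymal clusters, #m8 (156 cells) and #m10 (127 cells) held male cells only. Of the cells in #m8, 153 came from a single plate, as did 105 of those in #m10. The other 8 clusters each drew less than 80% of their cells from a single plate.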

Mesenchymal cells formed ten clusters, encompassing different types of fibroblasts, HSC, and vascular smooth muscle cells (SMC) (Fig. 1K,L).

**Figure EV1:**
Cell type class identification and analysis of parenchymal cell dataset. (**A**) UMAP visualization of the expression level of selected canonical marker genes representative for the cell type class identification. (**B**) UMAP visualization of the clustering result for the parenchymal cell (hepatocytes and cholangiocytes) datasets. (**C**, **D**) UMAP visualization of the expression level of exemplary genes identified as differentially expressed in the hepatocytes along the portal-central axis (**C**), or in a distinct hepatocyte subpopulation (**D**). (**E**) Heat map showing genes with enriched expression in cholangiocytes compared to hepatocytes. (**F**) Violin plots showing the expression levels of genes belonging to the GO term cell-cell junction organization (left panel) or steroid metabolic process (right panel), which are enriched in cholangiocytes when compared to the complete dataset (compare to Appendix Fig. S2B, n refers to cells: 7 = 205, 11 = 192, 1 = 415, 3 = 561, 9 = 394, 4 = 138, 6 = 119, 8 = 276, 12 = 199, 10 = 184, 5 = 279, 13 = 283, 14 = 116).

We constructed a searchable database including UMAP visualization of the complete dataset, as well as the four separately analyzed datasets, along with the barplot-visualization of all cells in the dataset ordered by cell class and clusters (Appendix Fig. S1B–D). This database can be explored cell-by-cell and gene-by-gene at https://muhldatahub.org/Publications/LiverScRNAseq/database.html.

### Parenchymal cells

Hepatocytes are organized as stacks of repetitive cellular layers within the liver lobules. Within each layer, hepatocyte zonation along the portal-central axis was reported based on morphological observations (Asada-Kubota and Kanamura, 1981; Rappaport and Potvin, 1963) and subsequently confirmed by scRNA-seq and in situ RNA and protein analysis (Aizarani et al, 2019; Halpern et al, 2017). 

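Cells of both zones of the hepatocyte axis were compared in the male pool alone, since #p3, #p4 and #p5 hold no female cells, and no test over replicates was made. *Cyp2e1*, a pericentral gene, was at 2770 CPM in #p5 and 200.9 CPM in #p4, a log2 ratio of 3.79. With each cell thinned to 50000 counts this ratio was 4.52. *Cyp2f2*, a periportal gene, was at 24.9 CPM in #p5 and 1164 CPM in #p4, a log2 ratio of -5.55. Among genes picked by size of change after the values were seen, *Cyp2c54* (log2 ratio 7.95), *Fitm1* (5.96) and *Glul* (5.84) were highest in #p5 against #p4, and *Cryl1* (8.45), *Hal* (7.07) and *Sds* (6.33) in the reverse. *Aqp9* was at 541.5 CPM in #p3 and counted in 18 of its 23 cells (78.3%, interval 56.3 to 92.5%). It was at 5.72, 34.1 and 47.9 CPM in #p1, #p4 and #p5, and in 0 of 194 cells of #p2, which allows a share of up to 1.55%. From such differences, the paper concludes that hepatocytes differ along the portal-central axis and that a further population is marked by *Aqp9*.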

Our data identified four hepatocyte clusters (cluster #p1, p3, p4, p5) (Fig. EV1B), corroborating earlier reports of a transcriptomic hepatocyte zonation along the portal-central axis and further revealed a distinct hepatocyte population that exhibits distinct expression of, for example, *Aqp9* which was recently reported as important for liver regeneration (Zhang et al, 2022) (Fig. EV1B–D; Appendix Fig. S2A).

Cholangiocytes constitute the second major parenchymal cell type in the liver (Banales et al, 2019). 

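Both pools contributed to #p2, with 157 male and 37 female cells. Against the hepatocyte clusters, for which only male sums reached 5 cells, 4777 of 16694 genes were called higher in #p2 and 1448 lower. The female sum of #p2 has no counterpart, so this comparison also sets both sexes against males. *Krt19* had a log2 fold change of 11.76 and *Krt7* of 11.04, with *Epcam* at 10.27 (adjusted p = 5.7e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and *Spp1* at 6.90. All 4 were higher in the male pool, the only pool with sums on both sides. The largest changes by the rule for named genes were those of *Ehf*, *Tuft1*, *Kcnk1*, *Dcdc2a* and *Ankrd1*. With sums per plate 576 genes were called higher and 652 lower, so the excess of higher calls does not hold there. No split of #p2 into further groups was attempted here.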

Somewhat unexpectedly, we identified only one cholangiocyte cluster (cluster #p2) (Fig. EV1B), despite the previously reported heterogeneity in cholangiocyte cell size (Fukushima and Ueno, 2006; Li et al, 2023; Tabibian et al, 2013; Tulasi et al, 2021; Ueno et al, 2003). 

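By gene symbol, 9 of 16 claudins tested were called higher in #p2 than in hepatocytes and 1 lower, as were 6 and 0 of 9 cytokeratins. Of 263 solute carrier genes 103 were called higher and 35 lower. Among 69 cytochrome P450 genes the direction was mostly the other way, with 8 higher and 39 lower. Over all 16694 genes of this fit 4777 were called higher and 1448 lower, so an excess of higher calls is not particular to solute carriers. With sums per plate that excess did not hold over all genes, and families were not counted there. *Cldn7* was at 466.1 CPM in male and 485.6 CPM in female cells of #p2. *Cldn4* and *Cldn3* had log2 fold changes of 14.69 and 3.34, and *Cldn1* one of -9.03. These single claudins were picked after their values were seen.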

Cholangiocyte-enriched transcripts encoded e.g. multiple claudins, cytokeratins, solute carrier transporters, and metabolic enzymes (Fig. EV1E,F; Appendix Fig. S2B).

Our present analysis largely confirms the previously described heterogeneity and zonation of the hepatic parenchyma (Halpern et al, 2017). We therefore focused our analysis on hepatic stromal cells, as detailed in the following chapters.

### Endothelial cells

Like hepatocytes, sinusoidal endothelial cells have been reported to exhibit molecular zonation along the lobular portal-central axis (Duan et al, 2022; Halpern et al, 2018; Inverso et al, 2021). Our analysis of the 1106 hepatic endothelial cell transcriptomes identified eight distinguishable clusters confirming the previously reported zonation. 

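The 8 endothelial clusters gave 16 sums, and 18321 genes were tested. In #e2, *Cd34* (385.3 CPM male, 876.3 CPM female) and *Ly6a* (2045 and 1772 CPM) had log2 fold changes of 3.99 and 2.04 against all other clusters (adjusted p = 3.6e-04 and 0.011 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The sinusoidal group was taken as #e3, #e5, #e6, #e7 and #e8, which is the grouping of the paper's own table of differentially expressed genes, against #e1, #e2 and #e4. There *Bmp2* and *Mrc1* had log2 fold changes of 2.48 and 2.04 (adjusted p = 0.019 and 0.0030 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For *Gpihbp1* and *Aqp1* the log2 fold changes were 0.53 and 0.56 (adjusted p = 0.38 and 0.22 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), under the thresholds, although both were higher in both pools. *Rspo3* in #e1 was at 2605 CPM in the male and 1920 CPM in the female pool, against means of 611.8 and 509.6 CPM elsewhere. In #e1 the log2 fold changes of *Rspo3*, *Wnt9b* and *Wnt2* were 4.36, 4.75 and 2.00 (adjusted p = 1.4e-07, 4.7e-05 and 0.036 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The Wald test of DESeq2 did not call *Ly6a* or *Wnt2*, and with the pool as a block *Wnt2* had an adjusted p = 0.051 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. From these markers, the paper assigns #e2 to the portal vein, #e3, #e5, #e6 and #e8 to sinusoids, and #e1 and #e7 to the central vein.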

Annotation based on commonly accepted markers, such as *Ly6a*, *Cd34* for portal vein endothelial cells, *Bmp2*, *Mrc1*, *Gpihbp1*, *Aqp1* for sinusoidal endothelial cells, and *Rspo3*, *Wnt9b*, *Wnt2* for central vein endothelial cells (Gomez-Salinero et al, 2022; Halpern et al, 2018) (Fig. 1H), we assigned one cluster (cluster #e2) as portal vein endothelial cells, four clusters (clusters #e3, e5, e6 and e8) as sinusoidal endothelial cells, and two clusters (clusters #e1 and e7) as central vein endothelial cells (Fig. 2A,B). The cluster of portal vein endothelial cells could be further split into two clusters (#e2c and e5c) using the pagoda2 *community* setting (Figs. 2A,C and EV2A, see 'Methods' for details). 

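After this split #e2c held 114 cells, 63 male and 51 female. The 14 cells of #e5c, 5 male and 9 female, came from 6 plates.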

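In #e4, *Mmrn1* was at 3900 CPM and counted in 20 of 22 cells, and at 2.66 CPM or less in every other endothelial cluster. *Ccl21a* (864.6 CPM, 19 cells), *Pdpn* (655.0 CPM, 12 cells), *Prox1* (393.2 CPM, 14 cells) and *Thy1* (362.8 CPM, 21 cells) followed the same pattern. Their highest levels in another endothelial cluster were 8.14, 0.36, 7.94 and 4.65 CPM. The cluster holds 9 male and 13 female cells.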

Endothelial cell cluster #e4/e4c represents lymphatic endothelial cells, as shown by the expression of canonical markers (Ulvmar and Makinen, 2016), including *Prox1*, *Mmrn1*, *Pdpn*, *Thy1*, and *Ccl21a* (Fig. EV2B).

**Figure 2:**
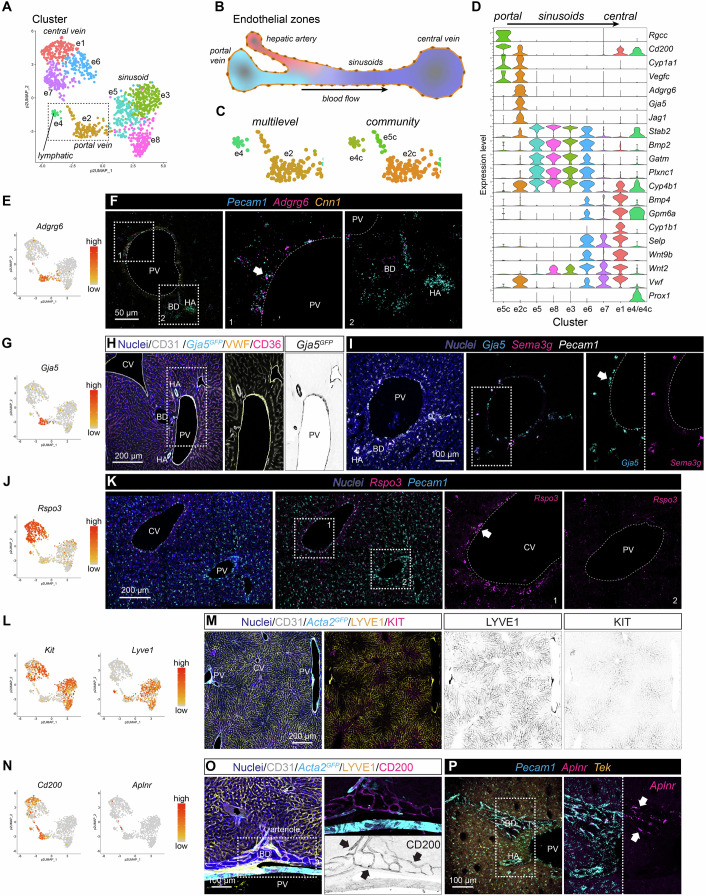
Endothelial cell subset analysis. (**A**) UMAP visualization of pagoda2 clustering result of the endothelial cell dataset. (**B**) Schematic depiction of the intra-hepatic vasculature. (**C**) Magnified section of the UMAP landscape (indicated in A) showing the pagoda2 clustering result using the multilevel (left panel) or community (right panel) setting, respectively. (**D**) Violin plot showing exemplary genes with differential expression in endothelial cells along the portal-central axis (*n* refers to cells: e5c = 14, e2c = 114, e5 = 151, e8 = 155, e3 = 236, e6 = 112, e7 = 150, e1 = 152, e4/e4c = 22). (**E**) UMAP visualization of the expression levels of *Adgrg6*. (**F**) ISH for *Pecam1*, *Adgrg6*, and *Cnn1* on a liver tissue section. Arrow highlights *Pecam1 Adgrg6* double-positive portal vein endothelial cells. (**G**) UMAP visualization of the expression level of *Gja5*. (**H**) IF for CD31, VWF, and CD36 on a liver tissue section from a *Gja5*^*GFP*^ reporter mouse. (**I**) ISH for *Gja5*, *Sema3g*, and *Pecam1* on a liver tissue section. Arrow highlights *Gja5* positive portal vein endothelial cells. (**J**) UMAP visualization of the expression levels of *Rspo3*. (**K**) ISH for *Rspo3* and *Pecam1* on a liver tissue section. Arrow highlights *Rspo3* positive central vein endothelial cells. (**L**) UMAP visualization of the expression levels of *Kit* and *Lyve1*. (**M**) IF for CD31, LYVE1, and KIT on a liver tissue section from an *Acta2*^*GFP*^ reporter mouse. (**N**) UMAP visualization of the expression levels of *Cd200* and *Aplnr*. (**O**) IF for CD200, CD31, and LYVE1 on a liver tissue section from an *Acta2*^*GFP*^ reporter mouse. Arrows highlight CD200 positive endothelial cells of the peribiliary vasculature. (**P**) ISH for *Pecam1*, *Aplnr*, and *Tek* (Tie2) on a liver tissue section. Arrows highlight *Aplnr* positive endothelial cells of the peribiliary vasculature. PV portal vein, CV central vein, HA hepatic artery, BD bile duct. Scale bars are indicated in the respective image panels. Source data are available online for this figure.

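Counts of *Kit* were highest in #e6 (1360 CPM), followed by #e8 (713.1), #e3 (706.2), #e7 (437.6), #e5 (420.0) and #e1 (246.0 CPM), with 6.20 CPM in #e2. For *Lyve1* the order was #e4 (1561 CPM), #e5 (661.6), #e3 (495.2), #e8 (304.1) and #e2 (186.4), with 7.82 CPM in #e6, 2.52 in #e7 and 1.45 CPM in #e1. Both orders are over male and female cells together, and female cells made up 6 of 236 in #e3 and 120 of 155 in #e8. Sex and cluster are therefore partly mixed in them. Across the sinusoidal group with #e7 included, the log2 fold change of *Kit* was 3.68 (adjusted p = 0.0023 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and it was higher in both pools. For *Lyve1* the same comparison gave -0.03 (adjusted p = 1.0 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With #e7 left out of the sinusoidal group, *Lyve1* had a log2 fold change of 2.27 (adjusted p = 0.0029 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, against 0.67 to 1.0 in the other settings).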

**Figure EV2:**
Analysis of endothelial cell subclusters and their relation to human liver single-cell data. (**A**) UMAP visualization of the clustering results of the endothelial cell dataset using the pagoda2 community setting for high resolution clustering. (**B**) Violin plot showing genes expressed in lymphatic endothelial cells (cluster #e4/e4c, n refers to cells: e2 = 128, e5 = 151, e8 = 155, e3 = 236, e6 = 112, e7 = 150, e4/e4c = 22). (**C**) UMAP visualization of the expression levels of exemplary genes with zonated expression along the portal-central axis in hepatic endothelial cells, and *Prox1* as lymphatic endothelial cell marker. (**D**) ISH for *Pecam1*, *Cyp1a1*, and *Epcam* on a liver tissue section. Arrow indicates *Cyp1a1*-positive portal vein endothelial cells. (**E**) ISH for *Gja5*, *Sema3g*, and *Acta2* on a liver tissue section. Arrow highlights *Gja5* positive, *Sema3g* negative portal vein endothelial cells. (**F**) IF for CD31, LYVE1, and KIT on a liver tissue section from an *Acta2*^*GFP*^ reporter mouse. Arrows highlight KIT-positive last sinusoidal endothelial cells surrounding the central vein. (**G**) Violin plot showing the expression level of exemplary genes expressed by endothelial cells of the peribiliary vasculature (PBV) compared to other endothelial cell clusters (left panel, n refers to cells: e5c = 14, e2c = 114, e5 = 151, e8 = 155, e3 = 236, e6 = 112, e7 = 150, e1 = 152, e4 = 22). UMAP visualization of the expression level of peribiliary vasculature marker genes, *Rgcc*, *Cxcl12*, and *Car4* (right panel). (**H**, **I**) UMAP visualization of clustering results from human liver single-cell datasets GSE136103 (**H**) and GSE168933 (**I**). Cell clouds representing endothelial cells are indicated by the boxed area. (**J**, **K**) UMAP visualization of the magnified part of the UMAP landscapes from the human datasets showing the expression level of endothelial cell subtype markers: (**J**) *GJA5* for portal vein and hepatic artery, *SELP* for portal vein and central vein, *SEMA3G* for hepatic artery, and *STAB2* for sinusoids, or (**K**) *RGCC*, *CD200*, *CA4*, and *APLNR* for the peribiliary vasculature (PBV). PV portal vein, CV central vein, HA hepatic artery, BD bile duct. Scale bars are indicated in the respective image panels.

Differential expressed gene (DEG) analysis revealed further zone-specific gene expression patterns. 

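By the fit over pools, 339 genes were called higher in #e2 than in the other clusters, 139 in the sinusoidal group and 242 in #e1. The count for the sinusoidal group was 656 with the Wald test of DESeq2 and 38 with sums per plate, and without a filter on low counts 1051 genes were called in #e2 and 943 in #e1. With the pool as a block 197 genes were called in #e2. Of the genes the paper's tables list for #e1, the sinusoids and #e2 (61, 49 and 54), 61, 48 and 54 were higher here, and 42, 31 and 34 were called. Another 200, 108 and 305 genes were called that those tables, which show a part of the paper's comparisons, do not hold. The paper also required a minimum share of expressing cells and took fold changes over cells. Calls here need no such share and use fold changes of sums, so these genes were not necessarily missed by the paper. Fold changes over cells, computed on log-normalized values with the default of the function that the paper's methods name, had the sign of the paper's for every gene listed. In these 3 comparisons they differed by at most 0.045.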

Transcripts for e.g., *Adgrg6*, *Vegfc*, *Cyp1a1* (encoding a cytochrome P450 family member monooxygenase, also known as aryl hydrocarbon hydroxylase, AHH), *Gja5*, and *Jag1* were enriched in portal vein endothelial cells. 

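*Gja5* was at 451.3 CPM in male and 533.1 CPM in female cells of #e2, against means of 3.52 and 3.68 CPM in the other clusters (log2 fold change 7.18, standard error 0.77, adjusted p = 1.0e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cyp1a1*, *Vegfc* and *Adgrg6* had log2 fold changes of 8.79, 6.44 and 6.12 (adjusted p = 2.1e-05, 1.8e-04 and 1.8e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Jag1* had the smallest, 3.94, with the largest standard error, 0.91 (adjusted p = 0.035 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.053 with the pool as a block). Each was higher in both pools. The largest changes by the rule for named genes included *Sdc1* (7.28), *Ly6c1* (6.57) and *Atp13a3* (6.52).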

*Stab2*, *Bmp2*, *Gatm*, and *Plxnc1*, among others, were enriched in sinusoidal endothelial cells, and *Bmp4*, *Cyp1b1*, and *Selp* (encoding P-selectin) were enriched in central vein endothelial cells (Figs. 2D and EV2C). 

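*Stab2* was at 2411 CPM in male and 2449 CPM in female sinusoidal clusters, against 454.8 and 156.9 CPM in #e1, #e2 and #e4 (log2 fold change 3.66, standard error 0.33, adjusted p = 1.2e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Plxnc1* and *Gatm* had log2 fold changes of 3.06 and 2.79 (adjusted p = 0.0030 and 0.017 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), the latter not called with sums per plate. In #e1, *Cyp1b1*, *Bmp4* and *Selp* had log2 fold changes of 7.60, 5.38 and 4.27 (adjusted p = 2.1e-04, 4.0e-06 and 1.2e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All were higher in both pools. Other large changes by the rule for named genes were *Arhgap45* (3.71) and *Ldhb* (3.09) in sinusoids, and *Gm15217* (5.96), *Alcam* (5.68), *Fmo2* (5.64) and *Hs3st1* (5.42) in #e1.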

ISH for *Adgrg6* (encoding the adhesion G protein-coupled receptor G6) and *Cyp1a1* (suggested to protect against metabolic hepatic diseases) (Uno et al, 2018), confirmed that cells in cluster #e2c originate from the portal vein, rather than the hepatic artery (Figs. 2E,F and EV2D). We next analyzed the localization of *Gja5* (encoding the gap junction protein connexin 40), a known marker for arterial endothelial cells (Bastide et al, 1993) (Fig. 2G). Analysis of the *Gja5*^*GFP*^ reporter mice (Miquerol et al, 2004) revealed a strong GFP signal in both hepatic artery and portal vein endothelial cells, but not in the sinusoids or central veins (Fig. 2H). ISH confirmed the presence of *Gja5* mRNA in portal vein endothelial cells (Figs. 2I and EV2E). Because *Gja5* is an established marker of arterial endothelial cells in many organs, its expression along with *Vegfc* (another arterial endothelial marker) in the portal vein suggests that these cells have a mixed phenotype, including expression of both venous and arterial marker genes. ISH for the arterial endothelial cell marker *Sema3g* (Kutschera et al, 2011) showed high expression in endothelial cells lining hepatic arteries and peribiliary arterioles, but not portal vein endothelial cells (Figs. 2I and EV2E). The transcript for *Sema3g* was not found in our scRNA-seq database, suggesting that hepatic artery endothelial cells may not have been captured for scRNA-seq in our experiments. 

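*Sema3g* was counted in 4 of 1106 endothelial cells, 3 of them in #e2 and 1 in #e1, and a single cell had 20 counts or more. Among the 2385 cells of the other classes it was counted in 6.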

ISH confirmed the specific expression of *Rspo3* by endothelial cells in and around the central vein, but not at the portal tract (Fig. 2J,K). IF analysis for KIT and LYVE1 revealed expression in sinusoidal endothelial cells, with KIT being localized pericentrally and LYVE1 exhibiting mid-sinusoidal expression (Figs. 2L,M and EV2F). In addition to the zonal endothelial cell gene expression pattern along the portal-central axis, a small cluster, #e5c, identified by the community setting of pagoda2, mapped between the portal and central vein but distant from the sinusoidal endothelial cells in the UMAP display (Fig. EV2A). 

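Against the other endothelial clusters, with #e2c in place of #e2, 732 genes were called higher in #e5c and 798 lower among 17793 tested, and 437 and 589 with the pool as a block. The Wald test of DESeq2 called 1136 higher and 2967 lower. *Cd200* was counted in 13 of 14 cells (92.9%, interval 66.1 to 99.8%), at 1185 CPM in male and 2008 CPM in female cells. It was also at 487.2 CPM in #e2c and 331.2 CPM in #e1. Its log2 fold change was 6.28 (standard error 0.52, adjusted p = 3.6e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Rgcc* was counted in 8 of 14 cells, *Cxcl12* in 9 and *Car4* in 6, against shares of 5.26%, 27.2% and 1.75% in #e2c. These 3 had log2 fold changes of 9.83, 6.56 and 11.85 (adjusted p = 3.2e-05, 4.5e-04 and 3.6e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in both pools. *Aplnr* was counted in 3 of 14 cells, all female, at 929.1 CPM in that pool (log2 fold change 10.67, standard error 1.49, adjusted p = 3.7e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Clic5* (8.58), *Abcb1a* (8.43), *Igfbp3* (8.34) and *Sparcl1* (8.33) were among the largest changes by the rule for named genes.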

Cells in cluster #e5c are characterized by expression of *Cd200*, a suggested regulator of immune and inflammatory processes (Choe and Choi, 2023), *Aplnr*, *Rgcc* (encoding the regulator of cell cycle), *Cxcl12*, and *Car4* (encoding the carbonic anhydrase 4) previously shown with specific expression in a subset of lung capillary endothelial cells (Gillich et al, 2020) (Figs. 2N and EV2G). IF for CD200 and ISH for *Aplnr* showed expression in capillaries and arterioles (CD200) of the peribiliary vascular plexus (Fig. 2O,P), suggesting that the cells in the cluster #e5c likely originate from the PBV. Transcripts for *Lrg1*, *Ephx1*, and the two elastic fiber constituents *Fbln5* (encoding fibulin 5), and *Eln* (encoding elastin) were enriched in both portal and central vein endothelium, in contrast to *Cxcl10* and *Cyp4b1*, which were enriched in sinusoidal endothelium (Fig. EV2G).

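In #e2, *Fbln5*, *Eln* and *Ephx1* had log2 fold changes of 4.17, 3.84 and 2.06 (adjusted p = 7.2e-05, 0.0046 and 0.0038 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The same genes in #e1 gave 4.79, 5.03 and 1.94 (adjusted p = 8.6e-06, 5.2e-04 and 0.0079 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cluster #e1 is among the clusters compared with #e2, and the reverse. *Lrg1* was higher in both pools in each, with log2 fold changes of 2.49 in #e2 and 1.88 in #e1 (adjusted p = 0.10 and 0.35 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without a filter on low counts *Lrg1* was called in both. Adjusted over the list alone, the 11 genes named for #e2 and the 10 named for #e1 gave 11 and 10 calls, against 10 and 9 over all genes tested. The paper chose these genes on the same cells, so the former counts are not independent evidence. *Cyp4b1* in the sinusoidal group had a log2 fold change of 1.00 (adjusted p = 0.037 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), just under the threshold on size. *Cxcl10* had one of -0.53 (adjusted p = 0.89 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with a log2 ratio of CPM of -0.07 in the male pool and 4.36 in the female pool. Over cells, its log2 fold change on log-normalized values was 1.19, with 1.23 in male and 0.94 in female cells. The sign of the fit turned positive in some other settings, and no setting called it.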

GO analysis of endothelial zone-enriched genes identified terms such as ‘blood-vessel morphogenesis’, ‘regulation of blood pressure’, and ‘response to toxic substance’ associated with portal vein endothelial cells, and terms including ‘cell-cell adhesion’ and ‘neutrophil homeostasis’ with sinusoidal endothelial cells. Terms related to ‘cell migration’, ‘connective tissue development’, and ‘angiogenesis’ were associated with central vein endothelial cells (Appendix Fig. S3A).

To further confirm and validate our observations, particularly the hybrid phenotype of portal vein endothelial cells and identity of PBV endothelial cells, we expanded the search for molecular characteristics of endothelial cell subpopulations by analyzing previously published scRNA-seq datasets from human liver samples (Fig. EV2H,I; Appendix Fig. S3B,C) (Buonomo et al, 2022b; Ramachandran et al, 2019b). This corroborated the hybrid gene expression in portal vein endothelial cells (cluster #12 in Ramachandran et al and cluster #4 in Buonomo et al) and could show that these cells are different from arterial endothelial cells marked by *SEMA3G* expression (cluster #7 and cluster #3, respectively) (Fig. EV2J). Further, analysis of the same human liver datasets also confirmed the presence of the *CD200*, *RGCC*, *CA4* (human homologue to Car4), *APLNR* positive PBV endothelial cell subpopulation (within cluster #0 in both datasets) (Fig. EV2K).

### Immune cells

The liver contains many types of immune cells and at least two major types of macrophages: tissue-resident macrophages (Kupffer cells), and monocyte-derived macrophages (MoMFs) (Guillot and Tacke, 2019; Heymann and Tacke, 2016; Liu et al, 2024; Su et al, 2021). Kupffer cells constitute the largest population of tissue-resident macrophages in the human body and localize across the liver lobule, patrolling/interfacing both with the sinusoidal lumen and the space of Disse (Kubes and Jenne, 2018). Kupffer cells are established in the early embryo and are maintained in adulthood independently of bone-marrow derived monocytes (Yona et al, 2013). In contrast, MoMFs, as their name suggests, derive from monocytes. They are found in smaller numbers compared to Kupffer cells and primarily localize near the portal tract (English et al, 2022; Guilliams and Scott, 2022).

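Kupffer cells numbered 134 in the male and 394 in the female pool. In their clusters *Clec4f* was between 3928 CPM (#i4) and 7435 CPM (#i6), *Folr2* between 1102 CPM (#i4) and 2123 CPM (#i1), and *Vsig4* between 1609 CPM (#i4) and 3069 CPM (#i1). In B cells (#i5) the same genes were at 59.4, 15.8 and 26.0 CPM and still had a count in 86.2%, 79.3% and 84.5% of cells. Levels are therefore given beside shares of cells. The Kupffer cell clusters were compared with #i2 and #i5, for which only the male pool gave sums, and 200 of 20110 genes were called higher. *Clec4f*, *Folr2* and *Vsig4* had log2 fold changes of 4.55, 4.43 and 4.24, and each was higher in the male pool. *Marco* had the largest change by the rule for named genes, 6.23, and *Rxra*, *Ptgis*, *Gbp2b* and *Cd163* followed. With the pool as a block *Rxra*, *Ptgis* and *Gbp2b* were not called (adjusted p = 0.44, 0.14 and 0.34 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).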

Analysis of 651 transcriptomes from immune cells revealed that most of them (528 cells) represented Kupffer cells (clusters #i1, i3, i4, i6, i7), as determined by the expression of *Clec4f*, *Folr2*, and *Vsig4* (Guilliams et al, 2022). Additionally, we identified *Cd79a*-positive B-cells (cluster #i5), as well as a cluster (#i2) of myeloid monocytic cells (Fig. 3A–C; Appendix Fig. S4A). 

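In #i5, *Cd79a* was at 3210 CPM and counted in all 58 cells. In #i2 it was at 5.03 CPM, and in the Kupffer cell clusters between 0.60 CPM (#i6) and 136.8 CPM (#i4).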

Notably, some of the immune cells may originate from blood, since no organ perfusion was performed before tissue harvest for scRNA-seq analysis. Using the pagoda2 community setting, we further subdivided cluster #i2 into three subclusters #i2c, i4c, i7c (Fig. 3B) characterized by the expression of *Siglech* and *Ccr9* markers for dendritic cells (cluster #i7c), *Cd9* and *Cx3cr1* markers for MoMF (cluster #i2c), and *Ddx60* for a not further defined subpopulation of Kupffer cells (cluster #i4c) (Fig. 3C). 

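*Siglech* was at 4157 CPM in all 16 cells of #i7c, and *Ccr9* at 1031 CPM in 15 of them, all male. In #i2c, *Cd9* was at 480.5 CPM in 39 of 41 cells and *Cx3cr1* at 1181 CPM in 26. *Ddx60* was at 289.8 CPM in #i4c, in 16 of 18 cells. It was also counted in the Kupffer cell clusters #i3c (248.3 CPM), #i11c (202.1), #i10c (127.9) and #i1c (93.5 CPM). The B cells of #i6c, 57 cells by the deposited labels, had *Cd79a* at 3252 CPM in each. *Clec4f* was at 236.5 CPM in #i2c, 55.3 CPM in #i6c and 19.0 CPM in #i7c.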

Next, we used IF analysis to distinguish Kupffer cells from MoMFs (Fig. 3D). Cells double-positive for CD68 and CLEC4F (Kupffer cells) were found along the sinusoidal capillaries, whereas CD68-positive and CLEC4F-negative cells (MoMFs) resided near the portal tract (Fig. 3D), supporting the previously proposed anatomical distribution of these cell types (English et al, 2022). 

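In #i5c, *Mki67*, *Top2a*, *Ccna2* and *Ccnb1* were at 348.7, 378.1, 296.0 and 166.5 CPM, and *Top2a* was counted in 20 of 24 cells. Cluster #i9c had 213.5, 115.8, 243.4 and 1.41 CPM of the same genes. In the remaining Kupffer cell clusters they stayed at or under 19.5, 20.6, 15.1 and 1.22 CPM. *Tie1*, *Kdr* and *Ptprb* were at 368.0, 984.8 and 1087 CPM in #i9c. Over the 10 endothelial marker genes used, the median log2 ratio of #i9c to the other Kupffer cells was 5.20, with all 10 higher. The 10 Kupffer cell marker genes had a median of -1.14, with 0 of 10 higher. *Cd79a* was at 316.8 CPM in #i9c as well.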

The separation of the Kupffer cells into five subclusters did not reveal qualitative marker differences between the putative Kupffer cell subtypes, except for a signature associated with cell cycle progression (*Mki67*, *Top2a*, *Ccna2*, *Ccnb1*) in cluster #i4/i5c, and the contamination by endothelial cell transcriptomes (e.g. *Tie1*, *Kdr*, *Ptprb*) in subcluster #i9c (Appendix Fig. S4A,B). 

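*Mrc1* ranged from 661.9 CPM (#i1) to 982.6 CPM (#i3) over the Kupffer cell clusters, against 222.0 CPM in #i2 and 19.2 CPM in #i5. Its log2 fold change against #i2 and #i5 was 3.82. *Cdh5* ranged from 192.0 CPM (#i1) to 398.2 CPM (#i3) and was at 3.75 CPM in #i5 (log2 fold change 4.19, higher in the male pool, adjusted p = 0.0100 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.20 with the pool as a block). *Esam* was at 136.7 CPM in #i4, where 24 of 48 cells had a count, and between 0.28 CPM (#i7) and 8.57 CPM (#i6) in the other Kupffer cell clusters. At least 1 count of *Esam* was present in 63.2% of the cells of #i1, and with 20 counts required the share in male cells of #i1 fell from 65.7% to 0%. *Esam* had a log2 fold change of -0.59 against #i2 and #i5 (adjusted p = 1.0 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).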

Although earlier studies identified two distinct Kupffer cell populations (designated KC1 and KC2) based on differential expression levels of *Mrc1* (encoding the C-type 1 mannose receptor CD206), *Esam*, and *Cdh5* (the two latter also known as endothelial cell markers) (Bleriot et al, 2021; De Simone et al, 2021), all Kupffer cells in our dataset exhibited high expression of *Mrc1* and *Cdh5* while being negative for *Esam* (Appendix Fig. S4B). Because our data did not confirm the previously described KC1/KC2 subtypes and further suggested endothelial cell contamination as a putative driver of Kupffer cell sub-clustering (Appendix Fig. S4B) (Guilliams and Scott, 2022; Hume et al, 2022), we removed the cells corresponding to cluster #i5c (proliferating Kupffer cells) and i9c (Kupffer cells contaminated by endothelial cells) from the consensus Kupffer cell population (containing clusters #i1c, i3c, i8c, i10c, i11c) displayed in the searchable barplot database (Appendix Fig. S1B–D).

**Figure 3:**
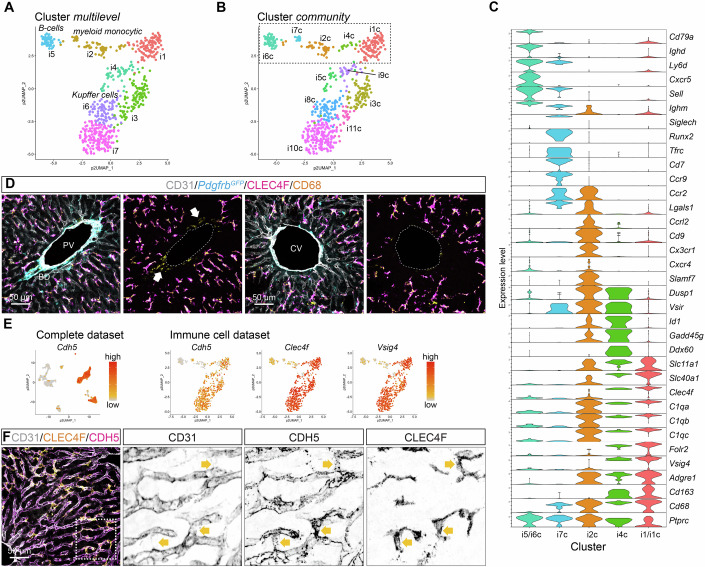
Immune cell subset analysis. (**A**, **B**) UMAP visualization of pagoda2 clustering result of the immune cell dataset using the multilevel (**A**) or community (**B**) setting. (**C**) Violin plot showing the expression of enriched exemplary genes in the clusters obtained with the community setting (highlighted in B, n refers to cells: i5/i6c = 24, i7c = 16, i2c = 41, i4c = 18, i1/i1c = 111). (**D**) IF for CD31, CLEC4F, and CD68 on a liver tissue section from a *Pdgfra*^*H2bGFP*^ reporter mouse. The arrows highlight CLEC4F-negative, CD68-positive macrophages. (**E**) UMAP visualization of the expression level of *Cdh5* in the complete dataset (left panel), or *Cdh5, Clec4f*, and *Vsig4* in the immune cell dataset (right panel). (**F**) IF for CD31, CDH5, and CLEC4F on a liver tissue section. The boxed area is shown magnified to the right for each antibody stain. Arrows highlight CDH5 signals colocalizing with CLEC4F. PV portal vein, BD bile duct, CV central vein. Scale bars are indicated in the respective image panels. Source data are available online for this figure.

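*Cdh5* was at 298.7 CPM over all Kupffer cells and at 467.9 CPM over all endothelial cells. By pool it was at 189.3 and 504.4 CPM in males and at 327.6 and 410.8 CPM in females. The log2 fold change of Kupffer against endothelial cells was -0.54 (standard error 0.41, adjusted p = 0.51 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *Cdh5* was lower in both pools. With the female pool left out it was -1.41, the alternative that moved it most, and with the male pool left out -0.33. In the same fit of 20838 genes, *Kdr*, *Tie1*, *Ptprb* and *Esam* had log2 fold changes of -4.55, -4.81, -5.40 and -6.10. *Stab2* had one of -1.94 (adjusted p = 0.034 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and *Pecam1* one of -3.27. From these levels, the paper concludes that Kupffer cells express *Cdh5* much as hepatic endothelial cells do.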

Notwithstanding the suspected endothelial cell contamination of a small population of the Kupffer cells, our data demonstrate that Kupffer cells express *Cdh5* (encoding cadherin 5, CDH5, also known as vascular endothelial (VE)-cadherin) at levels comparable to those in hepatic endothelial cells (Fig. 3E). CDH5 mediates homotypic cell-cell binding, thus suggesting a potential junctional interaction through CDH5 between Kupffer cells and sinusoidal endothelial cells (Ito et al, 1980). High-resolution confocal imaging revealed a complex pattern for CDH5 protein localization in sinusoidal endothelial cells depending on their vicinity to Kupffer cells (Fig. 3F; Appendix Fig. S4C).

GO analysis of immune cell population-enriched genes confirmed the identities of B-cells and dendritic cells. Additionally, the GO analysis revealed that the terms ‘inflammatory response’ and ‘monocyte chemotaxis’ were associated with both MoMF and Kupffer cell-enriched genes, suggesting the expression of distinct inflammatory gene expression programs in the two cell types (Appendix Fig. S4D).

### Mesenchymal cells

The liver is known to contain multiple mesenchymal cell populations at distinct anatomical locations. HSC, which partially resemble pericytes found in other organs, populate the perisinusoidal space. Vascular SMC and other vascular mural cells reside in the vessel wall of hepatic arteries, arterioles, portal veins, and central veins. Fibroblasts reside in the portal tract and at the liver capsule (Bhunchet and Wake, 1992; Wells, 2014a). In our mesenchymal cell dataset, transcriptomes from 1337 cells from adult mice were classified into ten clusters using the pagoda2 multilevel algorithm (Figs. 4A and EV3A). 

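Female cells made up 339 of these cells. Depth differed between the pools, with a median of 3421 genes counted per male cell and 6443 per female cell, so shares of cells with a gene are best read within a pool.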

HSC, vascular mural cells, and fibroblasts, identified by canonical markers (Dobie et al, 2019b; Muhl et al, 2020; Muhl et al, 2022b) (Fig. 1L), were allocated to separate cell clusters within the UMAP display. The distribution suggested heterogeneity not only between, but also within, these cell classes, particularly among the fibroblasts and mural cells (Fig. 4A). In the following sections, we detail the mesenchymal cell diversity in relation to their anatomical locations.

**Figure 4:**
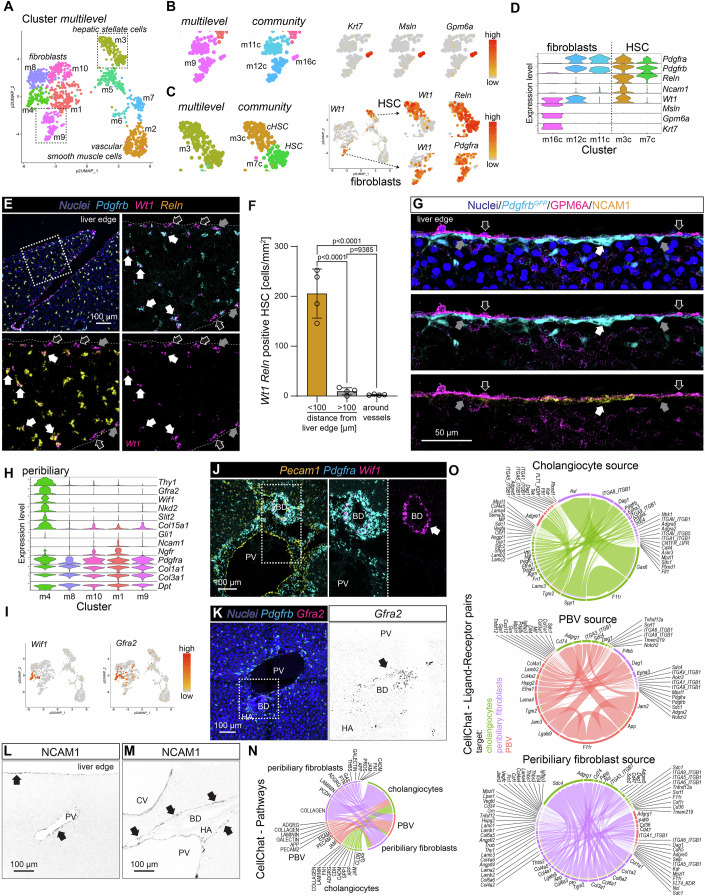
Analysis of mesenchymal cell populations at the liver capsule and portal tract. (**A**) UMAP visualization of the clustering result for the mesenchymal cell subset. (**B**) Magnified section of UMAP landscape containing cluster #m9 (multilevel), or clusters #m11c, m12c, and m16c (community), respectively. To the right, UMAP visualization of expression levels of *Krt7*, *Msln*, and *Gpm6a*. (**C**) Magnified section of UMAP visualization containing cluster #m3 (multilevel), or clusters #m3c, m7c (community), respectively. To the right, UMAP visualization of the expression level of *Wt1*, *Reln*, and *Pdgfra*. (**D**) Violin plot showing the expression of exemplary genes in selected fibroblast and HSC clusters (*n* refers to cells: m16c = 6, m12c = 60, m11c = 53, m3c = 113, m7c = 72). (**E**) ISH for *Pdgfrb*, *Wt1*, and *Reln* on a liver tissue section, focusing on the edge of the tissue. White arrows indicate triple-positive cells, grey arrows indicate *Wt1 Pdgfrb* double-positive cells, and open arrows indicate *Wt1* single-positive cells. (**F**) Quantification of *Wt1 Reln* double-positive cells at different anatomic locations within the liver (biological replicates *n* = 4, *P* values were calculated using one-way ANOVA and are given in the graph), error bars show s.d. (**G**) 3D-redering (angled to achieve 90° view of outer cell layers) of IF for GPM6A and NCAM1 on a liver tissue section from a *Pdgfrb*^*GFP*^ reporter mouse. The arrows indicate the mesothelial cell layer marked by GPM6A and the underlying fibroblast and cHSC layer indicated by *Pdgfrb*^*GFP*^ and NCAM1 (compare to **E**). (**H**) Violin plot showing the expression of genes with enriched expression in the cells from cluster #m4 (*Thy1*, *Gfra2*, *Wif1*, *Nkd2*), or cluster #m1 (*Ncam1*, *Ngfr*) of the mesenchymal cell subset, together with general fibroblast markers (*n* refers to cells: m4 = 98, m8 = 156, m10 = 127, m1 = 181, m9 = 119). (**I**) UMAP visualization of the expression levels of *Wif1* and *Gfra2*. (**J**) ISH for *Epcam*, *Pdgfra*, and *Wif1* on a liver tissue section. The arrow highlights *Wif1*-positive peribiliary fibroblasts. (**K**) ISH for *Pdgfrb* and *Gfra2* on a liver tissue section. The arrow indicates *Gfra2* expression at the bile duct. (**L**, **M**) IF for NCAM1 on a liver tissue section, focusing on the edge of the liver (**L**) or the portal tract (**M**). Arrows indicate NCAM1-positive structures. (**N**) Chord diagram showing interacting pathways from CellChat cell-cell communication analysis between cells located in the biliary niche: cholangiocytes, peribiliary fibroblasts, and PBV endothelial cells. (**O**) Chord diagrams showing the interacting ligand-receptors pairs from CellChat cell-cell communication analysis with (top to bottom) cholangiocytes, PBV endothelial cells, or peribiliary fibroblasts as source. PV portal vein, BD bile duct, HA hepatic artery, CV central vein, PBV peribiliary vasculature. Scale bars are indicated in the respective image panels. Source data are available online for this figure.

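*Ncam1* was at 121.5 CPM in #m1, where 105 of 181 cells had a count. It was at 38.2 CPM in #m8, 63.4 CPM in #m10, 56.3 CPM in #m9 and 1.01 CPM in #m4. *Ngfr* was at 308.2 CPM in #m1, 136.3 CPM in #m4 and 8.80 CPM in #m9.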

**Figure EV3:**
Marker genes and tissue validation for mesenchymal cell subpopulations; cHSC and peribiliary fibroblasts. (**A**) UMAP visualization of the pagoda2 clustering result of the mesenchymal cell subset using the community setting for high resolution clustering. (**B**) UMAP visualization of the expression level of selected genes within the indicated boxed areas of clusters #m3 (m3c, m7c) and #m9 (m11c, m12c, m16c). (**C**) IF for CD31, WT1, and RELN on liver tissue section from a *Pdgfra*^*H2bGFP*^ reporter mouse. The arrows indicate WT1, RELN, GFP triple-positive cells. (**D**) IF for CD31, WT1, and RELN on a liver tissue sections from a *Pdgfra*^*H2bGFP*^ reporter mouse focusing on the liver edge (upper panel), the portal tract (middle panel), or the central vein (lower panel). Arrows highlight WT1 *Pdgfra*^*H2bGFP*^ double-positive cells. (**E**) Heat map showing the expression of genes that exhibit enriched expression in *Wt1*+ fibroblasts (clusters #m11c, m12c), compared to all other fibroblast populations. (**F**) Heat map showing the expression of genes that exhibit enriched expression in cHSC (cluster #m3c), compared to HSC (cluster #m7c). (**G**) ISH for *Epcam*, *Pi16*, and *Wif1* on a liver tissue section. (**H**) ISH for *Pecam1*, *Pdgfra*, and *Wif1* on a liver tissue section. (**I**) Heat map showing the genes that exhibit enriched expression in peribiliary fibroblasts (cluster #m4), compared to all other fibroblast populations. PV portal vein, BD bile duct, HA hepatic artery, CV central vein. Scale bars are indicated in the respective image panels.

#### Cells at the liver capsule

The liver capsule is known to be covered by an outer monolayer of mesothelial cells (Li et al, 2013). 

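In the 6 cells of #m16c, 4 male and 2 female, *Msln* was at 3771 CPM, *Gpm6a* at 1937 CPM and *Krt7* at 1683 CPM, and *Krt7* was counted in all 6. With 2 female cells, no comparison over pools was made for this cluster.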

In-depth analysis of the mesenchymal cell dataset revealed a small group of mesothelial cells, separated by pagoda2 community clustering (cluster #m16c), and characterized by the expression of *Msln*, *Gpm6a* and *Krt7* (Figs. 4B and EV3A,B). These cells also expressed the mesothelial cell marker Wilms Tumor 1 transcription factor (encoded by *Wt1*). 

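*Wt1* was at 266.1 CPM in #m16c and counted in 4 of its 6 cells.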

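Counts of *Wt1* were at 416.4 CPM in #m3c (86 of 113 cells), 310.0 CPM in #m12c (48 of 60 cells) and 56.6 CPM in #m11c (13 of 53 cells). They were at 37.2 CPM in #m5c and 20.3 CPM in #m7c, where 23 of 72 cells had a count.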

Notably, *Wt1* was also expressed by subpopulations of fibroblasts and HSC (Figs. 4C,D and EV3B). Tissue analysis revealed *Wt1*/WT1-expressing cells located at the capsule and sub-capsular region, partially overlapping with expression of *Pdgfrb*, *Pdgfra*^*H2bGFP*^, and *Reln* (Figs. 4E–G and EV3C). This suggests the presence of heterogenous fibroblast and HSC subpopulations contributing to the formation of the capsule and sub-capsular region. However, we could also show occasional cells double-positive for WT1 and *Pdgfra*^*H2bGFP*^ in the wall of large central veins (Fig. EV3D).

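*Pdgfra* was at 604.2 CPM in #m11c and 767.2 CPM in #m12c, beside 488.6 CPM in #m3c. Against the fibroblast clusters #m1, #m4, #m8 and #m10, the log2 fold change of *Pdgfra* in #m11c and #m12c was 0.34 and that of *Pdgfrb* -0.13 (adjusted p = 0.99 and 1.0 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Pdgfrb* was lower in the male pool (log2 ratio -0.33) and higher in the female pool (0.15). *Reln* was at 1.36 CPM in #m11c and at 60.9 CPM in #m12c, the latter almost all from the female pool (1.75 CPM male, 102.9 CPM female), against 1552 CPM in #m3c. A single cell held 93.3% of the *Reln* counts of the female cells of #m11c and #m12c. *Wt1* and *Reln* were both counted in 77 of 113 cells of #m3c, 22 of 60 of #m12c and 3 of 53 of #m11c. *Ncam1* was at 282.4 CPM in #m3c, 103.8 CPM in #m11c and 15.6 CPM in #m12c. The log2 ratios of *Reln* against the other fibroblasts were -1.06 in the male and 3.49 in the female pool, and those of *Ncam1* 0.30 and -1.97. From these profiles and the staining, the paper proposes that heterogeneous fibroblasts and HSC, among them *Wt1*+ fibroblasts and cHSC, contribute to the capsule and the region below it.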

Capsular *Wt1*+ fibroblasts (clusters #m11c, m12c) expressed *Pdgfra* and *Pdgfrb* but not *Reln*, while capsular HSC (cHSC, cluster #m3c) expressed *Reln* and *Ncam1* (encoding the neural cell adhesion molecule 1) in addition to *Wt1* (Fig. 4D,G). To further explore the molecular phenotype of *Wt1*+ fibroblasts and cHSC, we performed DEG analysis comparing the capsular cells to other liver fibroblast or HSC populations, respectively. *Wt1*+ fibroblasts displayed distinct expression of genes, such as *Scara5*, *Fbln2*, *Adgrd1*, and *Osr1* (encoding the odd-skipped related transcription factor 1) that has been linked to liver fibrosis (Nian et al, 2024), and mesenchymal collagen production (Murugapoopathy et al, 2021) (Fig. EV3E). In contrast, cHSC expressed many conventional fibroblast markers (Buechler et al, 2021; Muhl et al, 2020), including *Gpx3*, *Mfap4*, *Fmod*, and *Dpt*, but also genes not normally associated with fibroblasts, such as *Alcam* (encoding the activated leukocyte cell adhesion molecule) (Fig. EV4F), which is also expressed by cholangiocytes.

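The comparison of #m11c and #m12c with #m1, #m4, #m8 and #m10 rested on 4 sums against 6 in a fit of 21, and 69 of 21459 genes were called higher. This count moved most to 364 with the Wald test of DESeq2 and to 13 with sums per plate. *Scara5* was at 1018 CPM in the male and 660.7 CPM in the female pool, against 11.1 and 2.29 CPM (log2 fold change 7.79, standard error 0.70, adjusted p = 6.3e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Fbln2*, *Adgrd1* and *Osr1* had log2 fold changes of 5.38, 5.06 and 3.74 (adjusted p = 7.4e-05, 0.0038 and 0.0094 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and none of the 3 was called with sums per plate. *Wt1* itself had one of 5.42 (adjusted p = 0.0021 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All were higher in both pools. By the rule for named genes, *Mfap5* (7.81) and *Lrrn4cl* (5.10) had the largest changes among genes not already given.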

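HSC (#m7c) numbered 68 in the male and 4 in the female pool, and the female sum fell under the minimum of 5 cells. Values per pool are therefore male, and tests used sums of at least 3 cells, chosen after the numbers of cells were seen. In male cells *Gpx3* was at 3830 CPM in #m3c and 338.9 CPM in #m7c, *Fmod* at 937.2 and 18.7 CPM, *Mfap4* at 1230 and 54.3 CPM, and *Dpt* at 727.2 and 181.4 CPM. *Alcam* was at 1522 and 227.1 CPM. With at least 3 cells per sum, 9 genes were called higher in #m3c and 867 genes had an unadjusted p under 0.05. *Fmod*, *Gpx3* and *Mfap4* had log2 fold changes of 4.46, 3.61 and 3.62 (adjusted p = 6.9e-04, 6.9e-04 and 0.0060 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in both pools. *Dpt* and *Alcam* had 2.30 and 3.63 (adjusted p = 0.24 and 1.0 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and were not called. The Wald test of DESeq2 called 113 genes higher on the same sums. Adjusted over the list alone, 6 of the 8 genes named for #m3c passed, a list the paper chose on these cells. *Reln* and *Ncam1* did not pass, and the paper gives them as expressed in cHSC without stating them higher than in HSC.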

**Figure EV4:**
Analysis of mural cell subpopulations. (**A**) UMAP visualization of the clustering result of the mesenchymal cell dataset using the community setting for high resolution clustering, with the cell clouds containing vascular mural cell types indicated in the boxed area. (**B**) UMAP visualization of the expression levels of vascular SMC marker genes with the cell clouds containing vascular mural cells highlighted by the boxed area. (**C**) ISH for *Pdgfrb*, *Ephx3*, and *Pecam1* on a liver tissue section showing a region of a central vein. (**D**) IF for αSMA, CD31, CNN1, and NCAM1 on a liver tissue section, showing a region of a central vein (upper panel), portal and central vein (middle panel), or portal vein (lower panel). (**E**) Calculation of fibroblast or mural cell gene-score for the 90-gene list reported before (Muhl et al, 2020), for community clusters containing HSC and vascular mural cell types (stacked barplot showing mean values, for visualization fibroblast-gene expression values are inverted [multiplication by -1], error bars show s.d., *n* refers to cells: m3c = 113, m7c = 72, m5c = 87, m9c = 39, m8c = 72, m15c = 33, m2c = 236). (**F**) UMAP visualization of the expression levels of the pericyte marker genes (*Cspg4* and *Higd1b*), and *Pdgfra* in the mesenchymal cell dataset. (**G**) IF for CD31, ACE2, and αSMA on a liver tissue section from a *Pdgfrb*^*GFP*^ reporter mouse. Arrows indicate pericytes at the peribiliary vasculature. PV portal vein, BD bile duct, HA hepatic artery, CV central vein. Scale bars are indicated in the respective image panels.

GO analysis of overrepresented genes in *Wt1*+ fibroblasts or cHSC revealed terms related to ‘extracellular matrix’ and ‘encapsulating’ for both populations, as well as ‘chemotaxis’ specifically for cHSC (Appendix Fig. S5A). This suggests their active contribution to the formation of the liver capsule and potential roles as progenitors of HSC.

#### Cells at the portal tract and central vein

The portal tract contains the most complex composition of mesenchymal cell types found in the liver. These mesenchymal cells are associated with hepatic arteries, arterioles, portal veins, and bile ducts. 

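Against #m1, #m8, #m9 and #m10, in a fit of 18 sums, 5 of 22365 genes were called higher in #m4 and 9 lower (14 lower with the pool as a block), with 1404 at an unadjusted p under 0.05. Only 9 of the 98 cells of #m4 were female. *Wif1* was at 361.9 CPM in male and 924.2 CPM in female cells of #m4, against 1.72 and 0.98 CPM (log2 fold change 9.17, standard error 1.10, adjusted p = 0.0045 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Gfra2* was at 300.0 CPM (male) and 289.2 CPM (female), against 34.7 and 34.4 CPM. *Gfra2*, *Slit2*, *Thy1* and *Nkd2* had log2 fold changes of 3.14, 3.97, 3.42 and 2.47 (adjusted p = 0.18, 0.34, 0.33 and 0.49 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and were not called over all genes. The Wald test of DESeq2, which called 137 genes higher and 194 lower, called *Gfra2*, *Slit2* and *Thy1*. Adjusted over the list alone, 6 of the 8 genes named for this cluster passed, against 2 over all genes tested, for a list the paper chose on these cells. *Col15a1* and *Gli1* had log2 fold changes of 0.73 and 0.14, and *Gli1* was higher in the male pool (log2 ratio 1.20) and lower in the female pool (-3.03). By the rule for named genes, *Pi16* (4.09) and *Tgm2* (1.35) were also called (adjusted p = 0.041 for both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *Pi16* not with sums per plate. From this profile and staining at bile ducts, the paper places #m4 in the peribiliary niche.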

We identified a fibroblast population residing in the peribiliary niche (cluster #m4) (Fig. 4A), characterized by a distinct molecular profile that includes the expression of *Thy1* (encoding CD90), a commonly used fibroblast marker, as well as *Col15a1*, *Slit2*, *Gli1* (Gupta et al, 2020; Lei et al, 2022), *Gfra2*, *Nkd2* (encoding the naked cuticle 2), and *Wif1* (encoding the Wnt inhibitory factor 1), the latter two reported as Wnt-pathway antagonists (Gammons et al, 2020; Poggi et al, 2018) (Fig. 4H,I). The expression of *Wif1*, *Gfra2*, and *Pi16* at bile ducts with multilayered mesenchymal stromal cells was confirmed by ISH (Figs. 4J,K and EV3G), in agreement with earlier reports (Gupta et al, 2020; Lei et al, 2022). *Wif1* signal was also observed around central veins, although not colocalizing with *Pdgfra*, and therefore likely originating from perivenous hepatocytes (Fig. EV3H). GO analysis of genes overrepresented in peribiliary fibroblasts (Fig. EV3I) revealed terms related to ‘morphogenesis’ and ‘extracellular matrix’ (Appendix Fig. S5A). Of note, IF for NCAM1 marked cHSC, but also a subset of portal fibroblasts (cluster #m1) that forms a capsule-like structure lining the portal tract (Fig. 4L,M). This suggests the presence of heterogenous fibroblast subpopulations contributing to the formation of the portal tract connective tissue and capsule (Glisson’s capsule).

Intrigued by the identification of several specific cell types that occupy the peri-biliary niche; cholangiocytes, PBV, and peribiliary fibroblasts, we performed a cell-cell communication analysis using CellChat (Jin et al, 2025). Probing for communication pathways between the three cell types of the bile duct-niche showed extracellular matrix related and cell-cell contact pathways (Fig. 4N). Detailed analysis of the ligand-receptor pairs for paracrine interaction corroborated the presence of extracellular matrix-related interactions (Fig. 4O), suggesting that all three cell types contribute to the microenvironment of this specific niche in homeostasis.

Mural cells were identified by canonical marker gene expression, such as *Acta2*, *Tagln*, *Notch3*, and *Des*, as previously reported (Muhl et al, 2022b) (Figs. 5A–C and EV4A,B). 

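*Acta2* was at 6684 CPM in #m2c, 5899 in #m15c, 3194 in #m9c and 2907 CPM in #m8c, against 502.1 CPM in #m5c and 271.6 CPM in the HSC cluster #m7c. *Tagln* gave the same order, from 2804 CPM in #m2c to 241.2 CPM in #m5c. *Notch3* was highest in #m8c (2143 CPM), followed by #m9c (993.7), #m2c (726.0), #m15c (297.7) and #m5c (216.2 CPM). *Des* ranged from 3023 CPM in #m2c to 511.3 CPM in #m5c.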

Notably, scRNA-seq analysis identified *Ncam1* expressing cells amongst the fibroblasts likely involved in the formation of the portal capsule (see above), and in mural cell clusters (#m5c and m6/m15c), additionally exhibiting expression of *Cdh3*, encoding the cell-cell adhesion protein cadherin 3 (also known as placental (P)-cadherin), and cluster m6/m15c additionally showed expression of *Npnt* (encoding nephronectin) (Fig. 5D,E). 

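Each mural cluster was compared with the other 4 of #m2c, #m5c, #m8c, #m9c and #m15c, in a fit of 28 sums over 17 mesenchymal clusters and 21329 genes. *Ncam1* was at 676.6 CPM in the male and 585.1 CPM in the female pool of #m15c, and at 398.2 and 294.9 CPM in #m5c. The log2 fold changes were 4.78 and 3.72 (adjusted p = 0.0014 and 0.010 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in both pools, and *Ncam1* in #m5c was not called with sums per plate. *Cdh3* was at 313.6 CPM in #m15c and 7.94 CPM in #m5c, where 12 of 87 cells (13.8%) had a count. It was at 144.7 CPM in #m9c, 138.9 CPM in #m8c and 124.3 CPM in #m3c. The log2 fold change of *Cdh3* was 3.51 in #m15c and -4.10 in #m5c (adjusted p = 0.042 and 0.14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), the former higher and the latter lower in both pools. In #m15c *Cdh3* had an adjusted p = 0.065 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment once the pool was a block. *Npnt* was at 984.9 CPM in the male and 1790 CPM in the female cells of #m15c, of which 7 and 26 were captured (log2 fold change 7.76, adjusted p = 8.4e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In all, 191 genes were called higher in #m15c, and 109 with the pool as a block, with *Slc22a3* (9.43) among the largest by the rule for named genes.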

Large and medium caliber muscularized portal veins with a strong and continuous *Acta2*/αSMA signal recurrently showed IF signals for NPNT (Fig. 5F,G). NPNT-positive cells were also observed around large (>500 µm circumference) central veins, although with lower frequency (Fig. 5F,G), suggesting that cells in cluster #m6/m15c represent a distinct subpopulation of vascular SMC preferentially found in large-diameter veins.

**Figure 5:**
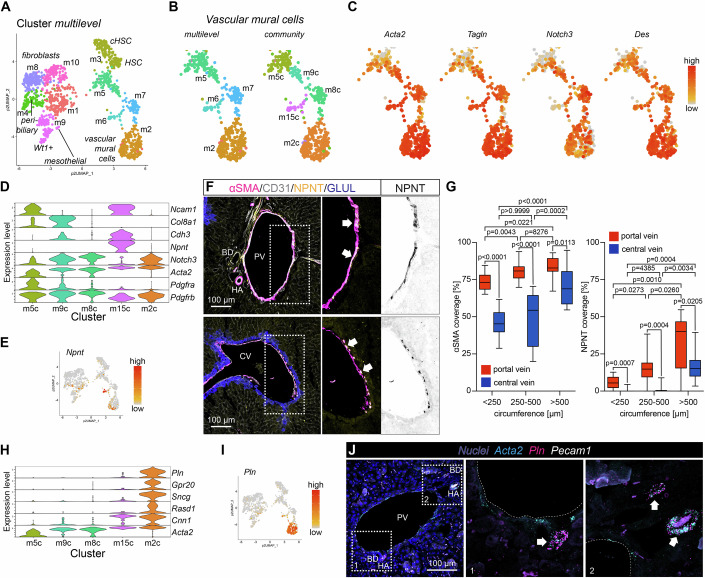
Identification of SMC of the elastic and arterial subtype. (**A**) UMAP visualization of the clustering result for the mesenchymal cell subset. (**B**) Magnified section of UMAP landscape containing vascular mural cell clusters (multilevel #m2, m5, m6, m7; community: #m2c, m5c, m8c, m9c, m15c). (**C**) UMAP visualization of the expression levels of vascular SMC marker genes (*Acta2*, *Tagln*, *Notch3*, and *Des*) in the magnified section of the UMAP landscape containing vascular mural cell clusters. (**D**) Violin plot showing the expression level of exemplary genes differentially expressed between vascular mural cell subpopulations (community clusters, *n* refers to cells: m5c = 87, m9c = 39, m8c = 72, m15c = 33, m2c = 236). (**E**) UMAP visualization of the expression level of *Npnt*. (**F**) IF for CD31, αSMA, GLUL, and NPNT on a liver tissue section, showing an exemplary portal tract (upper panel) and central vein (lower panel) region. Arrows highlight NPNT-positive SMC. (**G**) Quantification of portal vein and central vein coverage with αSMA (left panel) and NPNT (right panel) staining (biological replicates *n* = 11–12, *P* values were calculated using two-way ANOVA, mixed-effects analysis, with Sídák’s multiple comparisons test and are given in the graph), boxes show lower and upper quartile, whiskers show min-to-max range, and horizontal lines indicate median. (**H**) Violin plot showing the expression level of genes with enriched expression in arterial SMC (cluster #m2/m2c, *n* refers to cells: m5c = 87, m9c = 39, m8c = 72, m15c = 33, m2c = 236). (**I**) UMAP visualization of the expression level of *Pln*. (**J**) ISH for *Acta2*, *Pln*, and *Pecam1* on a liver tissue section. The arrows indicate *Pln* positive arterial SMC. PV portal vein, BD bile duct, HA hepatic artery, CV central vein. Scale bars are indicated in the respective image panels. Source data are available online for this figure.

The largest group of vascular SMC (cluster #m2/m2c) was characterized by the expression of *Pln* (encoding phospholamban), *Gpr20*, *Sncg*, *Rasd1* and high levels of *Cnn1* (encoding calponin 1) (Fig. 5H,I), genes previously reported as arterial SMC markers (Muhl et al, 2022b). 

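Cluster #m2c holds 127 male and 109 female cells, and 361 genes were called higher in it than in the other mural clusters. This count was 66 with sums per plate and 656 without a filter on low counts. *Pln* was at 908.2 CPM in the male and 566.3 CPM in the female pool (log2 fold change 6.56, standard error 1.14, adjusted p = 6.9e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Rasd1*, *Gpr20* and *Sncg* had log2 fold changes of 6.59, 6.17 and 5.73 (adjusted p = 9.0e-04, 0.0038 and 0.0031 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in both pools, and none of the 3 was called with sums per plate. *Cnn1* was at 1161 CPM in #m2c and at 2020 CPM in #m15c (log2 fold change 2.57 for #m2c, adjusted p = 0.17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cnn1* was called without a filter on low counts, with cells thinned to 50000 counts and with the pool as a block (log2 fold change 3.29, adjusted p = 0.039 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among genes of the rule, *Kcnab1* (7.76), *Tesc* (7.70) and *Net1* (7.60) had the largest changes.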

ISH analysis for *Pln* demonstrated restricted expression in cells of the hepatic artery and larger arterioles around the bile duct (Fig. 5J), confirming that the cells in cluster #m2/m2c are SMC from the hepatic arteries and arterioles of the PBV.

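In #m8c, *Ephx3* was at 1595 CPM in male and 2068 CPM in female cells (log2 fold change 4.03, standard error 0.72, higher in both pools, adjusted p = 0.011 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was at 419.9 CPM in #m2c and 235.2 CPM in #m9c, and was not called with sums per plate. *Cnn1* was at 123.0 CPM in #m8c, where 23 of 72 cells had a count, and at 186.1 CPM in #m9c (log2 fold change for #m8c -1.13, adjusted p = 1.0 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). There were 95 genes called higher in #m8c, and 27 with the pool as a block, under which *Slc11a1* and *Il34* were not called (adjusted p = 0.058 and 0.085 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The rule for named genes picked *Slc11a1*, *Arhgdib*, *Il34* and *Itga11*.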

Cluster #m7/m8c was characterized by the expression of *Ephx3* (encoding the epoxide hydrolase 3), as well as low levels of *Cnn1* (Fig. 6A,B). ISH for *Ephx3* revealed specific expression in mural cells of the portal vein and the peribiliary vascular plexus, but not around the central vein (Figs. 6C and EV4C). We therefore designated the cells in cluster #m7/m8c as portal vein SMC. Cells allocated to cluster #m9c expressed genes previously described as venous SMC markers (Muhl et al, 2022b), including *Ccn3* (encoding the cellular communication network factor 3) (Fig. 6D,E) and *Chrdl1* (encoding chordin-like 1), a BMP-signaling regulator (Fig. 6F,G). 

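*Chrdl1* was at 1110 CPM in the 29 male and 877.4 CPM in the 10 female cells of #m9c (log2 fold change 3.81, standard error 0.60, adjusted p = 7.6e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), but was not called with sums per plate. *Ccn3* was at 308.9 and 269.1 CPM, with a log2 fold change of 3.28 (standard error 0.99, adjusted p = 0.15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both were higher in both pools. Adjusted over the list alone, which here is these 2 genes, both passed. Of 130 genes called higher in #m9c, against 62 with the pool as a block, *Col8a1* had a log2 fold change of 7.01 (adjusted p = 1.4e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).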

ISH confirmed the expression of both transcripts at portal and central veins although at lower levels in the central veins (Fig. 6E,G), possibly due to the overall lover coverage of αSMA-positive cells at central veins (Fig. 5G). This suggests that cells in cluster #m9c represent a subpopulation of venous SMC distributed throughout the hepatic venous system partially sharing the anatomical niche with vascular SMC of cluster #m7/m8c and m6/m15c.

**Figure 6:**
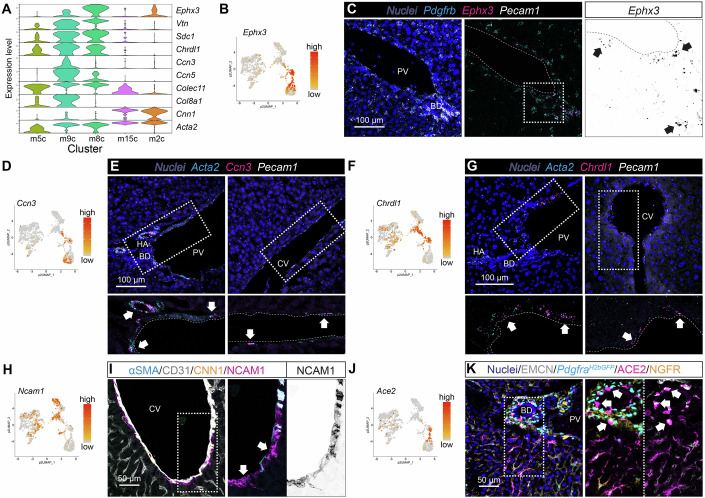
Identification of venous SMC subtypes and pericytes. (**A**) Violin plot showing the expression level of genes with enriched expression in venous SMC (clusters #m8c, m9c, n refers to cells: m5c = 87, m9c = 39, m8c = 72, m15c = 33, m2c = 236). (**B**) UMAP visualization of the expression level of *Ephx3*. (**C**) ISH for *Pdgfrb*, *Ephx3*, and *Pecam1* on a liver tissue section focusing on the portal tract. The arrows highlight expression of *Ephx3* in the portal tract. (**D**) UMAP visualization of the expression level of *Ccn3*. (**E**) ISH for *Acta2*, *Ccn3*, and *Pecam1* on a liver tissue section. The arrows indicate *Ccn3*-positive SMC. (**F**) UMAP visualization of the expression level of *Chrdl1*. (**G**) ISH for *Acta2*, *Chrdl1*, and *Pecam1* on a liver tissue section. The arrows highlight *Chrdl1*-positive venous SMC. (**H**) UMAP visualization of the expression level of *Ncam1*. (**I**) IF for αSMA, CD31, CNN1, and NCAM1 on a liver tissue section. The arrows highlight NCAM1-positive αSMA-negative cells in the wall of a central vein. (**J**) UMAP visualization of the expression level of *Ace2*. (**K**) IF for EMCN, ACE2, and NGFR on a liver tissue section from a *Pdgfra*^*H2bGFP*^ reporter mouse. The arrows indicate ACE2-positive pericytes located at the peribiliary vasculature. PV portal vein, BD bile duct, HA hepatic artery, CV central vein. Scale bars are indicated in the respective image panels. Source data are available online for this figure.

So-called second layer cells (SLC) are morphologically and positionally distinct from HSC and known to reside in the walls of central veins, occupying the space between the central vein SMC and the nearest sinusoids. The number of SLC declines in the walls of smaller central veins, which have instead been suggested to harbor HSC (Bhunchet and Wake, 1992). Cells in cluster #m5c, placed between venous SMC and HSC in the UMAP landscape, expressed *Ncam1* (Figs. 5D and 6H), and IF for NCAM1 showed staining around central veins (Figs. 6I and EV4D), and as described above, also in large muscularized portal veins, the liver capsule, and the portal tract. 

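The 66 male and 21 female cells of #m5c gave 311 genes called higher than in the other mural clusters and 19 lower. By the Wald test of DESeq2 these were 255 and 132, and with sums per plate 84 and 24. The rule for named genes picked *Igsf10*, *Gdf6*, *Pappa*, *C7* and *Ly6a*, the last with a log2 fold change of 4.74 (adjusted p = 9.4e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and higher in both pools. The score for fibroblast-like and mural cell-like genes was not analysed here.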

The NCAM1 staining pattern at central veins, however, aligns with the expected position of SLC, particularly where there is no overlap with αSMA staining (Figs. 6I and EV4D). We therefore assume that cluster #m5c represents SLC; yet the same staining pattern is also observed around portal veins (Fig. EV4D), perhaps indicating that SLC may occupy both central and portal areas in the mouse liver. By applying a gene signature that identifies fibroblast-like and mural cell-like expression characteristics (Muhl et al, 2020), we found that the SLC cluster #m5c showed greater similarity to fibroblasts than to mural cells (Fig. EV4E). GO analysis of the different hepatic mural cell populations revealed terms related to ‘muscle tissue development’, ‘serotonin transport’ and ‘neurotransmitter uptake’ associated with large-caliber vein SMC, and terms related to ‘muscle cell development’ and ‘Notch signaling’ overrepresented in arterial SMC. Additionally, terms related to ‘angiogenesis’, ‘artery morphogenesis’ and ‘hepatic stellate cell activation’ were identified for portal vein SMC, while terms associated with ‘extracellular matrix organization’, ‘angiogenesis’ and ‘wound healing’ were noted in venous SMC. For SLC, terms related to ‘extracellular structure organization’, ‘positive regulation of locomotion’ and ‘hormone metabolic process’ were associated (Appendix Fig. S5B).

Pericytes did not form their own distinct cluster in our dataset, presumably because of their low number. However, cells placed between arterial SMC (cluster #m2/m2c) and portal vein SMC (cluster #m7/m8c) by UMAP likely represent pericytes of the peribiliary vascular plexus due to their expression of *Ephx3*, *Ace2*, *Cspg4*, and *Higd1b*, while being negative for *Pdgfra* (Figs. 6B,J,K and EV4F,G). Peribiliary pericytes also morphologically resemble pericytes found in other tissues (Armulik et al, 2011; Muhl et al, 2020; Vanlandewijck et al, 2018) (Fig. EV4G).

#### Cells at the sinusoids

HSC reside in the space of Disse between sinusoidal endothelial cells and hepatocytes. HSC have previously been characterized by scRNA-seq, and specific marker genes have been proposed for their identification (Dobie et al, 2019b; Filliol et al, 2022; Krenkel et al, 2019; Mederacke et al, 2022b; Yang et al, 2021). 

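Of the mesenchymal clusters, *Lrat* was at 1932 CPM in #m7c, 1467 in #m5c, 1122 in #m9c and 379.4 CPM in #m3c. *Hgf* was at 652.9 CPM in #m7c and 264.8 CPM in #m3c, and *Reln* at 3627 CPM in #m7c.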

With this information as a guide, we initially used the expression of *Reln*, *Lrat*, and *Hgf* to tentatively define HSC clusters (Fig. 1L). To achieve a more comprehensive basis for HSC identification, we analyzed earlier Smart-seq2 data from the GSE137720 dataset (Dobie et al, 2019b) and created a HSC signature comprising 180 genes with enriched expression in HSC (Appendix Fig. S5C,D; Dataset EV1). 

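The list in the paper's dataset holds 186 gene symbols, of which 184 are in the count table. Scored as the mean log-normalized level per cell, #m7c had 0.913 in the male and 0.947 in the female pool. The next cluster was #m3c in both, with 0.521 and 0.624. The gap in the male pool was 0.392, and it moved most, to 0.411, when only the 164 genes detected in at least 10% of mesenchymal cells were kept. In the male pool the median log2 ratio of the list in #m7c was 1.03 against #m3c (161 of 183 genes higher), 1.21 against #m5c, 1.51 against #m8c, 1.31 against #m9c, 4.53 against #m2c and 6.13 against #m15c. With at least 3 cells per sum, the rotation test fry of limma, adjusted by Benjamini-Hochberg over its 7 comparisons, gave an adjusted p = 0.015 against #m5c, 0.0013 against #m8c, 0.012 against #m9c, and 7.7e-06 against each of #m2c and #m15c. Against #m3c fry of limma gave an adjusted p = 0.082 with a median log2 fold change of 0.96. There camera of limma, which estimates the correlation between genes, gave an adjusted p = 0.0092, so that call does not hold under fry, and its calls against the other clusters do. From the highest score, the paper proposes that #m7c represents HSC.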

Application of this HSC signature score to our mesenchymal dataset revealed cluster #m7c as having the highest score, thus likely representing HSC (Figs. 7A–C and EV5A–C). *Ngfr* and *Adamstl2* have been suggested as markers for periportal and pericentral HSC, respectively (Fig. EV5C) (Dobie et al, 2019b); however, our transcriptomic data did not identify HSC diversity, possibly due to the low number of HSC in the dataset (Fig. EV5D). Nevertheless, our IF analysis confirmed the expected distribution of NGFR-positive HSC near the portal tract and mid-lobular region (Fig. EV5D).

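*Ngfr* and *Adamtsl2* were both counted in 38 of the 72 cells of #m7c, *Ngfr* alone in 2, *Adamtsl2* alone in 32 and neither in 0, which allows a share of up to 4.17%. *Adamtsl2* was at 2295 CPM in #m3c, 1194 CPM in #m5c and 1172 CPM in #m7c. No search for groups within #m7c was made.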

**Figure 7:**
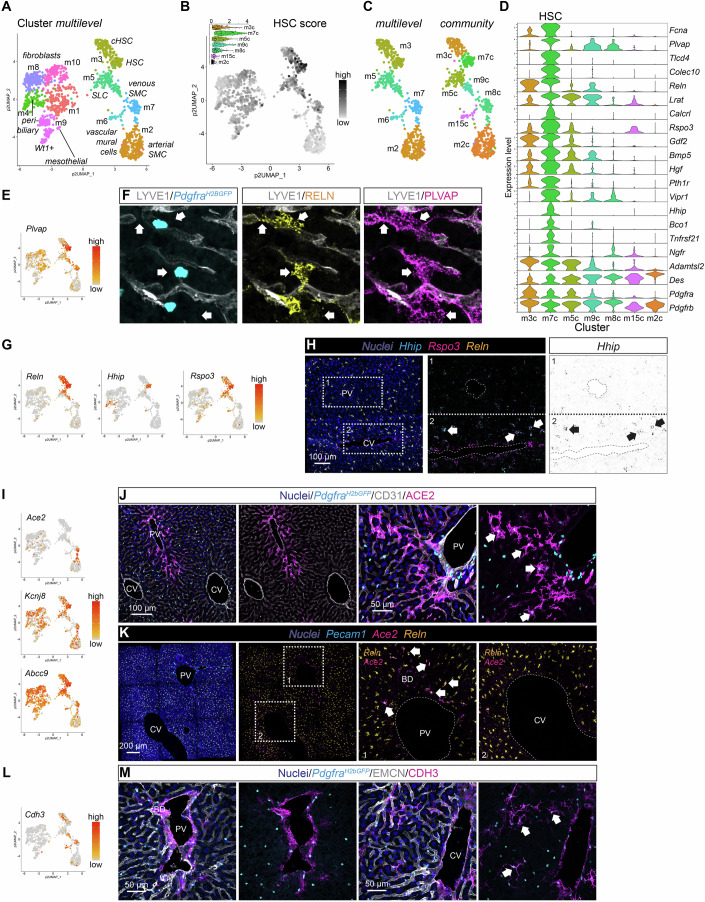
Analysis of mesenchymal cells located at the sinusoids. (**A**) UMAP visualization of the clustering result for the mesenchymal cell subset. (**B**) UMAP visualization of the mesenchymal cell subset showing the cumulative expression level of HSC-specific genes (HSC score). The inlayed violin plot shows the individual scores (arbitrary units) of clusters containing HSC and vascular mural cells. (**C**) UMAP visualization of the magnified section of the UMAP landscape containing HSC and vascular mural cell clusters (multilevel: #m2, m3, m5, m6, m7; community: #m2c, m3c, m5c, m7c, m8c, m9c, m15c). (**D**) Violin plot showing the expression level of HSC enriched genes in the HSC and vascular mural cell clusters (community, n refers to cells: m3c = 113, m7c = 72, m5c = 87, m9c = 39, m8c = 72, m15c = 33, m2c = 236). (**E**) UMAP visualization of the expression level of *Plvap*. (**F**) IF for LYVE1, RELN, and PLVAP on a liver tissue section from a *Pdgfra*^*H2bGFP*^ reporter mouse. Arrows indicate PLVAP RELN double-positive HSC. Compare to Fig. EV5G. (**G**) UMAP visualization of the expression level of *Reln*, *Hhip*, and *Rspo3*. (**H**) ISH for *Hhip*, *Rspo3*, and *Reln* on a liver tissue section. Arrows indicate *Hhip Rspo3 Reln* triple-positive HSC. (**I**) UMAP visualization of the expression level of pericyte marker genes (*Ace2*, *Kcnj8*, and *Abcc9*). (**J**) IF for CD31 and ACE2 on a liver tissue section from a *Pdgfra*^*H2bGFP*^ reporter mouse. Arrows indicate GFP ACE2 double-positive HSC. (**K**) ISH for *Pecam1*, *Ace2*, and *Reln* on a liver tissue section. Arrows indicate *Ace2 Reln* double-positive HSC. (**L**) UMAP visualization of the expression level of *Cdh3*. (**M**) IF for EMCN and CDH3 on a liver tissue section from a *Pdgfra*^*H2bGFP*^ reporter mouse focusing on the portal tract (left pair) or central vein (right pair). Arrows indicate GFP CDH3 double-positive HSC. PV portal vein, BD bile duct, HA hepatic artery, CV central vein. Scale bars are indicated in the respective image panels. Source data are available online for this figure.

**Figure EV5:**
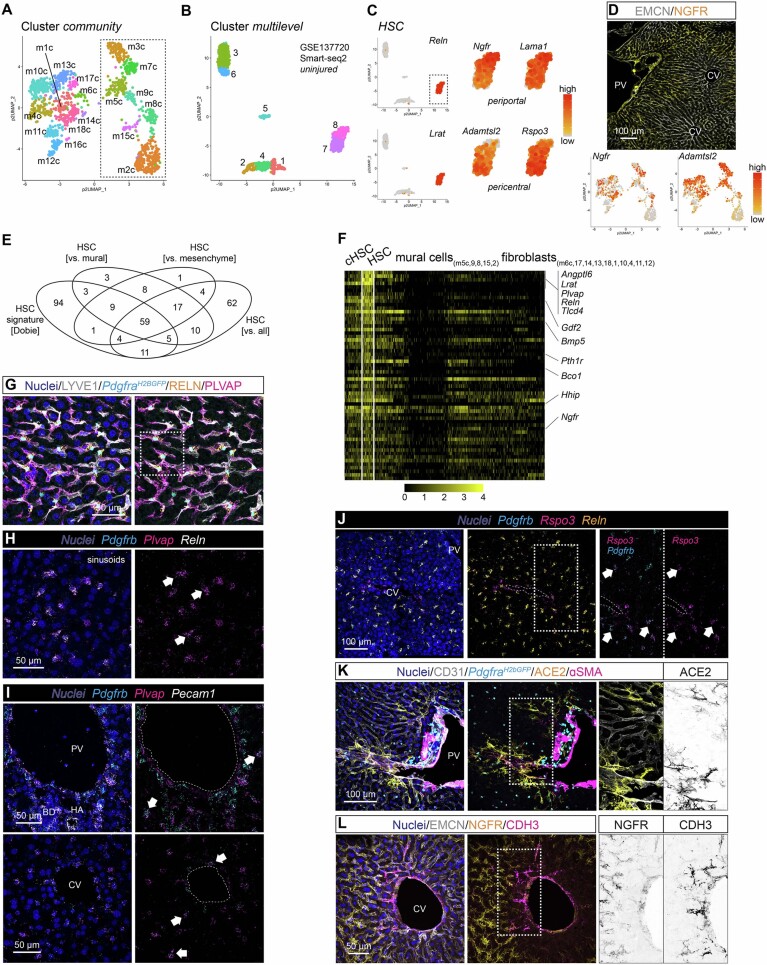
Analysis of HSC signature genes and marker gene expression. (**A**) UMAP visualization of the clustering result of the mesenchymal cell dataset using the community high resolution setting with HSC and vascular mural cell clusters indicated by the boxed area. (**B**) UMAP visualization of the clustering results of the GSE137720 (Smart-seq2) dataset using cells from uninjured samples. (**C**) UMAP visualization of the expression level of HSC marker genes (*Reln* and *Lrat*) and HSC zonation markers (*Ngfr*, *Lama1*, *Adamtsl2*, and *Rspo3*) magnified from the indicated area of the GSE137720 dataset. (**D**) IF for EMCN and NGFR on a liver tissue section (upper panel) and UMAP visualization of the expression levels of *Ngfr* and *Adamtsl2* in the mesenchymal cell dataset (lower panel). (**E**) Venn diagram showing the overlap of HSC-enriched genes calculated from the GSE137720 dataset using uninjured cells (Dobie), the mesenchymal cell subset (vs. mural, vs. mesenchymal), and the complete dataset (vs. all) (see also Dataset EV1). Note that 59 genes are commonly detected as enriched in HSC (cluster #m7c) in all four comparisons. (**F**) Heat map showing the expression levels of the 59 HSC enriched genes in the mesenchymal cell subset. (**G**) IF for LYVE1, RELN, and PLVAP on a liver tissue section from a *Pdgfra*^*H2bGFP*^ reporter mouse. The indicated boxed area is shown magnified in Fig. 7F. (**H**) ISH for *Pdgfrb*, *Plvap*, and *Reln*, on a liver tissue section focusing on the sinusoidal region. Arrows indicate *Pdgfrb Plvap* double-positive HSC. (**I**) ISH for *Pdgfrb*, *Plvap*, and *Pecam1* on a liver tissue section focusing on the portal tract (upper panel) or central vein (lower panel) region. Arrows indicate *Pdgfb Plvap* double-positive HSC. (**J**) ISH for *Pdgfrb*, *Rspo3*, and *Reln* on a liver tissue section. Arrows indicate *Pdgfrb Rspo3* double-positive HSC close to the central vein. (**K**) IF for CD31, ACE2, and αSMA on a liver tissue section from a *Pdgfra*^*H2bGFP*^ reporter mouse focusing on the portal tract. (**L**) IF for EMCN, NGFR, and CDH3 on a liver tissue section focusing on the central vein. PV portal vein, BD bile duct, HA hepatic artery, CV central vein. Scale bars are indicated in the respective image panels.

Through a series of DEG analysis, comparing the identified HSC to different groups of mesenchymal cells, together with the above generated 180 gene HSC signature, we generated a core HSC profile consisting of 59 genes (Fig. EV5E,F; Dataset EV1). In addition to previously established markers, we found distinct HSC expression of *Plvap* (encoding the plasmalemma vesicle associated protein, PLVAP, a commonly used endothelial cell marker), *Tlcd4* (previously annotated as *Tmem56*), *Fcna* (encoding ficolin a), *Hhip* (encoding the hedgehog-interacting protein), *Pth1r* (encoding the parathyroid hormone 1 receptor), and *Bco1* (encoding the beta-carotene oxygenase 1) (Fig. 7D). 

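The 59 genes of this list scored 1.58 in #m7c and 0.80 in #m3c of the male pool. Against #m3c their median log2 ratio was 1.26, with 58 of 59 genes higher. The list was chosen on the same cells, so these values describe it and do not test it. With at least 3 cells per sum, 481 of 20913 genes were called higher in #m7c than in the mean of #m2c, #m3c, #m5c, #m8c, #m9c and #m15c, and 30 lower. With the pool as a block these were 187 and 17. The Wald test of DESeq2 called 263 higher and 217 lower, and sums per plate gave 411 and 92.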

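On sums of at least 3 cells, *Fcna*, *Hhip*, *Tlcd4*, *Bco1*, *Plvap* and *Pth1r* had log2 fold changes of 7.35, 7.86, 7.34, 5.15, 4.48 and 3.54 in #m7c against the other HSC and mural clusters. Their adjusted p values were 4.4e-06, 7.8e-05, 7.8e-05, 0.0085, 8.2e-06 and 0.017 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and all 6 were higher in both pools. Male cells of #m7c had *Plvap* at 3336 CPM, *Fcna* at 1706 CPM, *Tlcd4* at 868.8 CPM, *Hhip* at 318.1 CPM and *Bco1* at 303.0 CPM. *Reln*, *Lrat* and *Hgf* had log2 fold changes of 5.80, 3.51 and 3.29 (adjusted p = 3.0e-06, 0.0079 and 0.015 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Abcc9* (2.48) and *Adamtsl2* (2.08) were also called, and *Kcnj8* (2.56) and *Ngfr* (1.19) were not (adjusted p = 0.062 and 0.90 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The Wald test of DESeq2 did not call *Adamtsl2* or *Lrat*. *Adamtsl2* was called against the mean of these clusters, not against each. Over both pools together, its CPM in #m3c and #m5c was above that in #m7c. Against #m3c alone, *Plvap*, *Bco1* and *Pth1r* had log2 fold changes of 2.53, 2.19 and 1.14 and *Hhip* one of 9.49 (adjusted p = 0.76 for *Hhip* from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). None of the 4 was called there by edgeR on these sums, which called 1 gene higher in #m7c, with 867 at an unadjusted p under 0.05. The Wald test of DESeq2 called 44, *Hhip* among them. With sums per plate edgeR called 24 higher, *Hhip* and *Plvap* among them. Adjusted over the list alone, 13 of the 16 genes named for #m7c passed, against 12 over all genes tested, again for a list chosen on these cells.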

IF for PLVAP and RELN confirmed their co-expression in *Pdgfra*^*H2bGFP*^ positive HSC (Figs. 7E,F and EV5G). This finding was further corroborated by ISH for *Plvap* and *Pdgfrb* (Fig. EV5H,I). A recent study reported a central role of PLVAP expressed in HSC for hepatic lipid handling and insulin signaling (Hansen et al, 2025). HSC localizing to the pericentral region co-expressed *Rspo3* (a marker for central vein EC) and *Hhip* (Figs. 7G,H and EV5J). GO analysis of the core HSC gene set revealed terms related to ‘angiogenesis’, ‘epithelium morphogenesis’, and ‘olefinic compound metabolism’ associated with HSC (Appendix Fig. S5E).

Notably, we observed that HSC near the portal tract expressed ACE2 (encoding angiotensin converting enzyme 2, also known as a receptor for SARS-CoV-2) as did pericytes of the peribiliary vascular plexus (Fig. 7I–K). Our previous work revealed *Ace2*/ACE2 expression in several but not all populations of pericytes in other organs (Muhl et al, 2022a). The co-expression of *Ace2*/ACE2 with the HSC marker *Reln* (Fig. 7K), alongside the expression of *Pdgfra*^*H2bGFP*^ (Fig. 7J), and the absence of αSMA expression (Fig. EV5K), suggests that ACE2 marks a subpopulation of periportal HSC, distinct from *Ace2*-positive pericytes of the PBV. Conversely, a HSC subpopulation localized in the pericentral niche was identified by CDH3 staining. Like the periportal HSC subpopulation, the pericentral HSC co-expressed *Pdgfra*^*H2bGFP*^ (Fig. 7L,M). However, the portal HSC zonation marker NGFR rarely colocalized with CDH3-positive HSC (Fig. EV5L). 

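In #m7c, *Rspo3* and *Hhip* were both counted in 36 of 72 cells, *Rspo3* alone in 28, *Hhip* alone in 1 and neither in 7. *Cdh3* was counted in 13 cells, of which 9 had *Ngfr*.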

Although we could identify these two HSC subpopulations through IF/ISH analysis, we concluded that these HSC subpopulations were likely not captured by our scRNA-seq experiments. This conclusion was supported by the GSE137720 dataset (Dobie et al, 2019b), which demonstrated co-expression of *Ace2* with *Ngfr* and *Myh11* in the HSC cluster. However, *Cdh3* was not expressed amongst the HSC cluster (Appendix Fig. S5F), suggesting that this rare pericentral HSC subpopulation was also not captured in the GSE137720 dataset. Recently, a periportal HSC subpopulation positive for *Myh11* (encoding smooth muscle myosin heavy chain, SMMHC) was identified and suggested to participate in capillarization during hepatic fibrosis (Kan et al, 2021), which may reflect the ACE2-positive subpopulation discussed above. Further work is needed to identify the molecular phenotype of the periportal and pericentral HSC subpopulations.

In summary, we present a comprehensive overview of the complex landscape of mesenchymal cells that populate the various anatomical niches of the adult murine liver. We provide molecular characteristics for capsular, peribiliary, and portal fibroblasts, as well as for arterial and different venous SMC populations. Additionally, we highlight the presence of SLC (which may also be present in the portal vein), canonical HSC, capsular HSC (cHSC), and two rare subpopulations of HSC residing near the portal vein or central vein, respectively.

### Relation to published work and relevance for hepatic diseases

It is increasingly appreciated that mesenchymal cells of the liver have a role in hepatic disease progression (Kamm and McCommis, 2022; Wells, 2014a). To gain further insight into the molecular transitions from homeostasis to disease, we incorporated the results from our scRNA-seq analysis with datasets from other sources. To this end, scRNA-seq data from two independent studies of mouse disease models (Dobie et al, 2019b; Mederacke et al, 2022b) were reprocessed and analyzed.

We wanted to investigate the potential contribution of the herein identified HSC subpopulations in hepatic fibrotic disease. Therefore, we analyzed HSC populations after CCl_4_ treatment (Dobie et al, 2019b; Mederacke et al, 2022b). Reprocessing and analysis revealed a comparable cell distribution pattern between the two studies, with respect to control/untreated samples and different levels of CCl_4_ exposure (Fig. 8A–C; Appendix Fig. S6A–D). 

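In the male pool, the 37 genes of the paper's cHSC list had a median log2 ratio of 2.95 in #m3c against #m7c, and all 37 were higher in #m3c. The 36 genes of its HSC list had a median of 2.12 in #m7c against #m3c, with all 36 higher in #m7c. Both lists were chosen on these cells by this difference, so the direction is built in.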

To identify cHSC within the disease datasets we generated gene signatures for cHSC and HSC from our data using stringent parameters (Fig. 8D, compare to Fig. EV3F). Visualization of the gene signature values in the disease datasets showed that the cHSC signature was increased in cells from the CCl_4_-treated animals and that this population was increasing over time, whereas the HSC gene signature declined with CCl_4_ exposure (Fig. 8E,F). Expression of the prototypic marker for cHSC, *Wt1*, localized in cells from CCl_4_ treatment groups (Fig. 8B,G). Collectively, these data suggest that the cHSC population expands in hepatic fibrotic disease. A related study (Filliol et al, 2022) categorized two distinct HSC subtypes under physiological and pathological conditions; myHSC (myofibroblastic HSC) and cyHSC (cytokine- and growth factor-expressing HSC). We collected marker genes for myHSC and cyHSC and analyzed their differential expression between cHSC and HSC (Appendix Fig. S6E,F; Dataset EV2). Similarly, this data emphasizes that cHSC–myHSC, and HSC–cyHSC, respectively, exhibit related phenotypes and possibly share lineage relationships. These results suggest that an improved determination of disease-relevant gene expression profiles can be generated considering the herein defined subtypes of HSC and their gene signatures (Appendix Fig. S6G).

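The myHSC list holds 37 genes and the cyHSC list 44. In the male pool, the median log2 ratio of #m3c to #m7c was 1.68 for myHSC genes, with 34 of 37 higher in #m3c. For cyHSC genes it was -1.30, with 42 of 44 lower. Of 10000 random lists of the same size and level, a comparison added after the data were seen, none had a median as high as that of myHSC or as low as that of cyHSC. On sums of at least 3 cells, fry of limma, adjusted over both lists, gave an adjusted p = 1.8e-05 for myHSC (median log2 fold change 2.18) and an adjusted p = 0.011 for cyHSC (-1.14). From camera of limma the values were 7.3e-04 and 0.0023, and both calls hold under fry. From these shifts, the paper proposes that cHSC and myHSC, and HSC and cyHSC, are related phenotypes.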

**Figure 8:**
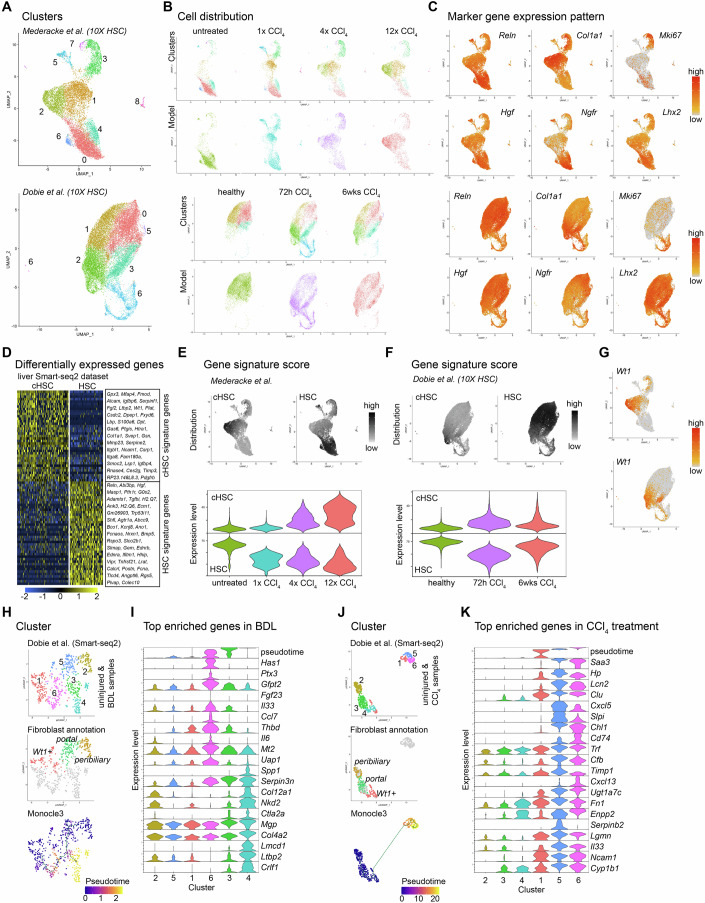
Analysis of mesenchymal subpopulations in liver disease models. (**A**) UMAP visualization of the clustering result of the 10X datasets GSE172492 (upper panel) and GSE137720 (lower panel) using samples with isolated HSC from uninjured/healthy and CCl_4_-treated animals, color coded for the Seurat clustering result. (**B**) UMAP visualization of the cell distribution dependent on sample treatment for both datasets (GSE172492 upper panels and GSE137720 lower panels). (**C**) UMAP visualization of the expression of exemplary HSC marker genes (*Reln*, *Ngfr*, *Hgf*, *Lhx2*), a fibroblast/myofibroblast maker (*Col1a1*), and a marker for cycling cells (*Mki67*), in the two datasets (GSE172492 upper panels, GSE137720 lower panels). (**D**) Heat map showing the genes identified as cHSC or HSC signature genes from DEG analysis using the thresholds, adjusted *P* value ≤ 0.05, log_2_ fold-change ≥1 and expressed in ≥50% of cells). (**E**, **F**) cHSC or HSC signature gene score distribution and expression level in the GSE172492 dataset (**E**), and GSE137720 dataset (**F**) visualized in the UMAP landscape (upper panels) and as violin plot highlighting the different treatment groups (lower panels, *n* refers to cells: untreated=3036, 1× CCl_4_ = 3509, 4× CCl_4_ = 2778, 12× CCl_4_ = 3199/healthy=6839, 72 h CCl_4_ = 7260, 6wks CCl_4_ = 5453). (**G**) UMAP visualization of the expression level of *Wt1* in the GSE172492 (upper panel) and GSE137720 (lower panel) datasets. (**H**) UMAP visualizations showing the clustering result of the selected fibroblast populations (uninjured, BDL) from the GSE137720 (Smart-seq2) dataset (upper panel), the distribution of identified fibroblast subtypes from the uninjured samples (middle panel), and the result of monocle3 trajectory analysis color coded for pseudotime (lower panel). (**I**) Violin plot showing the expression level of exemplary genes enriched in clusters with high pseudotime values (clusters #3,4 and #6, *n* refers to cells: 2 = 80, 5 = 117, 1 = 128, 6 = 99, 3 = 73, 4 = 77). (**J**) UMAP visualizations showing the clustering results of the selected fibroblast populations (uninjured, CCl_4_) from the GSE137720 (Smart-seq2) dataset (upper panel), the distribution of identified fibroblast subtypes from the uninjured samples (middle panel), and the result of the monocle3 trajectory analysis color coded for pseudotime (lower panel). (**K**) Violin plot showing the expression level of exemplary genes enriched in clusters with high pseudotime values (clusters #1,5,6, *n* refers to cells: 2 = 112, 3 = 159, 4 = 64, 1 = 75, 5 = 54, 6 = 57).

Next, we addressed the reaction of fibroblast to either bile duct ligation (BDL) and CCl_4_ treatment. When reanalyzing the GSE137720 Smart-seq2 dataset (Dobie et al, 2019b), we first mapped fibroblast subtypes in the uninjured dataset based on the identified marker genes from our analysis (Appendix Fig. S7A,B). All three major subtypes: portal, peribiliary, and *Wt1*+ fibroblast were identified (Appendix Fig. S7B). We then separately analyzed fibroblasts from BDL and CCl_4_ samples to identify the lineage relationship of homeostatic to reactive fibroblast populations, using monocle3 trajectory analysis (Cao et al, 2019; Trapnell et al, 2014) (Appendix Fig. S7C–F). For the BDL samples, we identified two trajectories of disease-specific fibroblast subtypes with origin from peribiliary/portal and *Wt1*+ fibroblasts (Fig. 8H,I). For the CCl_4_ samples one trajectory was identified with *Wt1*+ fibroblasts as the nearest origin (Fig. 8J,K). DEG analysis highlighted distinct and potentially disease-relevant gene expression patterns in the respective fibroblast subpopulations (Appendix Fig. S7G,H; Dataset EV3). GO analysis highlighted terms related to ‘extracellular matrix’ for BDL-induced fibroblast subtypes and terms related to ‘inflammation’ and ‘chemotaxis’ for CCl_4_-induced fibroblast subtypes (Appendix Fig. S7I). These disease-relevant gene expression patterns should be further explored and validated.

In summary, the re-analysis and comparison of previously published scRNA-seq datasets with the data provided herein illustrate the importance of a detailed knowledge of the heterogeneity of HSC and fibroblasts, as identified in our present study, to understand the cell types involved in physiological and pathological processes in the liver.

## Discussion

In the present paper, we provide a comprehensive analysis of hepatic cell types in the adult mouse with particular emphasis on vascular and peri-vascular mesenchymal cells, summarized in Appendix Fig. S8. Our study includes molecular signatures for hepatocytes, cholangiocytes, endothelial cells from the portal vein, sinusoids, central vein, peribiliary vasculature (PBV), and lymphatics, as well as Kupffer cells, and signatures that differentiate between subtypes of hepatic stellate cells (HSC), vascular mural cells, and subpopulations of fibroblasts. Specifically, we outline molecular features to demarcate up to four subtypes of HSC, several different fibroblast populations, and substantial heterogeneity among vascular mural cells, including vascular SMC that form the walls of portal and central veins. Our data can be explored in an appended database, providing online access to gene-by-gene expression patterns at: https://muhldatahub.org/Publications/LiverScRNAseq/database.html.

Additionally, we provide examples of how our refined liver cell type annotation can be used together with previously published scRNA-seq data from human and mouse samples in order to verify the presence of PBV endothelial cells and hybrid nature of portal vein endothelial cells in the human liver, and illustrate the importance of well-defined cell type classification at the homeostatic state when inferring phenotypic changes in distinct cell types, such as HSC or fibroblasts, in response to pathological challenges.

Mesenchymal cells in the liver, in particular HSC, become activated during liver fibrosis. This leads to the production and deposition of high amounts of extracellular matrix contributing to fibrous scarring that impedes liver function (Koyama and Brenner, 2017; Mederacke et al, 2013). The origin of these reactive HSC during liver fibrosis remains enigmatic, however. We provide molecular definition to a population of *Wt1* expressing HSC (cHSC) located below the liver capsule that has previously been suggested as the source of HSC populating the entire liver (Asahina et al, 2011; Ijpenberg et al, 2007). Analysis of published scRNA-seq studies indicates that this *Wt1*-positive population expands in models of liver injury. While mesothelial-mesenchymal transition has been suggested to account for the emergence of *Wt1*-positive HSC in disease (Li et al, 2013), we demonstrate that a *Wt1*-positive HSC population (cHSC) exists already during homeostasis and is a likely source of fibrogenic cells in liver disease. Based on the revised cell type definitions presented herein, lineage tracing studies (past and future) should be reevaluated to clarify the origin of myofibroblasts (assumed to be activated HSC), i.e. whether they differentiate from *Wt1*-positive cHSC, arise from the de novo differentiation of mesothelial cells, or derive from activated HSC from periportal, mid-lobular, or pericentral location. Additionally, the possible contribution of *Wt1*+ fibroblasts from the capsular niche requires clarification through further studies.

Heterogenic fibroblast populations have been described surrounding the extra- and intrahepatic bile ducts (Lei et al, 2022). Rare *Wt1 Pdgfra* double-positive cells were also found proximal to the mesothelial cell layer in the extrahepatic bile duct (Singh et al, 2024). Their relationship to the *Wt1*+ fibroblasts at the liver capsule is intriguing given the possible continuous anatomic layer of the capsule. Our analysis characterizes different fibroblast subpopulations residing within the portal tract forming distinct anatomic structures, such as the (Glisson’s) capsule and peribiliary niche. The importance of hedgehog and Wnt/BMP signaling for portal tract mesenchymal cells has been reported (Gupta et al, 2020; Wells, 2014b), but the fine-tuned roles of portal fibroblast subpopulations in homeostasis and disease are yet to be disentangled.

The heterogeneous nature of portal vein endothelial cells—exhibiting arterial and venous features—has not, to the best of our knowledge, been described in vascular beds of other organs. This likely reflects the unique physiological function of portal veins that conduct blood between two capillary beds—the intestinal and the hepatic—in contrast to other veins that direct blood from capillaries directly back to the heart. Notably, a similar arterial/venous hybrid phenotype was not noticed in portal vein mural cells, which exhibit molecular phenotypes resembling those in venous mural cells of other tissues (Muhl et al, 2022b). However, we identified several subtypes of venous SMC in the walls of hepatic veins. Portal veins exhibited a higher number of SMC and greater variety of venous SMC subpopulations compared to central veins, possibly accommodating the higher-pressure profile for the portal venous system. The underlying cause and function of portal vein endothelial hybridism requires further investigation to disentangle developmental cues, the physiological, and potential pathological roles of this specialized endothelial cell subpopulation.

The presence of KIT-positive sinusoidal endothelial cells in the terminal sinusoids but not in the central vein endothelial cell pool suggests a distinct function of the sinusoids at this location, which however remains unclear. Notch-signaling has been shown to regulate the expression of *Kit* in sinusoidal endothelium (Duan et al, 2022), and in a loss-of-function model for *Dll4*-*Notch1* signaling, it was demonstrated that pericentral sinusoidal endothelial cells were the most reactive endothelial population (Fernandez-Chacon et al, 2023), despite a low endogenous expression of *Dll4*.

Our analysis of the capillary endothelial cells of the PBV indicate that these vessels have distinct molecular phenotypes compared to hepatic sinusoids, and that they are supported by mural cells that resemble pericytes of other peripheral organs, such as the heart, in contrast to the sinusoids, which lack regular pericytes but instead harbor HSC. However, similar to the sinusoidal endothelium, the PBV capillaries express genes indicative of fenestrations, and ultrastructural analysis of human liver indeed identified fenestrations in PBV capillaries (Kono and Nakanuma, 1992), suggesting a potential exchange of macromolecules between the blood and biliary cells (Morell et al, 2013). The role of vascular and perivascular cells of the bile duct system in portal and biliary fibrotic processes (Gupta et al, 2020; Lei et al, 2022; Singh et al, 2024; Wells, 2014b) warrants further analysis. Such approaches, including techniques like Cre-recombinase mediated cellular labeling and targeting, can now be undertaken using cell type specific markers described herein. For example, the lack of cholangiocyte-specific promoters has hampered the progress in the understanding of cholangiocyte physiology and pathology (Banales et al, 2019), and our transcriptomic characterization of these and other hepatic cells should aid the development of new genetic tools.

Kupffer cells are the resident macrophage population of the liver, patrolling between sinusoidal lumen and space of Disse (Guilliams and Scott, 2022). A unique feature of Kupffer cells among macrophages is the expression of CDH5 (VE-cadherin) (Scott et al, 2018), a commonly considered endothelial cell-specific protein, which has recently been identified also in fibroblast populations of the mouse meninges (Mapunda et al, 2023; Pietila et al, 2023). The functional consequence of CDH5 expression by Kupffer cells remains unknown, but one can speculate that homotypic interaction of CDH5 aids cell-cell contacts between Kupffer cells and sinusoidal EC.

In conclusion, this comprehensive atlas of murine liver cell types will be useful—and hopefully inspire new research—to further explore the various roles of distinct hepatic cell types during health and disease.

### Limitations of the study

Although we provide transcriptomic and histological analysis to demarcate more than 20 different cellular subpopulations of the adult mouse liver in homeostasis, we cannot exclude the existence of other resident cell types that may have been lost during our isolation protocol. For example, two populations of cholangiocytes (large and small) have been described (Tabibian et al, 2013), whereas our cholangiocyte transcriptomes appeared homogenous. Another example is the absence of hepatic artery endothelial cells in our dataset, which is surprising considering the efficient capture of arterial SMC. Additionally, we have utilized transgenic reporter animals for targeted sorting of some cell types and cannot exclude the possibility that expression of the fluorescent proteins may have inflicted alterations to the normal transcriptome of these cells. The observed—previously unexpected—heterogeneity of mural cell, HSC, and fibroblast populations led to comparably small cell numbers for certain subpopulations (also for endothelial cells of the PBV). However, the Smart-seq2 platform provides deep sequencing reads, which allows for reliable cell type annotations also from small numbers of cells. Finally, using IF and ISH analysis, we identified two distinct HSC populations that reside close to the portal tract, or central vein, respectively. These HSC subpopulations were not captured by single-cell transcriptome profiling, but the provided information herein should aid the design of dedicated approaches for the characterization of rare HSC populations.

All studies like the present one have inherent limitations that include the process of cell type annotation and the criteria for inclusion into or exclusion from pre-existing cell classes. The liver mesenchyme represents a good example for this problem—exhibiting substantial overlapping expression patterns for many commonly applied marker genes with assumed specificities (e.g., *Ngfr*, *Reln*, *Lrat*, *Pdgfra*, *Pdgfrb*, *Acta2*, *Kcnj8*, *Abcc9*). Consequentially arising questions include: How should one separate and demarcate HSC from SLC or fibroblasts? When should a mural cell be called SMC, SMC subtype, pericyte, or SLC? The simple use of the cluster assignment as an unbiased classification is tempting, however it inherits the problems that the results are dependent on the set parameters of the algorithms (e.g. the *multilevel* or *community* setting in pagoda2) and the overall heterogeneity of the input data. Presumably, there is no golden rule that fits all single-cell datasets and types of analysis. Researchers are required to test for and apply the best compromise for each dataset in question to obtain the most meaningful output.

For validation and to link the annotation of transcriptomes to anatomic locations, we used image analysis of IF, ISH, and transgenic reporters. Although this is essential, these procedures are biased and dependent on the quality and availability of the reagents. For example, to pinpoint the anatomic location of capsular *Wt1*+ fibroblasts we used the most relevant markers obtained from the scRNA-seq analysis (*Scara5*, *Osr1*), however, we did not find a clear staining pattern for these markers at the liver capsule, or elsewhere in the tissue, and relied on fewer markers to annotate *Wt1*+ fibroblasts (*Wt1 Pdgfra* double-positive, *Reln*-negative). Hence, we cannot exclude the possibility that cells here annotated as capsular *Wt1*+ fibroblasts may also be found at other anatomical locations, for example, the extrahepatic bile duct (Singh et al, 2024).

New iterations of genetic lineage-tracing and reporter models, possibly created on the information from this and/or other contemporary studies may generate unambiguous results and interpretations that allow for further revised cell type identification. Although we have analyzed cells and tissues from female and male mice, we have not conducted a formal sex-specific analysis due to an imbalance in the obtained cell numbers from the sexes.

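With 1 pool per sex in each class, differences between sexes were not tested here either. *Xist* was between 173 and 688 CPM in the female and between 0.076 and 0.196 CPM in the male pools. Y-linked genes together were between 169 and 242 CPM in the male and between 2.34 and 3.72 CPM in the female pools.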

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
*C57BL6/J*	The Jackson Laboratory	Were maintained as breeding colony at the local animal facility
*Pdgfrb* ^*GFP*^	Gensat.org	Tg(*Pdgfrb*-eGFP)JN169Gensat/Mmucd
*Pdgfra* ^*H2bGFP*^	Gift from P. Soriano	*Pdgfra* ^*tm11(EGFP)Sor*^
*Cspg4* ^*dsRED*^	The Jackson Laboratory	Tg(*Cspg4*-DsRed.T1)Akik/J
*Acta2* ^*GFP*^	The Jackson Laboratory	Tg(*Acta2*-GFP)1Pfk
*Cldn5* ^*GFP*^		Tg(*Cldn5*-GFP)Cbet/U
*Gja5* ^*GFP*^	provided by L. Miquerol and R. Kelly (IBDM, Aix-Marseille University, France)	*Gja5* ^*tm1Lumi*^
**Antibodies**		
ACE2 (goat)	R&D Systems	AF3437
Alpha-SMA-Cy3 (mouse)	Sigma	C6198
Alpha-SMA-FITC (mouse)	Sigma	F3777
CD200 (goat)	R&D Systems	AF2724
CD31 (rat)	BD Bioscience	550274
CD31 (goat)	R&D Systems	AF3628
CD31-APC (rat)	BD Bioscience	561814
CD31-FITC (rat)	BD Bioscience	561813
CD36 (goat)	R&D Systems	AF2519
CD68 (rabbit)	Cell Signaling Technology	97778T
CD68-APC (rat)	BioLegend	137008
CLEC4F (goat)	R&D Systems	AF2784
CLEC4F-AlexaFluor647 (mouse)	BioLegend	156803
CNN1 (rabbit)	Abcam	ab216651
EMCN (rat)	eBiosciences	14-5851-82
EPCAM-APC (rat)	eBiosciences	17-5791-82
GPMA6A (rat)	LS-Bio	LS-C179305
KIT (goat)	R&D Systems	AF1356
LYVE1 (rabbit)	Cell Signaling Technology	67538S
NCAM1 (goat)	R&D Systems	AF2408
NGFR (rabbit)	Abcam	ab52987
NPNT (goat)	R&D Systems	AF4298
P-Cadherin (goat)	R&D Systems	AF761
PLVAP (rat)	BD Bioscience	550563
RELN (goat)	R&D Systems	AF3820
VE-Cadherin (goat)	R&D Systems	AF1002
VE-Cadherin-AlexaFluor488 (rat)	eBiosciences	53-1441-82
VE-Cadherin-PE (rat)	eBiosciences	12-1441-82
VE-Cadherin-eFluor450 (rat)	eBiosciences	48-1441-80
vWF (rabbit)	DAKO	A0082
WT1 (rabbit)	Abcam	ab89901
**Oligonucleotides and other sequence-based reagents**		
RNAscope probes:		
*Ace2* (mouse, Mm)	ACD Bio	417081-C2
*Acta2* (mouse, Mm)	ACD Bio	319531-C3
*Adgrg6* (mouse, Mm)	ACD Bio	467351-C2
*Aplnr*-O1 (mouse, Mm)	ACD Bio	517691
*Ccn3* (mouse, Mm)	ACD Bio	415341
*Chrdl1* (mouse, Mm)	ACD Bio	442811
*Cnn1* (mouse, Mm)	ACD Bio	483791
*Cyp1a1* (mouse, Mm)	ACD Bio	464611
*Epcam* (mouse, Mm)	ACD Bio	418151-C2
*Ephx3* (mouse, Mm)	ACD Bio	412511
*Hhip* (mouse, Mm)	ACD Bio	448441-C2
*Gfra2* (mouse, Mm)	ACD Bio	441481
*Gja5* (mouse, Mm)	ACD Bio	518041-C2
*Pdgfra* (mouse, Mm)	ACD Bio	480661-C2
*Pdgfrb* (mouse, Mm)	ACD Bio	411381-C2
*Pecam1* (mouse, Mm)	ACD Bio	316721, 316721-C3
*Pecam1*-O1 (mouse, Mm)	ACD Bio	471481-C2
*Pi16* (mouse, Mm)	ACD Bio	451311-C3
*Pln* (mouse, Mm)	ACD Bio	506241
*Plvap* (mouse, Mm)	ACD Bio	440221
*Reln* (mouse, Mm)	ACD Bio	405981-C3
*Rspo3* (mouse, Mm)	ACD Bio	402011
*Sema3g* (mouse, Mm)	ACD Bio	494691
*Tek* (mouse, Mm)	ACD Bio	414821-C2
*Wif1* (mouse, Mm)	ACD Bio	412361
*Wt1* (mouse, Mm)	ACD Bio	432711
**Chemicals, enzymes and other reagents**		
Skeletal Muscle Dissociation Kit, mouse and rat	Miltenyi Biotec	130-098-305
Collagenase IV type-S	Sigma-Aldrich	C1889
RNAscope Fluorescence Multiplex assay	ACD	320851
RNAscope Fluorescence Multiplex assay V2	ACD	323110
RNAscope ancillary kit	ACD	323120
Fluorescent dyes	Akoya Biosciences (Perkin Elmer)	NEL741E001KT NEL744E001KT NEL745E001KT FP1497991KT FP1495001KT
Protein Block, Serum-free	DAKO, Agilent Technologies	X090930-2
Hoechst 33342	ThermoFisher Scientific	H3570
ProLong Gold antifade reagent	ThermoFisher Scientific	P36930
**Software**		
R-software v4.1.1		
BackSPIN	https://github.com/linnarsson-lab/BackSPIN	
LAS X v3.5.7.23225	Leica Microsystems	
Fusion v2.4	Andor Technologies Inc.	
ImageJ/FIJI v2.0.0-rc-69/1.52p		
Prism v10.5.0	GraphPad	
FACS Diva	BD Bioscience	
FACS Chorus	BD Bioscience	
**Other**		
FACSAria III	BD Bioscience	
FACSMelody	BD Bioscience	
TapeStation 4200	Agilent Biotechnologies	
Bioanalyzer 2100	Agilent Biotechnologies	
HiSeq3000	Illumina	
Leica SP8 confocal microscope	Leica Microsystems	
Nikon Eclipse Ti2 microscope	DragonFly 505, Andor Technologies Inc.	

### Animals

All experimental procedures involving animals were carried out in accordance with the Swedish legislation and local regulations and guidelines for animal welfare. All mouse experiments were approved by local authorities: Linköpings Animal Research committee—approval ID 729, 3711-2020, and 11939-2023, and Uppsala Animal Research committee—approval ID 03029/20290, and 5.8.18-116497/2024. Mice were housed in standard, single ventilated cages with 12 h light, 12 h dark cycle, ad libitum access to water and chow and an ambient temperature of 20 ± 2 °C with a relative humidity of 50 ± 5%.

The following mouse strains were used in the study: *C57BL6/J* (The Jackson Laboratory, *C57BL6/J*, were maintained as breeding colony at the local animal facility), *Pdgfrb*^*GFP*^ (Gensat.org, Tg(*Pdgfrb*-eGFP)JN169Gensat/Mmucd), *Pdgfra*^*H2bGFP*^ (*Pdgfra*^*tm11(EGFP)Sor*^ (Hamilton et al, 2003), a gift from P. Soriano), *Cspg4*^*dsRED*^ (The Jackson Laboratory, Tg(*Cspg4*-DsRed.T1)Akik/J), *Acta2*^*GFP*^ (The Jackson Laboratory, Tg(*Acta2*-GFP)1Pfk) (Yokota et al, 2006), *Cldn5*^*GFP*^ (Tg(*Cldn5*-GFP)Cbet/U), and combinations of these strains. All reporter transgenes were kept as heterozygous. For experiments, adult male and female mice with an age between 8 weeks and one year were used. Liver tissue samples from *Gja5*^*GFP*^ mice (*Gja5*^*tm1Lumi*^) (Miquerol et al, 2004), were generously provided by L Miquerol and R Kelly (IBDM, Aix-Marseille University, France).

### Preparation of single-cell suspension from mouse liver tissue

Mouse liver tissues were handled and processed using the same protocol as described before (Muhl et al, 2020; Muhl et al, 2022b): In brief, animals were euthanized by cervical dislocation and the liver was dissected out and placed into ambient-tempered phosphate-buffered saline (PBS) solution (DPBS, ThermoFisher Scientific), until further processing. The liver tissue was then cut into smaller pieces with scissors and scalpel and incubated in dissociation buffer (Skeletal muscle dissociation kit from Miltenyi Biotec, supplemented with 1 mg/ml Collagenase IV type-S from Sigma-Aldrich) at 37 °C with orbital shaking at 500–800 rpm. Mechanical disintegration by pipetting was applied to facilitate tissue disintegration in three to four cycles with 10 min incubation intervals. After dissociation, the remaining tissue debris were removed by sequential passing of the cell solution through a 70 µm and a 40 µm cell strainer. The 70 µm strainer was additionally washed with 5 ml of DMEM (ThermoFisher Scientific) to recover cells adherent to the surface. Thereafter, the cells were pelleted by centrifugation at 300 × *g* for 5 min. The supernatant was removed, and the cell pellet resuspended in FACS buffer (DPBS supplemented with 0.5% bovine serum albumin, 2 mM EDTA, 25 mM HEPES). The cell suspension was then labeled with different combinations of fluorophore-conjugated antibodies (anti-CD31, anti-EPCAM, anti-CD68, anti-PDGFRα, anti-VE-Cadherin) to mark distinct cell populations for capture (Reagents and Tools Table) for 20–30 min at room temperature (RT). Thereafter, the cells were pelleted by centrifugation at 300×*g* for 5 min, the supernatant removed, and cells resuspended in ice-cold FACS buffer and placed on ice until further processing.

### Fluorescent activated cell sorting (FACS)

Single-cell analysis, selection, gating, and deposition of selected droplets (single cells) was done as described before (Muhl et al, 2020; Muhl et al, 2022b). The antibody stained single-cell suspensions were analyzed using a FACSAria III or FACSMelody (Becton Dickinson Biosciences) cell sorter, each equipped with a 100 µm nozzle. Single-cell events meeting the criteria as described below were collected by deposition into 384-well plates containing 2.3 µl lysis buffer (0.2% Triton X-100, 2 U/ml RNase inhibitor, 2 mM dNTP, 1 µM Smart-dt30VN, ERCC at 1:4 ×10^4^ dilution) per well. Of note, the analysis of single-cell events at the cell sorter was not the basis for cell type identification, but for the enrichment of target cell populations dependent on the signal of expressed reporter genes or antibody labeling. For sorting into 384-well plates, first debris and red blood cells were excluded by setting a generous gate with forward scatter-area/side scatter-area (FCS-A/SSC-A, linear scale). For doublet discrimination, a second gate using SSC-A/SSC-height and FSC-A/FSC-height was used. Thereafter, cells were analyzed for their fluorescent signals and separated dependent on their reporter gene expression and antibody labeling. Fluorescent signals were controlled applying the ‘fluorescence minus one’ method, using samples without antibody labeling and/or from reporter gene negative animals.

Endothelial cells were collected based on their labeling with antibodies against CD31 and/or VE-Cadherin, or from *Cldn5*^*GFP*^ mice dependent on the reporter gene signal. Of note, we noticed that sinusoidal endothelial cells exhibited a lower staining intensity for CD31 but higher staining for VE-Cadherin, compared to endothelial cells from the portal and central veins, which instead were CD31^high^ VE-Cadherin^low^. Epithelial cells (cholangiocytes) were selected dependent on their anti-EPCAM antibody labeling. Macrophages (e.g. resident Kupffer cells) were collected dependent in their anti-CD68 antibody labeling. Hepatic stellate cells (HSC), fibroblasts, pericytes, smooth muscle cells (SMC), and other vascular mural cells were sorted according to their distinct *Pdgfra*^*H2bGFP*^, *Pdgfrb*^*GFP*^, *Acta2*^*GFP*^ reporter gene expression patterns, as well as with anti-PDGFRα antibodies. Hepatocytes were collected by unbiased sorting of a small amount of living cells. Before sorting, the 384-well plates containing lysis buffer were briefly centrifuged to ensure the proper dispersion of the lysis buffer in the bottom of the wells. Importantly, the correct deposition of the selected droplets (i.e., single cells) was controlled by test-spotting (aiming) of beads or cell populations from control samples onto the seal of the respective 384-well plate. If needed, the plate holder position was adjusted for a centered deposition of the droplets. This procedure was performed for each individual plate. The sample-stand and plate-holder were maintained at 4 °C during the analysis and sorting procedure. Completed sorted plates were immediately sealed and placed on dry-ice and then stored at −80 °C until further processing.

### ScRNA-seq library preparation and sequencing

Library preparation and sequencing was performed as described before (Muhl et al, 2020; Muhl et al, 2022b), and according to the previously established protocol for Smart-seq2 (Picelli et al, 2014). In brief, poly-adenylated mRNA was transcribed to cDNA using oligo(dT) primer and SuperScript II reverse transcriptase (ThermoFisher Scientific). Second strand cDNA synthesis was achieved using a template switching oligo, and the double stranded cDNA was then amplified with PCR. Amplified cDNA was purified, and quality was controlled (QC) by analyzing randomly selected wells (single cell samples) on a TapeStation 4200 or a 2100 Bioanalyzer using DNA high sensitivity chips (Agilent Biotechnologies). When samples (plates) passed the QC, the cDNA was enzymatically fragmented and tagged using Tn5 transposase. Each single well was uniquely indexed using the Illumina Nextera XT index kits (set A-D). Finally, the uniquely indexed cDNA libraries from one 384-well plate were pooled and sequenced together on one lane of a HiSeq3000 sequencer (Illumina), using the sequencing strategy of dual indexing and single 50 base-pair reads.

### Sequence data processing

The obtained sequences (as outlined above) were handled for demultiplexing, mapping and generation of per cell and gene raw-count expression matrices as described earlier (Muhl et al, 2020). ENSEMBLE identifiers were annotated using the org.Mm.eg.db package (version 3.14.0) in R-software (version 4.1.1, R Core Team, https://www.R-project.org), retaining ERCC counts in the expression matrix as technical control. Annotated raw counts were loaded into the Seurat package (version 4.3.0) (Satija et al, 2015). Low-quality cells ( ≤50,000 counts library size, ≤1500 expressed genes, ≥10% mitochondrial genes, ≥10% ERCC counts), as well as putative doublets ( ≥12,000 expressed genes) were removed from the dataset. Low expressed genes: expressed in ≤3 cells with a detection limit = 20 counts per gene, and ≤300 total counts per gene, were also removed from the dataset before further processing. Additionally, cells that showed a transcriptome with clear signs of cross cell type contamination were removed from the dataset. After filtering, the dataset consisted of 3491 single-cell transcriptomes, collected from 18 individual mice.

Smart-seq2 data from this and earlier studies (see also below) were processed using the pagoda2 (version 1.0.10, https://github.com/hms-dbmi/pagoda2) R-software package (Fan et al, 2016). General attributes, such as PCA (nPCS = 50, n.odgenes = 3000) and nearest neighbor clustering were performed using default parameters of pagoda2 (k = 30, distance = “cosine”). Dimensional reduction analysis was done using the UMAP function (uniform manifold approximation and projection, n.neighbors = 30, metric = “cosine”, dims = 1:50) (Becht et al, 2018). Pagoda2 clustering results using the *multilevel* as well as infomap.community (*community*) setting were considered for downstream analysis. Cluster calculation is based on the igraph R-software package (Csárdi and Nepusz, 2006) for both options. Clustering using community usually leads to more granular and a higher number of clusters compared to the multilevel setting, which uses Louvain based clustering. The results obtained from pagoda2 clustering were stored within the Seurat object and data visualizations were prepared using functions of the Seurat R-software package (dot plot: DotPlot(), UMAP: DimPlot() or FeaturePlot(), violin plot: VlnPlot(), heatmap: DoHeatmap), as well as the R-software package pheatmap (version 1.0.12) for heat maps, and clusterProfiler (version 4.2.2) for dot plots of gene ontology (see below) results. For the analysis of selected cell type datasets (parenchymal, endothelial, immune, mesenchymal) the same procedure as described above was applied. For the construction of the barplot graphs the pagoda2 clustering results were used as a basis. Dependent on the resolution, clusters defined by the multilevel setting, or community setting were used. The order of the clusters within the barplot graphs was manually defined. The distribution of cells within each cluster was calculated using the SPIN algorithm (/backspin -i input.cef -o output.cef -f 1000 -b both) (Tsafrir et al, 2005). For the barplot graphs, the library size for each cell was normalized to 500,000 counts.

For differential expressed gene (DEG) analysis the FindMarkers() function of the Seurat R-software package was applied, using the MAST test (MAST R-software package, version 1.20.0) (Finak et al, 2015) for adjusted *P* value calculation. Thresholds used for gene-qualification from DEG analysis were an adjusted *P* value ≤ 0.05, the expression in ≥30% or 50% of cells and a log_2_ fold-change ≥1 in the respective group (Dataset EV4).

### Cell-cell communication analysis

For cell-cell communication analysis, the CellChat (version 2.1.2) R-software package was used (Jin et al, 2025). In brief, after Seurat analysis the complete dataset was loaded into CellChat and further processed using interaction partners (ligand-receptor pairs) and standard functions provided with the CellChat R-software package. For probability calculations, the computeCommunProb() function (type = “truncatedMean” and trim = 10) was used. Cell-cell communication pathways of interest were selected using the subsetCommunication() function with slot = “netP”, and ligand-receptor pairs of interest were selected using slot = “net” setting, focusing on cells identified as located within the peribiliary niche: cholangiocytes, peribiliary fibroblasts, and peribiliary vasculature (PBV). A *P* value threshold of ≤0.01 and probability-score (prob) threshold of ≥0.1 were applied and paracrine ligand-receptor pairs (source ≠ target) were selected. Results were visualized as chord diagrams using the net_visual_chord_gene() function from the CellChat R-software package.

### Gene ontology (GO) analysis

For gene ontology (GO) analysis the clusterProfiler (version 4.2.2) R-software package was used (Wu et al, 2021). In brief, the enrichGO() function was used to identify enriched GO terms from the Biological Process subontology. The list for all genes in the respective dataset was used as reference (gene universe). Terms with an adjusted *P* value ≤ 0.05 (pvalueCutoff = 0.05, pAdjustedMehod = “BH” (BH = Benjamini–Hochberg)) were selected and after application of the simplify() function (cutoff = 0.7) to omit redundant terms, the top 10 terms (min-GSSize = 10, maxGSSize = 500) were displayed in the respective dot plots (Dataset EV5) created with the dotplot() function of the clusterProfiler R-software package.

### Published scRNA-seq datasets available in the public domain

Single-cell transcriptomes from earlier studies of human and mouse liver tissues were processed and analyzed in the study. We acquired the deposited raw data from the NCBI gene omnibus database with the following accession numbers: GSE172492 (Data ref: Mederacke et al, 2022a), GSE168933 (Data ref: Buonomo et al, 2022a), GSE136103 (Data ref: Ramachandran et al, 2019a), and GSE137720 (Data ref: Dobie et al, 2019a).

Processing and analysis of earlier Smart-seq2 datasets was done as described above. The HSC signature was calculated from the GSE137720 dataset, using only cells from uninjured samples. Differential gene expression was performed as described above and genes enriched in HSC clusters, compared to all other cells, were used to determine the signature score for our dataset.

For trajectory analysis of fibroblasts from the GSE137720 Smart-seq2 dataset (Data ref: Dobie et al, 2019a), we first annotated the cells within the fibroblast cluster of the uninjured dataset guided by marker gene expression from our defined fibroblast subpopulations. We then applied this information when analyzing all cells of the GSE137720 Smart-seq2 dataset. The fibroblast clusters were selected and then separately analyzed combining cells from the uninjured samples with either cells from the bile duct ligation (BDL) or CCl_4_-treated animals. After analysis as described above, trajectories were calculated using the monocle3 (Cao et al, 2019; Trapnell et al, 2014) R-software package (version 1.4.23), retaining the UMAP coordinates and using standard functions and variable settings (cluster method = ‘leiden’, k = 10). For calculation of the trajectory path, the identified partitions were ignored. For pseudotime calculation, cells from the uninjured samples were set as starting point (root_cells). For the BDL samples, two possible trajectories were identified marked by clusters 3 and 4, or cluster 6, together with high pseudotime. For CCl_4_ samples, one trajectory was identified marked by clusters 1, 5, and 6 and high pseudotime. Enriched genes with high pseudotime values (>1 for BDL samples, >10 for CCl_4_ samples) were identified using the FindMarkers() function of Seurat as described above, with log_2_ fold-change ≥1, and adjusted *P* value ≤ 0.05 as threshold for gene qualification (Dataset EV4).

Processing and analysis of 10X datasets was done using the Seurat R-software package. In brief, raw count data was loaded into a Seurat object and low-quality cells were removed (≤500 detected genes, ≥10% counts from mitochondrial genes). The default Seurat pipeline was used to calculate general dataset features, such PCA, clusters, and UMAP distribution. When several samples were combined for analysis, but showed sample-specific clustering, technical batch effects were assumed, and data-integration functions of the Seurat R-software package (SelectIntegrationFeatures(), FindIntegrationAnchors(), IntegratData()) were applied before resuming the analysis of the dataset. Data visualization and differential gene expression analysis was performed using functions implemented in the Seurat R-software package as described above.

### Immunofluorescence staining

Standard procedures for immunofluorescence (IF) staining were applied. In brief, liver tissues were harvested from euthanized mice as described above and, if not otherwise stated, immersion fixed using 4% buffered formalin solution (Histolab) for 4–12 h at 4 °C. After fixation, the tissue samples were immersed in 20–30% sucrose/PBS solution for at least 24 h at 4 °C before further processing. For cryo-sections, tissues were, if necessary, carefully trimmed and dissected and then placed in cryo-molds and embedded using NEG50 cryo-medium and sectioned on a Cryostat NX70 (ThermoFisher Scientific) or Cryostat (Leica) into 14–30 µm thick sections, collected on SuperFrost Pluss glass slides (Metzler Gläser). Sections were stored at −20 to −80 °C until further processing.

For staining, sections were placed at RT and allowed to dry for 15 min. Thereafter, the sections were briefly washed in PBS and then incubated with blocking buffer (Serum-free protein blocking solution, DAKO), supplemented with 0.2% Triton X-100 (Sigma-Aldrich). After the blocking, the sections were sequentially incubated with primary antibodies, diluted in blocking buffer supplemented with 0.2% Triton X-100, and corresponding fluorophore-conjugated secondary antibodies, diluted in blocking buffer, according to the manufacturers’ recommendations (Reagents and Tools Table). For nuclear staining, Hoechst 33342 (trihydrochloride, trihydrate, ThermoFisher Scientific) at 10 µg/ml was added to the secondary antibody solution. Thereafter, sections were mounted using ProLong Gold® mounting medium (ThermoFisher Scientific) and sections stored at 4 °C. Micrographs were acquired using a Leica TCS SP8 confocal microscope with LAS X software (version 3.5.7.23225, Leica Microsystems), or a Nikon Eclipse Ti2 confocal microscope, equipped with iXon EMCCD and iZyla SCMOS cameras, with Fusion software (version 2.4, Dragonfly 505 high speed confocal platform, Andor Technologies, Inc). The acquired images were graphically processed and adjusted individually for brightness and contrast using ImageJ/FIJI software (Schindelin et al, 2012) or Adobe Photoshop software for optimal visualization. All images, if not otherwise stated, are presented as maximum intensity projections of the acquired z-stacks, covering the entire thickness of the respective sections.

### In situ hybridization staining (RNAscope®)

For fluorescent, multiplexed in situ RNA hybridization (ISH) the RNAscope® Fluorescent Multiplex Assay system (Advanced Cell Technologies), without or with TSA-amplification (V2 kit) was applied according to the manufacturers’ recommendations. Cryo-sections from liver tissue were prepared as described above (Immunofluorescent staining), with or without (fresh frozen) immersion fixation before sectioning. After dehydration, the sections were prepared using Pretreat 4 solution for 15–30 min at RT. RNAscope® probes (Reagents and Tools Table) were applied according to the manufacturer’s recommendations and incubated at 40 °C for 2 h. After completion of the protocol as described by the manufacturer, the sections were mounted using ProLong Gold® mounting medium and stored at 4 °C. Micrographs were acquired as described above (Immunofluorescent staining).

### Image quantification

The coverage of smooth muscle cells (SMC) around portal veins and central veins was quantified from IF-stained livers of 12 mice (5 females and 7 males, age 3–4 months, 3–7 images spread across 1–2 tissue sections per mouse). The circumference of portal veins and central veins (identified by surrounding GLUL-positive hepatocytes) of different sizes with αSMA signal was measured in FIJI, followed by measurement of the length of either the αSMA or NPNT positive signal in the wall of the respective hepatic vessel. Coverage by αSMA or NPNT was calculated as fraction of the vessel circumference. Portal veins and central veins were manually grouped into three size-groups: <250 µm, 250–500 µm, and >500 µm.

*Wt1* and *Reln* double-positive hepatic stellate cells (HSC) were quantified from ISH-stained livers of 4 mice (2 males and 2 females, age 2–4 months, 3–5 images per mouse). Double-positive cells were quantified at three different locations, (1) an area within 100 µm radius from the liver edge, (2) an area outside the 100 µm radius from the edge of the liver, and (3) from images taken of the parenchyma around large hepatic vessels (portal tracts and central veins).

### Statistics and reproducibility

Gene ontology (GO) analysis was performed using the clusterProfiler R-software package (Wu et al, 2021). Term enrichment was considered significantly when the adjusted *P* value, using the Benjamini–Hochberg procedure, was ≤0.05. Differential expressed gene (DEG) analysis was performed using the FindMarkers() function of the Seurat R-software package (Satija et al, 2015), with test.use = “MAST” option, using the MAST test (Finak et al, 2015) for adjusted *P* value calculation. An adjusted *P* value ≤ 0.05 was applied. All immunofluorescence (IF) and RNA in situ hybridization (ISH) experiments were performed at least twice using the same or varying antibody, or probe combinations, respectively. Tissue sections from at least two individual mice were analyzed for each respective IF or ISH staining experiment. For regional quantification of cHSC one-way ANOVA was used and for the quantification of αSMA and NPNT expression around portal and central veins the two-way ANOVA (mixed model) with Sídáks multiple comparisons test was used in GraphPad Prism (version 10.4.0). The respective *P* values are indicated in the figures. No blinding was done prior to statistical analysis.

## Supplementary information

Appendix

Peer Review File

Dataset EV1

Dataset EV2

Dataset EV3

Dataset EV4

Dataset EV5

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Source data Fig. 7

Expanded View Figures

## Data Availability

All data to support the findings of this study are included in the paper and corresponding data-depositions. A combined barplot visualization for the display of searchable gene expression across the complete single-cell RNA-sequencing dataset and the corresponding UMAP visualization for the complete as well as sub-datasets can be accessed at https://muhldatahub.org/Publications/LiverScRNAseq/database.html. The generated sequencing raw data can be accessed at NCBI *GEO* under the accession number GSE297062. Additional heat map files for which the complete annotation is not readable in the figures can be accessed with full annotation at *Zenodo* (10.5281/zenodo.16875427). The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44319-025-00580-9.

## References

[CR1] Aizarani N, Saviano A, Sagar, Mailly L, Durand S, Herman JS, Pessaux P, Baumert TF, Grun D (2019) A human liver cell atlas reveals heterogeneity and epithelial progenitors. Nature 572:199–20431292543 10.1038/s41586-019-1373-2PMC6687507

[CR2] Armulik A, Genove G, Betsholtz C (2011) Pericytes: developmental, physiological, and pathological perspectives, problems, and promises. Dev Cell 21:193–21521839917 10.1016/j.devcel.2011.07.001

[CR3] Asada-Kubota M, Kanamura S (1981) Development of hepatocyte heterogeneity with respect to ultrastructure in the mouse. Okajimas Folia Anat Jpn 58:99–1137290561 10.2535/ofaj1936.58.2_99

[CR4] Asahina K, Zhou B, Pu WT, Tsukamoto H (2011) Septum transversum-derived mesothelium gives rise to hepatic stellate cells and perivascular mesenchymal cells in developing mouse liver. Hepatology 53:983–99521294146 10.1002/hep.24119PMC3078645

[CR5] Banales JM, Huebert RC, Karlsen T, Strazzabosco M, LaRusso NF, Gores GJ (2019) Cholangiocyte pathobiology. Nat Rev Gastroenterol Hepatol 16:269–28130850822 10.1038/s41575-019-0125-yPMC6563606

[CR6] Bastide B, Neyses L, Ganten D, Paul M, Willecke K, Traub O (1993) Gap junction protein connexin40 is preferentially expressed in vascular endothelium and conductive bundles of rat myocardium and is increased under hypertensive conditions. Circ Res 73:1138–11498222085 10.1161/01.res.73.6.1138

[CR7] Becht E, McInnes L, Healy J, Dutertre CA, Kwok IWH, Ng LG, Ginhoux F, Newell EW (2018) Dimensionality reduction for visualizing single-cell data using UMAP. Nat Biotechnol 37:38–4410.1038/nbt.431430531897

[CR8] Bhunchet E, Wake K (1992) Role of mesenchymal cell populations in porcine serum-induced rat liver fibrosis. Hepatology 16:1452–14731446899 10.1002/hep.1840160623

[CR9] Bleriot C, Barreby E, Dunsmore G, Ballaire R, Chakarov S, Ficht X, De Simone G, Andreata F, Fumagalli V, Guo W et al (2021) A subset of Kupffer cells regulates metabolism through the expression of CD36. Immunity 54:2101–2116 e2106.34469775 10.1016/j.immuni.2021.08.006

[CR10] Buechler MB, Pradhan RN, Krishnamurty AT, Cox C, Calviello AK, Wang AW, Yang YA, Tam L, Caothien R, Roose-Girma M et al (2021) Cross-tissue organization of the fibroblast lineage. Nature 593:575–57933981032 10.1038/s41586-021-03549-5

[CR11] Buonomo EL, Mei S, Guinn SR, Leo IR, Peluso MJ, Nolan MA, Schildberg FA, Zhao L, Lian C, Xu S et al (2022a) Gene Expression Omnibus GSE168933 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE168933) [DATASET]

[CR12] Buonomo EL, Mei S, Guinn SR, Leo IR, Peluso MJ, Nolan MA, Schildberg FA, Zhao L, Lian C, Xu S et al (2022b) Liver stromal cells restrict macrophage maturation and stromal IL-6 limits the differentiation of cirrhosis-linked macrophages. J Hepatol 76:1127–113735074474 10.1016/j.jhep.2021.12.036

[CR13] Cao J, Spielmann M, Qiu X, Huang X, Ibrahim DM, Hill AJ, Zhang F, Mundlos S, Christiansen L, Steemers FJ et al (2019) The single-cell transcriptional landscape of mammalian organogenesis. Nature 566:496–50230787437 10.1038/s41586-019-0969-xPMC6434952

[CR14] Choe D, Choi D (2023) Cancel cancer: the immunotherapeutic potential of CD200/CD200R blockade. Front Oncol 13:108803836756156 10.3389/fonc.2023.1088038PMC9900175

[CR15] Csárdi G, Nepusz T (2006) The igraph software package for complex network research. InterJournal Complex Syst 1695:1–9

[CR16] De Simone G, Andreata F, Bleriot C, Fumagalli V, Laura C, Garcia-Manteiga JM, Di Lucia P, Gilotto S, Ficht X, De Ponti FF et al (2021) Identification of a Kupffer cell subset capable of reverting the T cell dysfunction induced by hepatocellular priming. Immunity 54:2089–2100.e208834469774 10.1016/j.immuni.2021.05.005PMC8459394

[CR17] Dobie R, Wilson-Kanamori JR, Henderson BEP, Smith JR, Matchett KP, Portman JR, Wallenborg K, Picelli S, Zagorska A, Pendem SV et al (2019a) Gene Expression Omnibus GSE137720 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE137720) [DATASET]

[CR18] Dobie R, Wilson-Kanamori JR, Henderson BEP, Smith JR, Matchett KP, Portman JR, Wallenborg K, Picelli S, Zagorska A, Pendem SV et al (2019b) Single-cell transcriptomics uncovers zonation of function in the mesenchyme during liver fibrosis. Cell Rep 29:1832–1847.e183831722201 10.1016/j.celrep.2019.10.024PMC6856722

[CR19] Duan JL, Zhou ZY, Ruan B, Fang ZQ, Ding J, Liu JJ, Song P, Xu H, Xu C, Yue ZS et al (2022) Notch-regulated c-kit-positive liver sinusoidal endothelial cells contribute to liver zonation and regeneration. Cell Mol Gastroenterol Hepatol 13:1741–175635114417 10.1016/j.jcmgh.2022.01.019PMC9046233

[CR20] English K, Tan SY, Kwan R, Holz LE, Sierro F, McGuffog C, Kaisho T, Heath WR, MacDonald KP, McCaughan GW et al (2022) The liver contains distinct interconnected networks of CX3CR1(+) macrophages, XCR1(+) type 1 and CD301a(+) type 2 conventional dendritic cells embedded within portal tracts. Immunol Cell Biol 100:394–40835718354 10.1111/imcb.12559PMC9541163

[CR21] Fan J, Salathia N, Liu R, Kaeser GE, Yung YC, Herman JL, Kaper F, Fan JB, Zhang K, Chun J et al (2016) Characterizing transcriptional heterogeneity through pathway and gene set overdispersion analysis. Nat Methods 13:241–24426780092 10.1038/nmeth.3734PMC4772672

[CR22] Fernandez-Chacon M, Muhleder S, Regano A, Garcia-Ortega L, Rocha SF, Torroja C, Sanchez-Munoz MS, Lytvyn M, Casquero-Garcia V, De Andres-Laguillo M et al (2023) Incongruence between transcriptional and vascular pathophysiological cell states. Nat Cardiovasc Res 2:2023530–202354937745941 10.1038/s44161-023-00272-4PMC7615119

[CR23] Filliol A, Saito Y, Nair A, Dapito DH, Yu LX, Ravichandra A, Bhattacharjee S, Affo S, Fujiwara N, Su H et al (2022) Opposing roles of hepatic stellate cell subpopulations in hepatocarcinogenesis. Nature 610:356–36536198802 10.1038/s41586-022-05289-6PMC9949942

[CR24] Finak G, McDavid A, Yajima M, Deng J, Gersuk V, Shalek AK, Slichter CK, Miller HW, McElrath MJ, Prlic M et al (2015) MAST: a flexible statistical framework for assessing transcriptional changes and characterizing heterogeneity in single-cell RNA sequencing data. Genome Biol 16:27826653891 10.1186/s13059-015-0844-5PMC4676162

[CR25] Fukushima K, Ueno Y (2006) Bioinformatic approach for understanding the heterogeneity of cholangiocytes. World J Gastroenterol 12:3481–348616773705 10.3748/wjg.v12.i22.3481PMC4087564

[CR26] Gammons MV, Renko M, Flack JE, Mieszczanek J, Bienz M (2020) Feedback control of Wnt signaling based on ultrastable histidine cluster co-aggregation between Naked/NKD and Axin. eLife 9:e5987933025907 10.7554/eLife.59879PMC7581431

[CR27] Gaudio E, Onori P, Pannarale L, Alvaro D (1996) Hepatic microcirculation and peribiliary plexus in experimental biliary cirrhosis: a morphological study. Gastroenterology 111:1118–11248831608 10.1016/s0016-5085(96)70081-1

[CR28] Gillich A, Zhang F, Farmer CG, Travaglini KJ, Tan SY, Gu M, Zhou B, Feinstein JA, Krasnow MA, Metzger RJ (2020) Capillary cell-type specialization in the alveolus. Nature 586:785–78933057196 10.1038/s41586-020-2822-7PMC7721049

[CR29] Gomez-Salinero JM, Izzo F, Lin Y, Houghton S, Itkin T, Geng F, Bram Y, Adelson RP, Lu TM, Inghirami G et al (2022) Specification of fetal liver endothelial progenitors to functional zonated adult sinusoids requires c-Maf induction. Cell Stem Cell 29:593–609.e59735364013 10.1016/j.stem.2022.03.002PMC9290393

[CR30] Guilliams M, Bonnardel J, Haest B, Vanderborght B, Wagner C, Remmerie A, Bujko A, Martens L, Thone T, Browaeys R et al (2022) Spatial proteogenomics reveals distinct and evolutionarily conserved hepatic macrophage niches. Cell 185:379–396.e33835021063 10.1016/j.cell.2021.12.018PMC8809252

[CR31] Guilliams M, Scott CL (2022) Liver macrophages in health and disease. Immunity 55:1515–152936103850 10.1016/j.immuni.2022.08.002

[CR32] Guillot A, Tacke F (2019) Liver macrophages: old dogmas and new insights. Hepatol Commun 3:730–74331168508 10.1002/hep4.1356PMC6545867

[CR33] Gupta V, Gupta I, Park J, Bram Y, Schwartz RE (2020) Hedgehog signaling demarcates a niche of fibrogenic peribiliary mesenchymal cells. Gastroenterology 159:624–638.e62932289375 10.1053/j.gastro.2020.03.075PMC8204800

[CR34] Halpern KB, Shenhav R, Massalha H, Toth B, Egozi A, Massasa EE, Medgalia C, David E, Giladi A, Moor AE et al (2018) Paired-cell sequencing enables spatial gene expression mapping of liver endothelial cells. Nat Biotechnol 36:962–97030222169 10.1038/nbt.4231PMC6546596

[CR35] Halpern KB, Shenhav R, Matcovitch-Natan O, Toth B, Lemze D, Golan M, Massasa EE, Baydatch S, Landen S, Moor AE et al (2017) Single-cell spatial reconstruction reveals global division of labour in the mammalian liver. Nature 542:352–35628166538 10.1038/nature21065PMC5321580

[CR36] Hamilton TG, Klinghoffer RA, Corrin PD, Soriano P (2003) Evolutionary divergence of platelet-derived growth factor alpha receptor signaling mechanisms. Mol Cell Biol 23:4013–402512748302 10.1128/MCB.23.11.4013-4025.2003PMC155222

[CR37] Hansen D, Jensen JER, Andersen CAT, Jakobsgaard PR, Havelund J, Lauritsen L, Mandacaru S, Siersbaek M, Shackleton OL, Inoue H et al (2025) Hepatic stellate cells regulate liver fatty acid utilization via plasmalemma vesicle-associated protein. Cell Metab 37:971–986.e97840037362 10.1016/j.cmet.2025.01.022

[CR38] Haratake J, Yamamoto O, Hisaoka M, Horie A (1990) Scanning electron microscopic examinations of microvascular casts of the rat liver and bile duct. J UOEH 12:19–282333441 10.7888/juoeh.12.19

[CR39] Helling TS, McCleary SP (2016) The tunics of Glisson. Surgery 160:94–9927046701 10.1016/j.surg.2016.02.010

[CR40] Heymann F, Tacke F (2016) Immunology in the liver-from homeostasis to disease. Nat Rev Gastroenterol Hepatol 13:88–11026758786 10.1038/nrgastro.2015.200

[CR41] Hildebrandt F, Andersson A, Saarenpaa S, Larsson L, Van Hul N, Kanatani S, Masek J, Ellis E, Barragan A, Mollbrink A et al (2021) Spatial Transcriptomics to define transcriptional patterns of zonation and structural components in the mouse liver. Nat Commun 12:704634857782 10.1038/s41467-021-27354-wPMC8640072

[CR42] Hume DA, Offermanns S, Bonnavion R (2022) Contamination of isolated mouse Kupffer cells with liver sinusoidal endothelial cells. Immunity 55:1139–114035830818 10.1016/j.immuni.2022.06.010

[CR43] Ijpenberg A, Perez-Pomares JM, Guadix JA, Carmona R, Portillo-Sanchez V, Macias D, Hohenstein P, Miles CM, Hastie ND, Munoz-Chapuli R (2007) Wt1 and retinoic acid signaling are essential for stellate cell development and liver morphogenesis. Dev Biol 312:157–17018028902 10.1016/j.ydbio.2007.09.014

[CR44] Inverso D, Shi J, Lee KH, Jakab M, Ben-Moshe S, Kulkarni SR, Schneider M, Wang G, Komeili M, Velez PA et al (2021) A spatial vascular transcriptomic, proteomic, and phosphoproteomic atlas unveils an angiocrine Tie-Wnt signaling axis in the liver. Dev Cell 56:1677–1693.e161034038707 10.1016/j.devcel.2021.05.001PMC8191494

[CR45] Ito T, Tanuma Y, Shibasaki S (1980) Junction between Kupffer cells and hepatic sinusoidal endothelium. A review. Okajimas Folia Anat Jpn 57:145–1587012736 10.2535/ofaj1936.57.2-3_145

[CR46] Jin S, Plikus MV, Nie Q (2025) CellChat for systematic analysis of cell-cell communication from single-cell transcriptomics. Nat Protoc 20:180–21939289562 10.1038/s41596-024-01045-4

[CR47] Kamm DR, McCommis KS (2022) Hepatic stellate cells in physiology and pathology. J Physiol 600:1825–183735307840 10.1113/JP281061PMC9012702

[CR48] Kan H, Zhang K, Mao A, Geng L, Gao M, Feng L, You Q, Ma X (2021) Single-cell transcriptome analysis reveals cellular heterogeneity in the ascending aortas of normal and high-fat diet-fed mice. Exp Mol Med 53:1379–138934548614 10.1038/s12276-021-00671-2PMC8492660

[CR49] Kono N, Nakanuma Y (1992) Ultrastructural and immunohistochemical studies of the intrahepatic peribiliary capillary plexus in normal livers and extrahepatic biliary obstruction in human beings. Hepatology 15:411–4181544621 10.1002/hep.1840150310

[CR50] Koyama Y, Brenner DA (2017) Liver inflammation and fibrosis. J Clin Invest 127:55–6428045404 10.1172/JCI88881PMC5199698

[CR51] Krenkel O, Hundertmark J, Ritz TP, Weiskirchen R, Tacke F (2019) Single cell RNA sequencing identifies subsets of hepatic stellate cells and myofibroblasts in liver fibrosis. Cells 8:50331137713 10.3390/cells8050503PMC6562512

[CR52] Kubes P, Jenne C (2018) Immune responses in the liver. Annu Rev Immunol 36:247–27729328785 10.1146/annurev-immunol-051116-052415

[CR53] Kutschera S, Weber H, Weick A, De Smet F, Genove G, Takemoto M, Prahst C, Riedel M, Mikelis C, Baulande S et al (2011) Differential endothelial transcriptomics identifies semaphorin 3G as a vascular class 3 semaphorin. Arterioscler Thromb Vasc Biol 31:151–15920947821 10.1161/ATVBAHA.110.215871

[CR54] Lei L, Bruneau A, El Mourabit H, Guegan J, Folseraas T, Lemoinne S, Karlsen TH, Hoareau B, Morichon R, Gonzalez-Sanchez E et al (2022) Portal fibroblasts with mesenchymal stem cell features form a reservoir of proliferative myofibroblasts in liver fibrosis. Hepatology 76:1360–137535278227 10.1002/hep.32456

[CR55] Li X, Li Y, Xiao J, Wang H, Guo Y, Mao X, Shi P, Hou Y, Zhang X, Zhao N et al (2023) Unique DUOX2(+)ACE2(+) small cholangiocytes are pathogenic targets for primary biliary cholangitis. Nat Commun 14:2936759512 10.1038/s41467-022-34606-wPMC9911648

[CR56] Li Y, Wang J, Asahina K (2013) Mesothelial cells give rise to hepatic stellate cells and myofibroblasts via mesothelial-mesenchymal transition in liver injury. Proc Natl Acad Sci USA 110:2324–232923345421 10.1073/pnas.1214136110PMC3568296

[CR57] Liu Y, Xiao J, Cai J, Li R, Sui X, Zhang J, Lu T, Chen H, Chen G, Li H et al (2024) Single-cell immune profiling of mouse liver aging reveals Cxcl2+ macrophages recruit neutrophils to aggravate liver injury. Hepatology 79:589–60537695548 10.1097/HEP.0000000000000590PMC10871588

[CR58] MacParland SA, Liu JC, Ma XZ, Innes BT, Bartczak AM, Gage BK, Manuel J, Khuu N, Echeverri J, Linares I et al (2018) Single cell RNA sequencing of human liver reveals distinct intrahepatic macrophage populations. Nat Commun 9:438330348985 10.1038/s41467-018-06318-7PMC6197289

[CR59] Mapunda JA, Pareja J, Vladymyrov M, Bouillet E, Helie P, Pleskac P, Barcos S, Andrae J, Vestweber D, McDonald DM et al (2023) VE-cadherin in arachnoid and pia mater cells serves as a suitable landmark for in vivo imaging of CNS immune surveillance and inflammation. Nat Commun 14:583737730744 10.1038/s41467-023-41580-4PMC10511632

[CR60] Mederacke I, Filliol A, Affo S, Nair A, Hernandez C, Sun Q, Hamberger F, Brundu F, Chen Y, Ravichandra A et al (2022a) Gene Expression Omnibus GSE172492 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE172492) [DATASET]

[CR61] Mederacke I, Filliol A, Affo S, Nair A, Hernandez C, Sun Q, Hamberger F, Brundu F, Chen Y, Ravichandra A et al (2022b) The purinergic P2Y14 receptor links hepatocyte death to hepatic stellate cell activation and fibrogenesis in the liver. Sci Transl Med 14:eabe579535385339 10.1126/scitranslmed.abe5795PMC9436006

[CR62] Mederacke I, Hsu CC, Troeger JS, Huebener P, Mu X, Dapito DH, Pradere JP, Schwabe RF (2013) Fate tracing reveals hepatic stellate cells as dominant contributors to liver fibrosis independent of its aetiology. Nat Commun 4:282324264436 10.1038/ncomms3823PMC4059406

[CR63] Miquerol L, Meysen S, Mangoni M, Bois P, van Rijen HV, Abran P, Jongsma H, Nargeot J, Gros D (2004) Architectural and functional asymmetry of the His-Purkinje system of the murine heart. Cardiovasc Res 63:77–8615194464 10.1016/j.cardiores.2004.03.007

[CR64] Morell CM, Fabris L, Strazzabosco M (2013) Vascular biology of the biliary epithelium. J Gastroenterol Hepatol 28(Suppl 1):26–3223855292 10.1111/jgh.12022PMC3721432

[CR65] Muhl L, Genove G, Leptidis S, Liu J, He L, Mocci G, Sun Y, Gustafsson S, Buyandelger B, Chivukula IV et al (2020) Single-cell analysis uncovers fibroblast heterogeneity and criteria for fibroblast and mural cell identification and discrimination. Nat Commun 11:395332769974 10.1038/s41467-020-17740-1PMC7414220

[CR66] Muhl L, He L, Sun Y, Andaloussi Mae M, Pietila R, Liu J, Genove G, Zhang L, Xie Y, Leptidis S et al (2022a) The SARS-CoV-2 receptor ACE2 is expressed in mouse pericytes but not endothelial cells: Implications for COVID-19 vascular research. Stem Cell Rep 17:1089–110410.1016/j.stemcr.2022.03.016PMC902221635452595

[CR67] Muhl L, Mocci G, Pietila R, Liu J, He L, Genove G, Leptidis S, Gustafsson S, Buyandelger B, Raschperger E et al (2022b) A single-cell transcriptomic inventory of murine smooth muscle cells. Dev Cell 57:2426–2443.e242636283392 10.1016/j.devcel.2022.09.015

[CR68] Murugapoopathy V, Cammisotto PG, Mossa AH, Campeau L, Gupta IR (2021) Osr1 is required for mesenchymal derivatives that produce collagen in the bladder. Int J Mol Sci 22:1238734830270 10.3390/ijms222212387PMC8619163

[CR69] Nian X, Lin P, Bai Y, Yu D, Yang X, Zhou B, Gao J, Zhao Y (2024) Osr1-mediated mesothelial transition of liver mesenchymal cells exacerbates fibrotic liver damage. Mol Ther 32(9):2984–299138414241 10.1016/j.ymthe.2024.02.024PMC11403217

[CR70] Paris J, Henderson NC (2022) Liver zonation, revisited. Hepatology 76:1219–123035175659 10.1002/hep.32408PMC9790419

[CR71] Picelli S, Faridani OR, Bjorklund AK, Winberg G, Sagasser S, Sandberg R (2014) Full-length RNA-seq from single cells using Smart-seq2. Nat Protoc 9:171–18124385147 10.1038/nprot.2014.006

[CR72] Pietila R, Del Gaudio F, He L, Vazquez-Liebanas E, Vanlandewijck M, Muhl L, Mocci G, Bjornholm KD, Lindblad C, Fletcher-Sandersjoo A et al (2023) Molecular anatomy of adult mouse leptomeninges. Neuron 111:3745–3764.e374737776854 10.1016/j.neuron.2023.09.002

[CR73] Poggi L, Casarosa S, Carl M (2018) An eye on the wnt inhibitory factor Wif1. Front Cell Dev Biol 6:16730574494 10.3389/fcell.2018.00167PMC6292148

[CR74] Ramachandran P, Dobie R, Wilson-Kanamori JR, Dora EF, Henderson BEP, Luu NT, Portman JR, Matchett KP, Brice M, Marwick JA et al (2019a) Gene Expression Omnibus GSE136103 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE136103) [DATASET]

[CR75] Ramachandran P, Dobie R, Wilson-Kanamori JR, Dora EF, Henderson BEP, Luu NT, Portman JR, Matchett KP, Brice M, Marwick JA et al (2019b) Resolving the fibrotic niche of human liver cirrhosis at single-cell level. Nature 575:512–51831597160 10.1038/s41586-019-1631-3PMC6876711

[CR76] Rappaport AM, Potvin P (1963) [Functional aspect of normal and pathological hepatic structure]. Rev Int Hepatol 13:291–35814101736

[CR77] Rosenthal SB, Liu X, Ganguly S, Dhar D, Pasillas MP, Ricciardelli E, Li RZ, Troutman TD, Kisseleva T, Glass CK et al (2021) Heterogeneity of HSCs in a mouse model of NASH. Hepatology 74:667–68533550587 10.1002/hep.31743PMC8346581

[CR78] Satija R, Farrell JA, Gennert D, Schier AF, Regev A (2015) Spatial reconstruction of single-cell gene expression data. Nat Biotechnol 33:495–50225867923 10.1038/nbt.3192PMC4430369

[CR79] Schindelin J, Arganda-Carreras I, Frise E, Kaynig V, Longair M, Pietzsch T, Preibisch S, Rueden C, Saalfeld S, Schmid B et al (2012) Fiji: an open-source platform for biological-image analysis. Nat Methods 9:676–68222743772 10.1038/nmeth.2019PMC3855844

[CR80] Scott CL, T’Jonck W, Martens L, Todorov H, Sichien D, Soen B, Bonnardel J, De Prijck S, Vandamme N, Cannoodt R et al (2018) The transcription factor ZEB2 is required to maintain the tissue-specific identities of macrophages. Immunity 49:312–325.e31530076102 10.1016/j.immuni.2018.07.004PMC6104815

[CR81] Shetty S, Lalor PF, Adams DH (2018) Liver sinusoidal endothelial cells—gatekeepers of hepatic immunity. Nat Rev Gastroenterol Hepatol 15:555–56729844586 10.1038/s41575-018-0020-yPMC7096836

[CR82] Singh S, Budiman T, Redmond D, Gupta V (2024) Modulation of canonical Wnt signaling regulates peribiliary mesenchymal identity during homeostasis and injury. Hepatol Commun 8:e036838251878 10.1097/HC9.0000000000000368PMC10805418

[CR83] Sorensen KK, Simon-Santamaria J, McCuskey RS, Smedsrod B (2015) Liver sinusoidal endothelial cells. Compr Physiol 5:1751–177426426467 10.1002/cphy.c140078

[CR84] Stuart T, Butler A, Hoffman P, Hafemeister C, Papalexi E, Mauck 3rd WM, Hao Y, Stoeckius M, Smibert P, Satija R (2019) Comprehensive integration of single-cell data. Cell 177:1888–1902.e182131178118 10.1016/j.cell.2019.05.031PMC6687398

[CR85] Su Q, Kim SY, Adewale F, Zhou Y, Aldler C, Ni M, Wei Y, Burczynski ME, Atwal GS, Sleeman MW et al (2021) Single-cell RNA transcriptome landscape of hepatocytes and non-parenchymal cells in healthy and NAFLD mouse liver. iScience 24:10323334755088 10.1016/j.isci.2021.103233PMC8560975

[CR86] Tabibian JH, Masyuk AI, Masyuk TV, O’Hara SP, LaRusso NF (2013) Physiology of cholangiocytes. Compr Physiol 3:541–56523720296 10.1002/cphy.c120019PMC3831353

[CR87] The Tabula Muris Consortium, Overall coordination, Logistical coordination, Organ collection and processing, Library preparation and sequencing, Computational data analysis, Cell type annotation, Writing group, Supplemental text writing group & Principal investigators. (2018) Single-cell transcriptomics of 20 mouse organs creates a Tabula Muris. Nature 562:367–37230283141 10.1038/s41586-018-0590-4PMC6642641

[CR88] Trapnell C, Cacchiarelli D, Grimsby J, Pokharel P, Li S, Morse M, Lennon NJ, Livak KJ, Mikkelsen TS, Rinn JL (2014) The dynamics and regulators of cell fate decisions are revealed by pseudotemporal ordering of single cells. Nat Biotechnol 32:381–38624658644 10.1038/nbt.2859PMC4122333

[CR89] Tsafrir D, Tsafrir I, Ein-Dor L, Zuk O, Notterman DA, Domany E (2005) Sorting points into neighborhoods (SPIN): data analysis and visualization by ordering distance matrices. Bioinformatics 21:2301–230815722375 10.1093/bioinformatics/bti329

[CR90] Tulasi DY, Castaneda DM, Wager K, Hogan CB, Alcedo KP, Raab JR, Gracz AD (2021) Sox9(EGFP) defines biliary epithelial heterogeneity downstream of Yap activity. Cell Mol Gastroenterol Hepatol 11:1437–146233497866 10.1016/j.jcmgh.2021.01.009PMC8024983

[CR91] Ueno Y, Alpini G, Yahagi K, Kanno N, Moritoki Y, Fukushima K, Glaser S, LeSage G, Shimosegawa T (2003) Evaluation of differential gene expression by microarray analysis in small and large cholangiocytes isolated from normal mice. Liver Int 23:449–45914986819 10.1111/j.1478-3231.2003.00876.x

[CR92] Ulvmar MH, Makinen T (2016) Heterogeneity in the lymphatic vascular system and its origin. Cardiovasc Res 111:310–32127357637 10.1093/cvr/cvw175PMC4996263

[CR93] Uno S, Nebert DW, Makishima M (2018) Cytochrome P450 1A1 (CYP1A1) protects against nonalcoholic fatty liver disease caused by Western diet containing benzo[a]pyrene in mice. Food Chem Toxicol 113:73–8229366871 10.1016/j.fct.2018.01.029PMC5831517

[CR94] Vanlandewijck M, He L, Mae MA, Andrae J, Ando K, Del Gaudio F, Nahar K, Lebouvier T, Lavina B, Gouveia L et al (2018) A molecular atlas of cell types and zonation in the brain vasculature. Nature 554:475–48029443965 10.1038/nature25739

[CR95] Watson BR, Paul B, Rahman RU, Amir-Zilberstein L, Segerstolpe A, Epstein ET, Murphy S, Geistlinger L, Lee T, Shih A et al (2025) Spatial transcriptomics of healthy and fibrotic human liver at single-cell resolution. Nat Commun 16:31939747812 10.1038/s41467-024-55325-4PMC11697218

[CR96] Wells RG (2014a) The portal fibroblast: not just a poor man’s stellate cell. Gastroenterology 147:41–4724814904 10.1053/j.gastro.2014.05.001PMC4090086

[CR97] Wells RG (2014b) Portal fibroblasts in biliary fibrosis. Curr Pathobiol Rep. 2:185–19025599013 10.1007/s40139-014-0054-yPMC4295829

[CR98] Wu T, Hu E, Xu S, Chen M, Guo P, Dai Z, Feng T, Zhou L, Tang W, Zhan L et al (2021) clusterProfiler 4.0: a universal enrichment tool for interpreting omics data. Innovation 2:10014134557778 10.1016/j.xinn.2021.100141PMC8454663

[CR99] Yang W, He H, Wang T, Su N, Zhang F, Jiang K, Zhu J, Zhang C, Niu K, Wang L et al (2021) Single-cell transcriptomic analysis reveals a hepatic stellate cell-activation roadmap and myofibroblast origin during liver fibrosis in mice. Hepatology 74:2774–279034089528 10.1002/hep.31987PMC8597108

[CR100] Yokota T, Kawakami Y, Nagai Y, Ma JX, Tsai JY, Kincade PW, Sato S (2006) Bone marrow lacks a transplantable progenitor for smooth muscle type alpha-actin-expressing cells. Stem Cells 24:13–2216099999 10.1634/stemcells.2004-0346

[CR101] Yona S, Kim KW, Wolf Y, Mildner A, Varol D, Breker M, Strauss-Ayali D, Viukov S, Guilliams M, Misharin A et al (2013) Fate mapping reveals origins and dynamics of monocytes and tissue macrophages under homeostasis. Immunity 38:79–9123273845 10.1016/j.immuni.2012.12.001PMC3908543

[CR102] Zhang B, Lv D, Chen Y, Nie W, Jiao Y, Zhang J, Zhou X, Wu X, Chen S, Ma T (2022) Aquaporin-9 facilitates liver regeneration following hepatectomy. Redox Biol 50:10224635086002 10.1016/j.redox.2022.102246PMC8802049

# Supplementary material for: A comprehensive molecular atlas of the mesenchymal cell types in the mouse liver
**Source:** EMBO Rep. 2025 Sep 15;26(21):5326–59. doi: 10.1038/s44319-025-00580-9
**Supplement:** Supplementary file 1 — Appendix

## Appendix document for

### ***A comprehensive molecular atlas of the mesenchymal cell types in the mouse liver.***

Pietilä *et al.*

#### Table of Content:

|                    |         |
|--------------------|---------|
| Appendix Figure S1 | Page 1  |
| Appendix Figure S2 | Page 3  |
| Appendix Figure S3 | Page 4  |
| Appendix Figure S4 | Page 5  |
| Appendix Figure S5 | Page 7  |
| Appendix Figure S6 | Page 9  |
| Appendix Figure S7 | Page 11 |
| Appendix Figure S8 | Page 13 |
| References         | Page 14 |

Appendix Figure S1

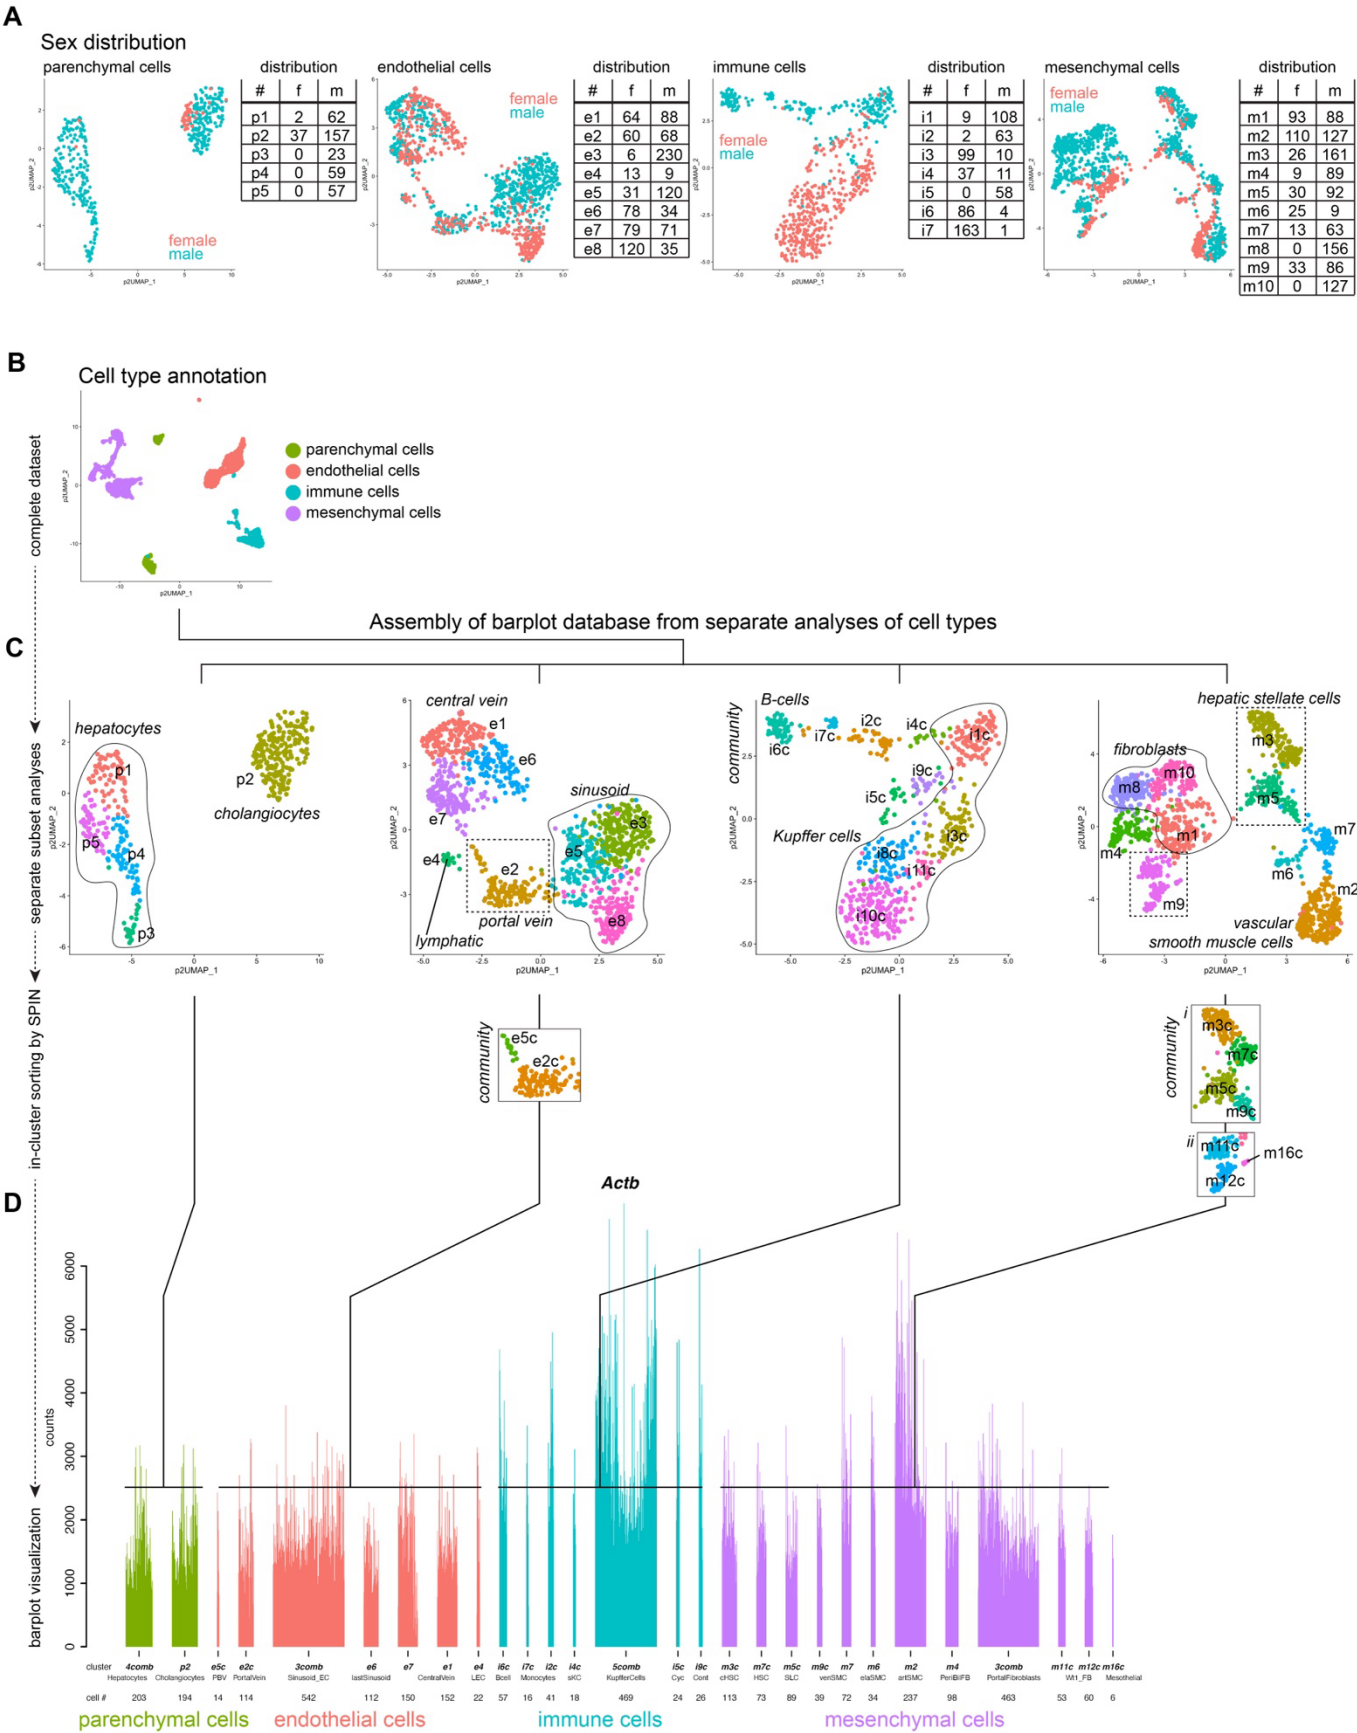

**A** UMAP visualization for all separately analyzed subsets (left to right: parenchymal cells, endothelial cells, immune cells, mesenchymal cells), color coded according to sex of the source

mouse for cell isolation. The cell distribution between female (f) and male (m) in the identified clusters (pagoda2 multilevel) is given in the accompanying tables. **B-D** Overview of the construction of the barplot visualization accessible at <https://muhldatahub.org/Publications/LiverScRNAseq/database.html>. **B** UMAP visualization of the complete dataset color coded for the identified cell type classes. **C** UMAP visualization color coded for the clustering results for the separately analyzed subsets (left to right: parenchymal cells, endothelial cells, immune cells, mesenchymal cells). If clusters identified by the high-resolution community setting were used, these are indicated by boxed areas and in the crop-outs shown below the main UMAP plots. Clusters that were combined for the barplot visualization are encircled with solid lines and indicated in the barplot by 'comb' (combined) annotation. **D** The barplot visualization showing the expression level of *Actb* as displayed in the online database. The bars are color coded according to cell class subset. Each bar represents a single-cell transcriptome with fixed x-axis position. Of note, the cell distribution within each barplot cluster has been reordered using the SPIN algorithm.

## Appendix Figure S2

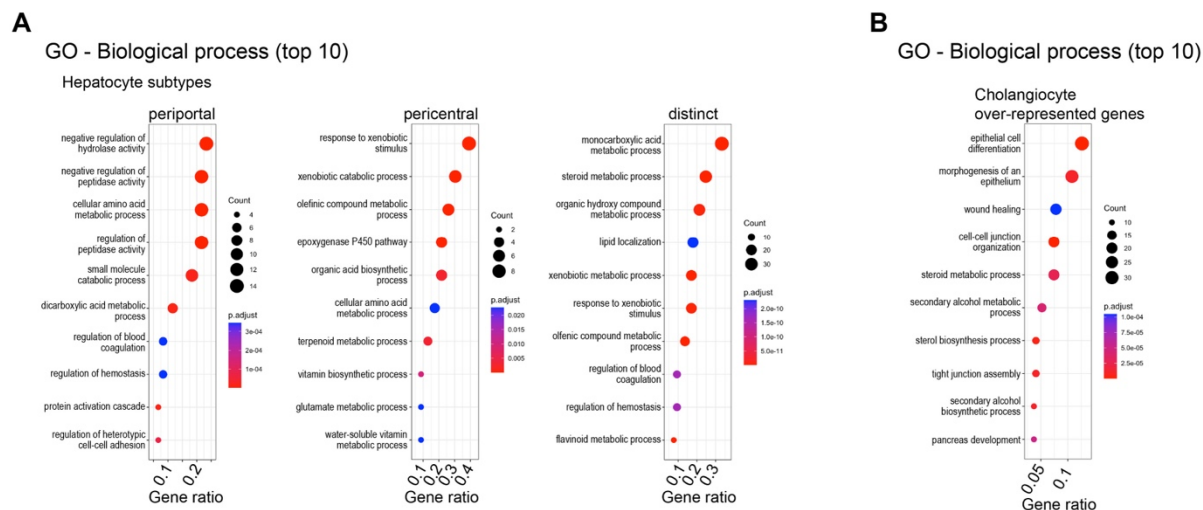

## Appendix Figure S3

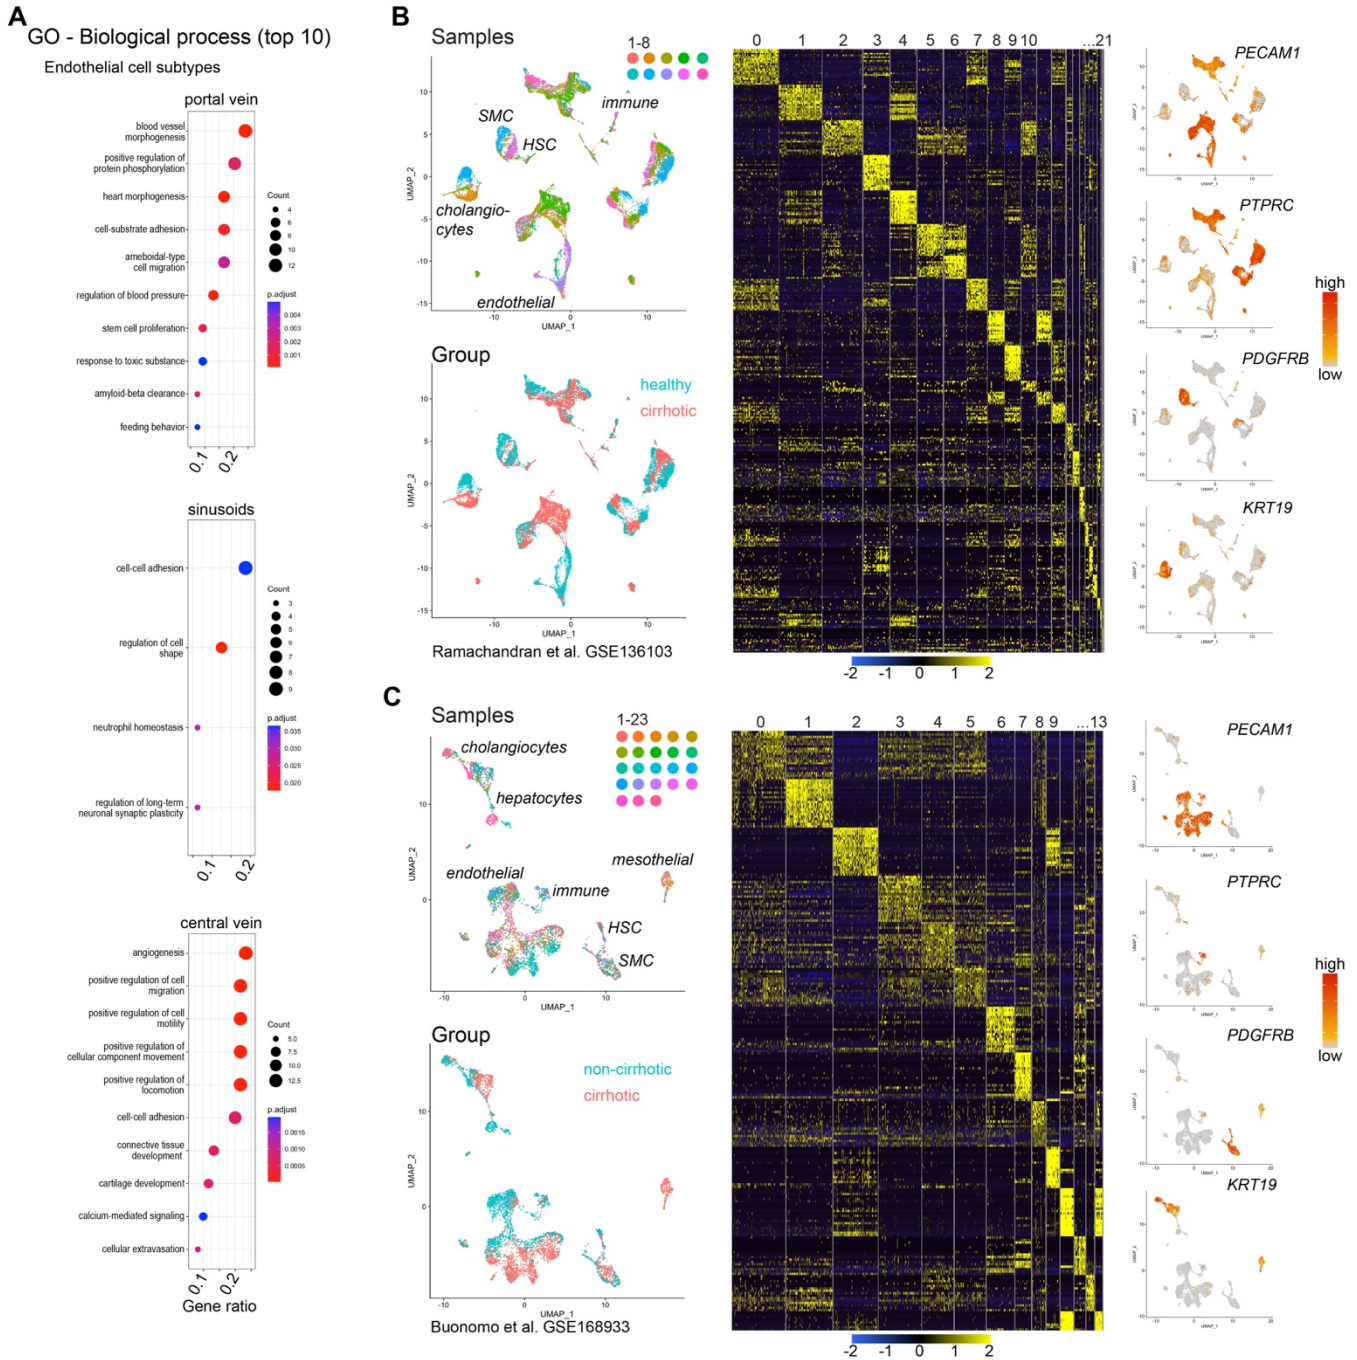

**A** Dot plots showing the top10 overrepresented GO terms for genes enriched in endothelial cell subpopulations (top to bottom: portal vein, sinusoids, central vein). **B, C** Analysis of the GSE136103 human liver single-cell RNA-sequencing dataset (Data ref: Ramachandran *et al*, 2019) (B), and the GSE168933 dataset (Data ref: Buonomo *et al*, 2022) (C) using the Seurat R-software package. UMAP visualization color coded for the respective different samples (left, upper panel) or the disease group (left, lower panel). A heat map showing the expression level of the top20 representative genes for each identified cluster in the respective dataset (middle panel), and UMAP visualization of the expression level of cell class markers *PECAM1* (endothelial cells), *PTPRC* (immune cells), *PDGFRB* (mesenchymal cells), and *KRT19* (epithelial cells) (right panel).

## Appendix Figure S4

**A**

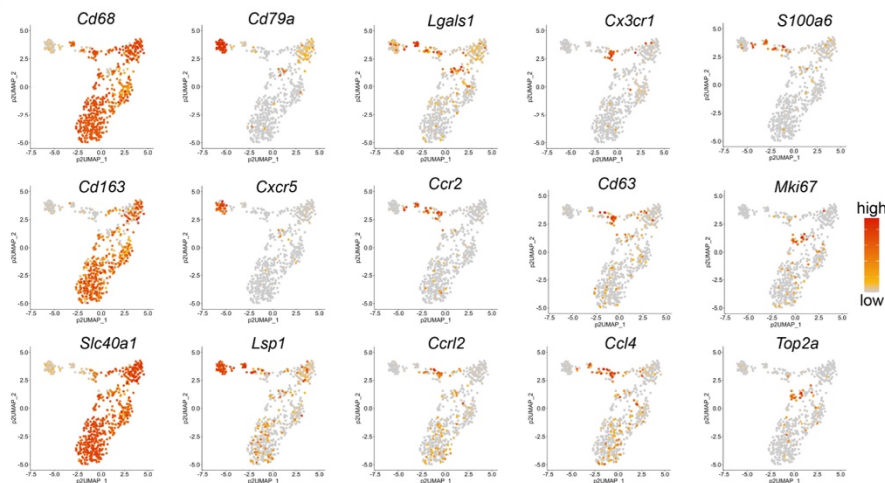

**B**

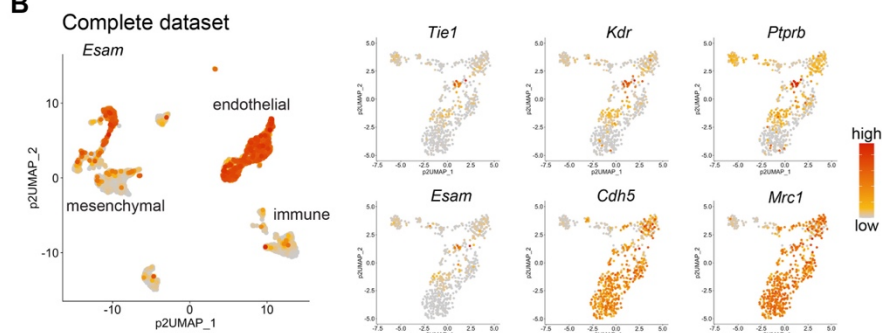

**C**

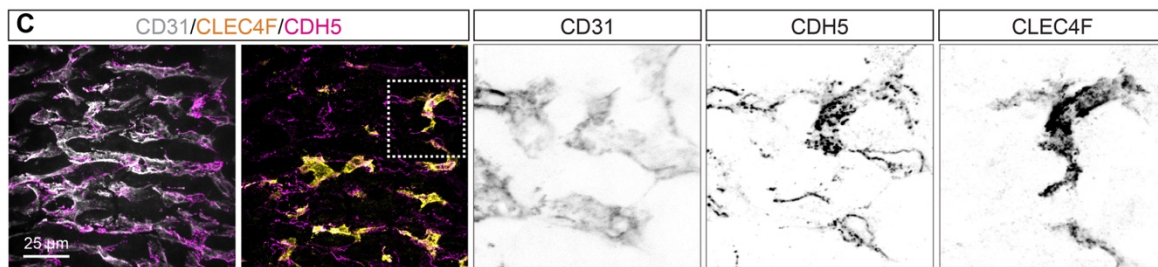

**D**

GO - Biological process (top 10)

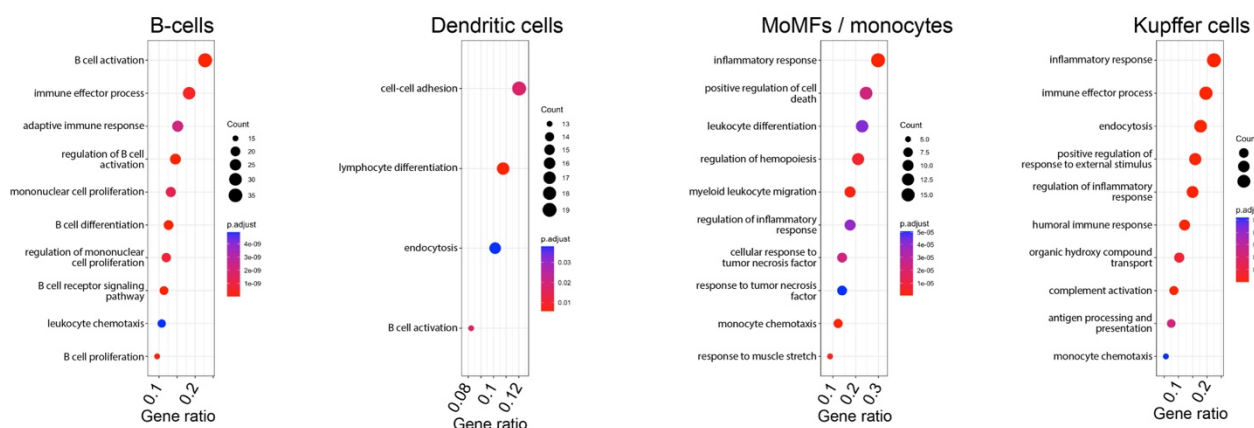

**A** UMAP visualization of the expression level of immune cell marker genes in the immune cell subset. **B** UMAP visualization of the expression level of *Esam* in the complete dataset (left panel) and UMAP visualization of endothelial cell marker genes (*Tie1*, *Kdr*, *Ptpnb*) and the Kupffer cell marker (*Mrc1*) together with *Esam* and *Cdh5* in the immune cell subset (right panel). **C** IF for

CD31, CLEC4F, and CDH5 on a liver tissue section. **D** Dot plots showing the top10 GO terms overrepresented for genes with enriched expression in the different identified immune cell populations, (from left to right) B-cells, myeloid monocytic/dendritic cells, MoMFs, or Kupffer cells.

## Appendix Figure S5

### A GO - Biological process (top 10) Mesenchymal cell subtypes

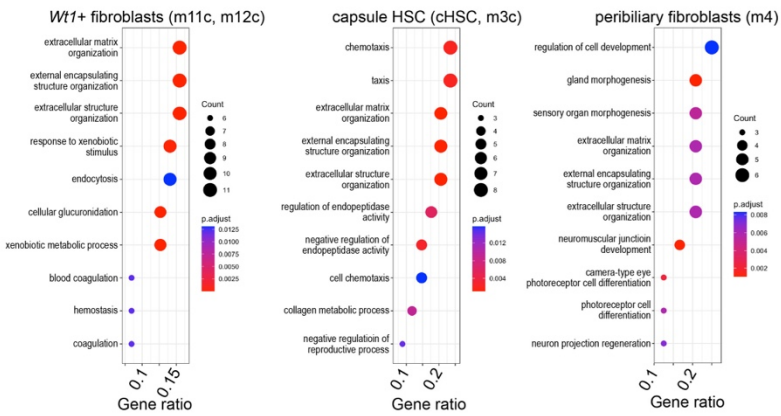

### B GO - Biological process (top 10)

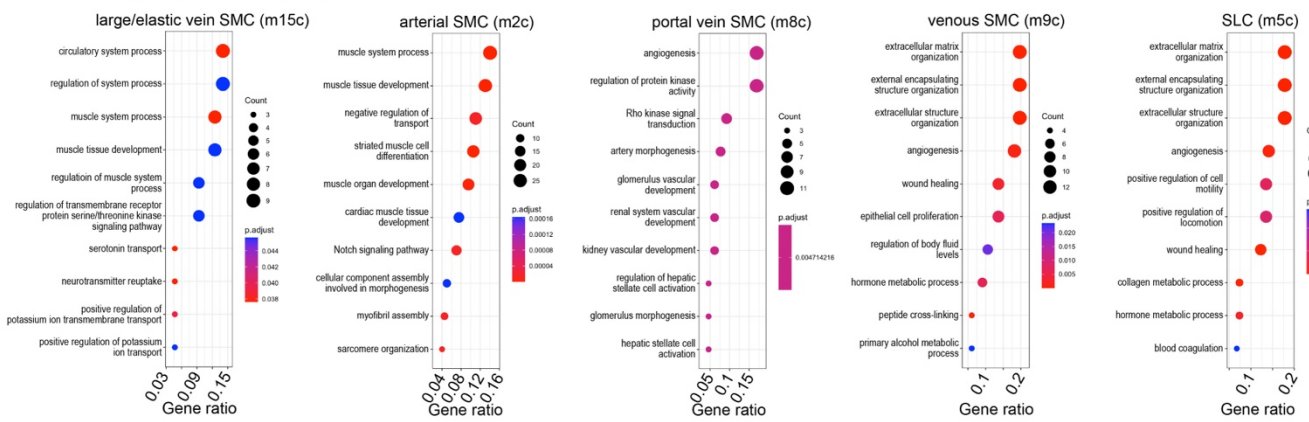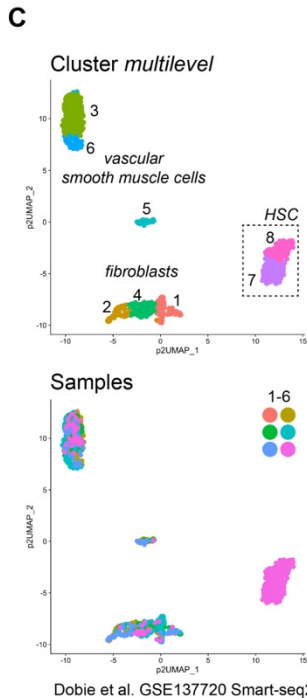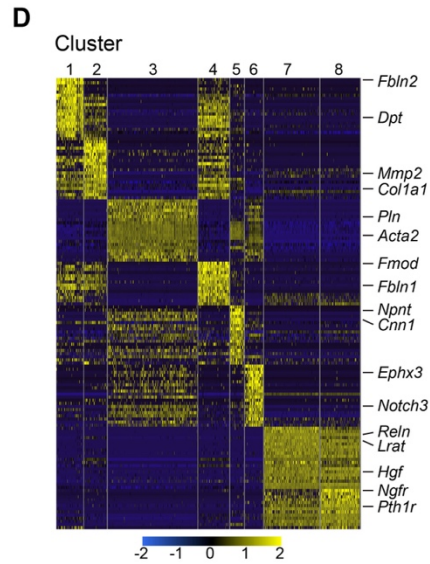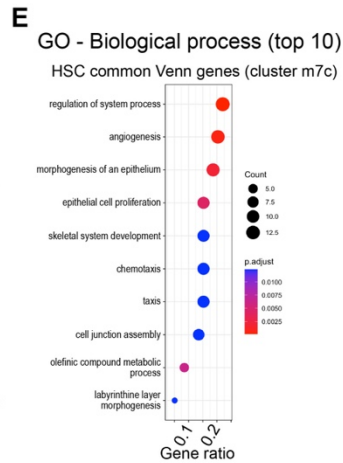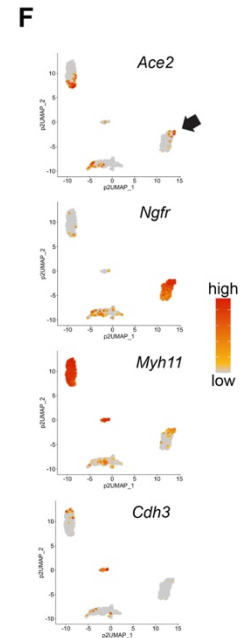

**A** Dot plots showing the top10 overrepresented GO terms for genes with enriched expression in *Wt1*+ fibroblasts (left panel), cHSC (middle panel), or peribiliary fibroblasts (right panel). **B** Dot plots showing the top10 overrepresented GO terms for genes with enriched expression in the

different vascular mural cell subpopulations, (from left to right) large/elastic vein SMC, arterial SMC, portal vein SMC, venous SMC, and SLC. **C** UMAP visualization of the clustering results of the GSE137720 dataset (Data ref: Dobie *et al*, 2019), using cells from the uninjured samples (upper panel) and color coded for the six different samples (lower panel). **D** Heat map showing the expression level of the top20 identified genes for each cluster. **E** Dot plot showing the top10 overrepresented GO terms for genes with enriched expression in HSC (cluster #m7c), identified from the Venn analysis shown in [Figure EV5E](#). **F** UMAP visualization of the expression level of HSC subtype markers, *Ace2*, *Ngfr*, *Cdh3* and *Myh11* in the GSE137720 dataset.

## Appendix Figure S6

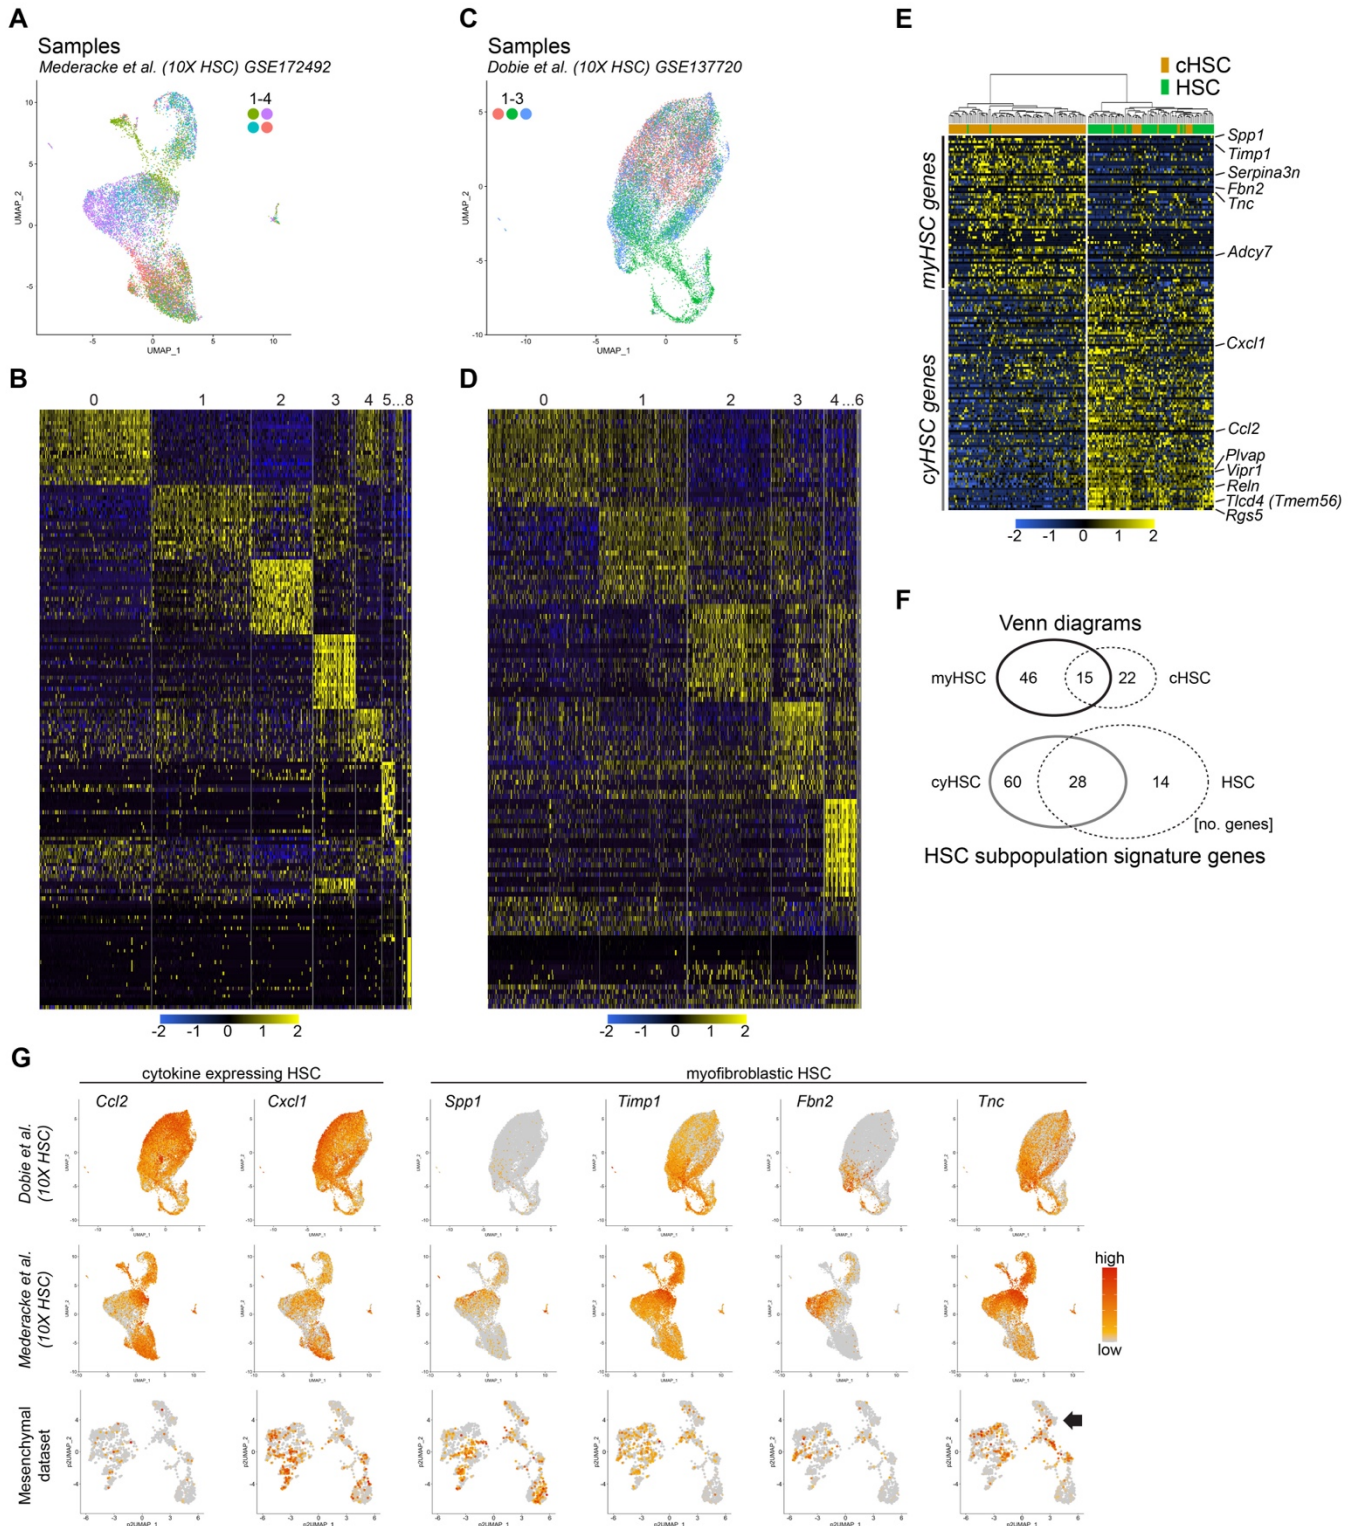

**A** UMAP visualization of the GSE172492 dataset (Data ref: Mederacke *et al.*, 2022), color coded for the four different samples. Note that the dataset includes samples specifically enriched for HSC from the healthy and CCl<sub>4</sub> treated animals. **B** Heat map showing the expression level of the top20 representative genes for each identified cluster, determined using the Seurat R-software package. **C** UMAP visualization of the GSE137720 (10X) dataset (Data ref: Dobie *et al.*, 2019), color coded for the three different samples. Note that the dataset includes samples specifically

enriched for HSC from the uninjured and CCl<sub>4</sub> treated animals. **D** Heat map showing the expression level of the top20 representative genes for each identified cluster, determined using the Seurat R-software package. **E** Heat map showing the expression level of the top genes defined for myHSC or cyHSC, respectively (Filliol *et al*, 2022), in cHSC and HSC. Genes with average log-fold  $\geq 1$  were selected from the original Supplementary Tables 2 and 3 (Filliol *et al*, 2022). Cells were clustered dependent on their expression pattern of the selected genes, using the pheatmap() function in R-software with clustering\_method = "ward.D2". **F** Venn diagrams showing the quantitative overlap of top genes defined for myHSC and cHSC (upper panel) or cyHSC and HSC (lower panel), respectively (Dataset EV2). Compare to Figure 8D for cHSC and HSC genes, and E for myHSC and cyHSC genes. **G** UMAP visualization of the expression level of exemplary genes with increased expression in cyHSC in response to CCl<sub>4</sub> challenge (*Ccl2* and *Cxcl1*), or genes with increased expression in myHSC in response to CCl<sub>4</sub> challenge (*Spp1*, *Timp1*, *Fbn2*, and *Tnc*) in the GSE172492 dataset (upper row) or the GSE137720 dataset (middle row). Note the lack of expression of these genes in the HSC clusters of the mesenchymal cell subset (lower row).

## Appendix Figure S7

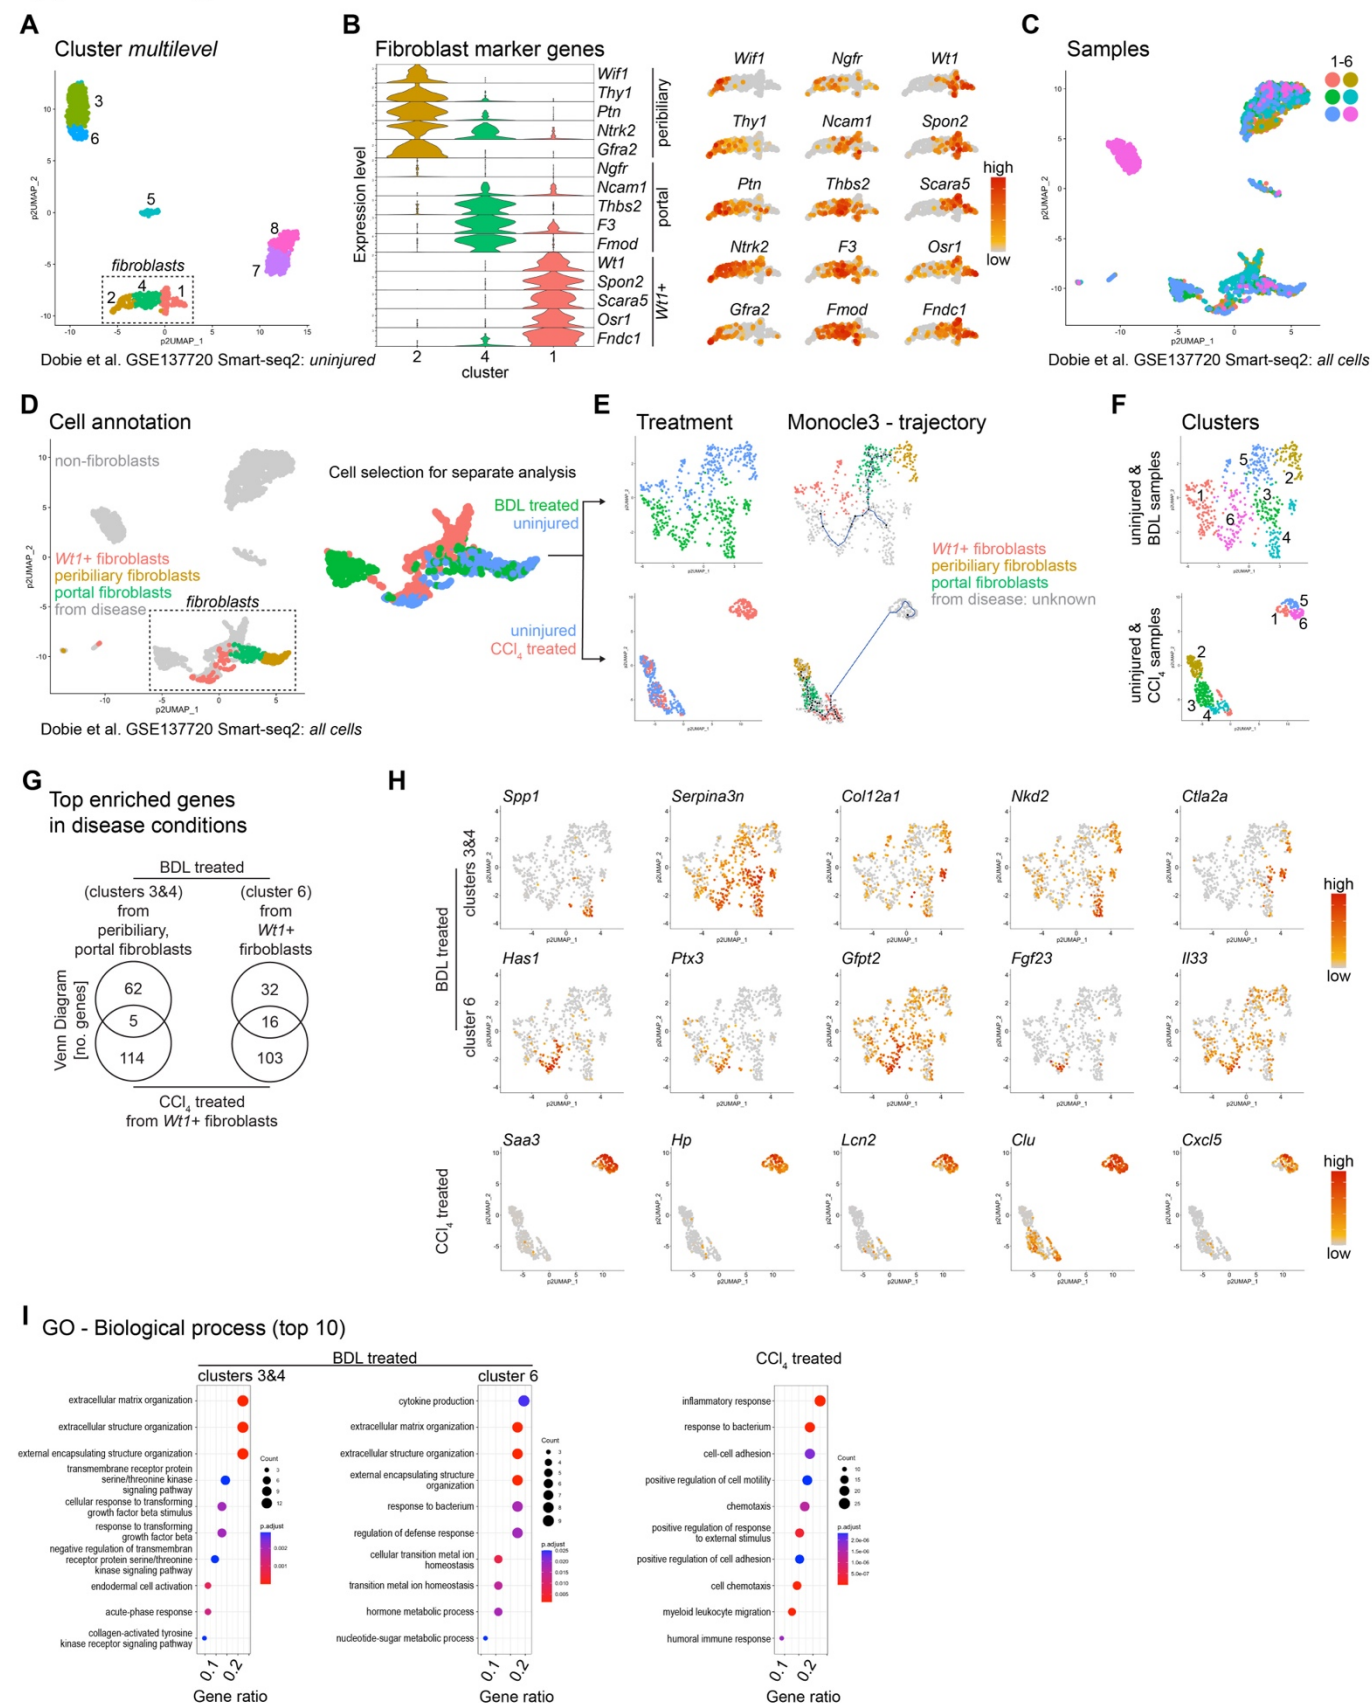

**A** UMAP visualization of the clustering result of the GSE137720 (Smart-seq2) dataset using cells from the uninjured samples (Data ref: Dobie *et al.*, 2019). Clusters identified as fibroblasts are indicated by the boxed area. **B** Violin plot showing the expression level of herein defined fibroblast

subset marker genes, in the three clusters of fibroblasts (left panel, n refers to cells: 2=76 , 4=104, 1=90) and UMAP visualization of the expression level of fibroblast marker genes in the magnified area (A) representing fibroblast clusters of the GSE137720 (Smart-seq2) dataset. **C** UMAP visualization of the GSE137720 (Smart-seq2) dataset, color coded for the six samples, using cells from all conditions (uninjured, bile duct ligation [BDL], and CCl<sub>4</sub> treated). **D** UMAP visualization of the GSE137720 (Smart-seq2) dataset color coded for the implied fibroblast subpopulation (compare to B). Note that only cells from the uninjured samples are colored according to their suggested fibroblast subpopulation (left panel). Magnified area containing fibroblast clusters of the UMAP visualization of the GSE137720 (Smart-seq2) dataset with all cells included, color coded for the disease groups (uninjured, BDL, CCl<sub>4</sub> treatment). **E** UMAP visualizations of the selected fibroblast subpopulations (upper panel: uninjured and BDL / lower panel: uninjured and CCl<sub>4</sub> treated), color coded for the disease group (left panel) or the fibroblast annotation together with the monocle3-calculated trajectory (right panel). **F** UMAP visualization of the selected fibroblast subpopulation analyses, color coded for the clustering results from pagoda2 (upper panel: uninjured and BDL / lower panel: uninjured and CCl<sub>4</sub> treated). **G** Venn diagrams showing the quantitative overlap of genes identified to be overexpressed in the different clusters with high pseudotime values from the disease models ([Dataset EV3](#)). Note the relatively low overlap of genes with increased expression between the disease models (BDL and CCl<sub>4</sub> treatment), suggesting distinct transcriptional programs activated between the two disease models and in distinct fibroblast subpopulations. **H** UMAP visualizations of the expression level of exemplary genes with increased expression in BDL (upper and middle row) or CCl<sub>4</sub> treated (lower row) fibroblast subpopulations. **I** Dot plots showing the top10 enriched GO terms from genes with increased expression in the different fibroblast subpopulations dependent on the disease model (from left to right: BDL clusters #3 and 4, BDL cluster #6, CCl<sub>4</sub> clusters #1,5,6).

## Appendix Figure S8

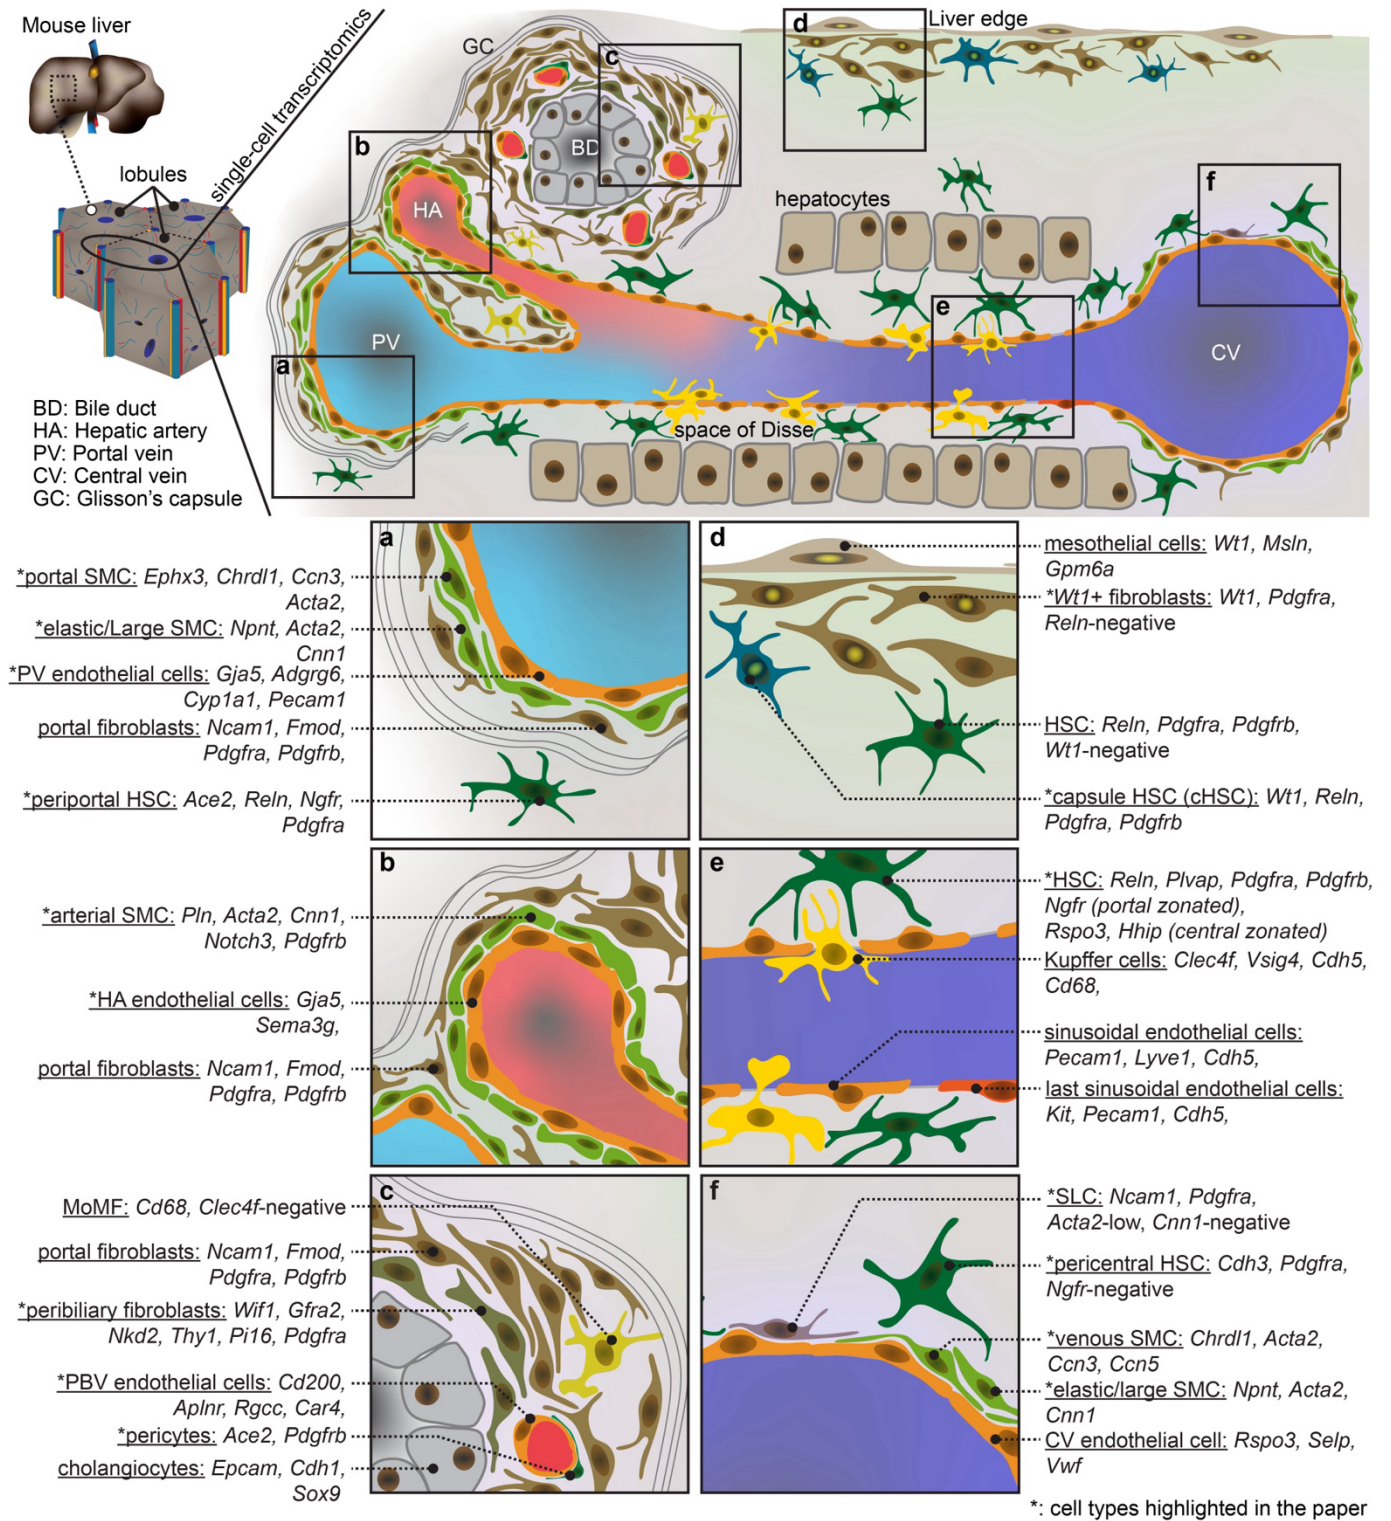

Summary figure depicting the liver cell types characterized in this study.

## References

- Buonomo EL, Mei S, Guinn SR, Leo IR, Peluso MJ, Nolan MA, Schildberg FA, Zhao L, Lian C, Xu S *et al* (2022) Gene Expression Omnibus GSE168933 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE168933>) [DATASET]
- Dobie R, Wilson-Kanamori JR, Henderson BEP, Smith JR, Matchett KP, Portman JR, Wallenborg K, Picelli S, Zagorska A, Pendem SV *et al* (2019) Gene Expression Omnibus GSE137720 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE137720>) [DATASET]
- Filliol A, Saito Y, Nair A, Dapito DH, Yu LX, Ravichandra A, Bhattacharjee S, Affo S, Fujiwara N, Su H *et al* (2022) Opposing roles of hepatic stellate cell subpopulations in hepatocarcinogenesis. *Nature* 610: 356-365
- Mederacke I, Filliol A, Affo S, Nair A, Hernandez C, Sun Q, Hamberger F, Brundu F, Chen Y, Ravichandra A *et al* (2022) Gene Expression Omnibus GSE172492 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE172492>) [DATASET]
- Ramachandran P, Dobie R, Wilson-Kanamori JR, Dora EF, Henderson BEP, Luu NT, Portman JR, Matchett KP, Brice M, Marwick JA *et al* (2019) Gene Expression Omnibus GSE136103 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE136103>) [DATASET]

# Supplementary material for: A comprehensive molecular atlas of the mesenchymal cell types in the mouse liver
**Source:** EMBO Rep. 2025 Sep 15;26(21):5326–59. doi: 10.1038/s44319-025-00580-9
**Supplement:** Supplementary file 14 — Expanded View Figures

## Expanded View Figures

**Figure EV1. Cell type class identification and analysis of parenchymal cell dataset.**

(A) UMAP visualization of the expression level of selected canonical marker genes representative for the cell type class identification. (B) UMAP visualization of the clustering result for the parenchymal cell (hepatocytes and cholangiocytes) datasets. (C, D) UMAP visualization of the expression level of exemplary genes identified as differentially expressed in the hepatocytes along the portal-central axis (C), or in a distinct hepatocyte subpopulation (D). (E) Heat map showing genes with enriched expression in cholangiocytes compared to hepatocytes. (F) Violin plots showing the expression levels of genes belonging to the GO term cell-cell junction organization (left panel) or steroid metabolic process (right panel), which are enriched in cholangiocytes when compared to the complete dataset (compare to Appendix Fig. S2B, n refers to cells: 7 = 205, 11 = 192, 1 = 415, 3 = 561, 9 = 394, 4 = 138, 6 = 119, 8 = 276, 12 = 199, 10 = 184, 5 = 279, 13 = 283, 14 = 116).

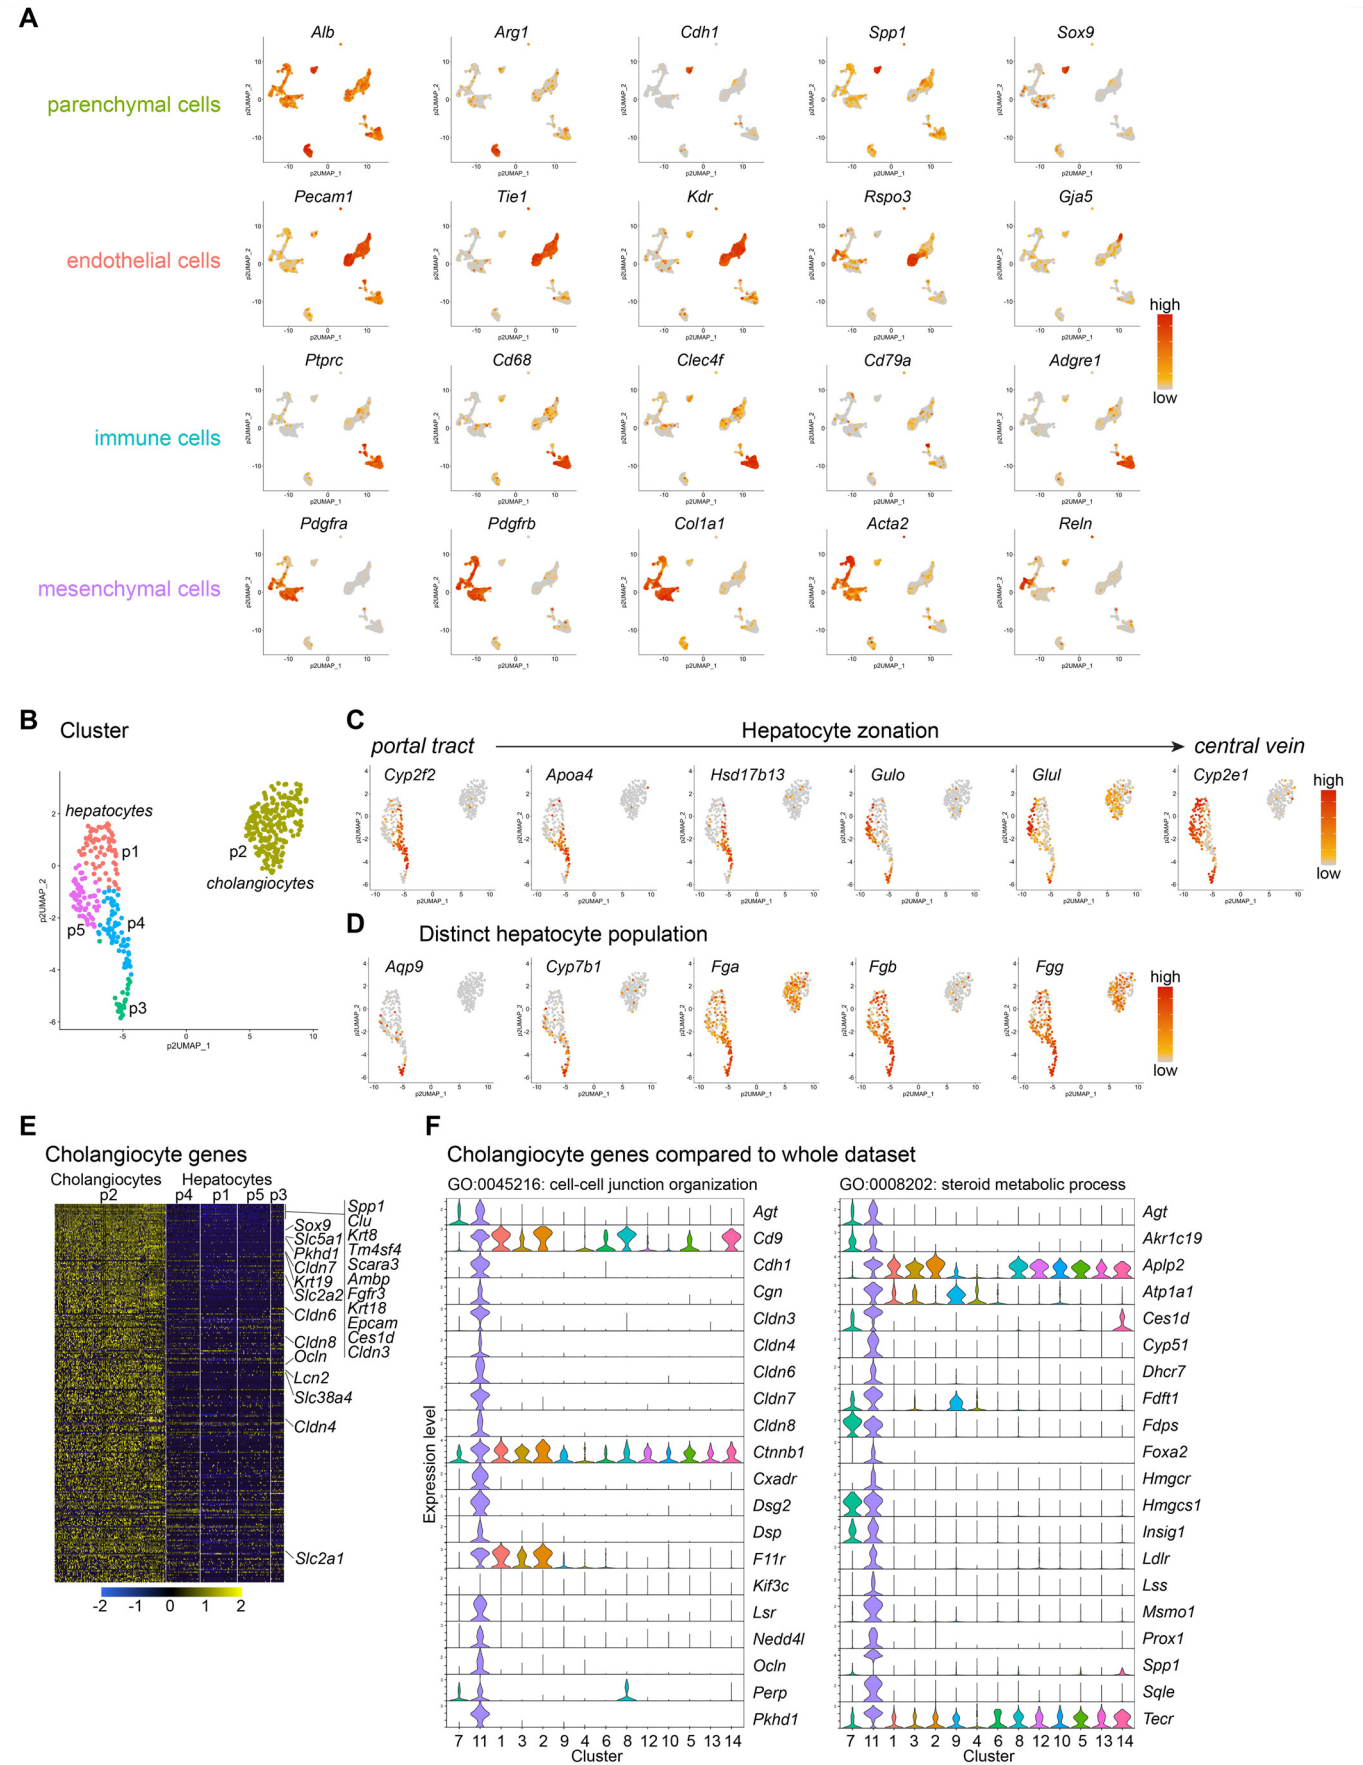

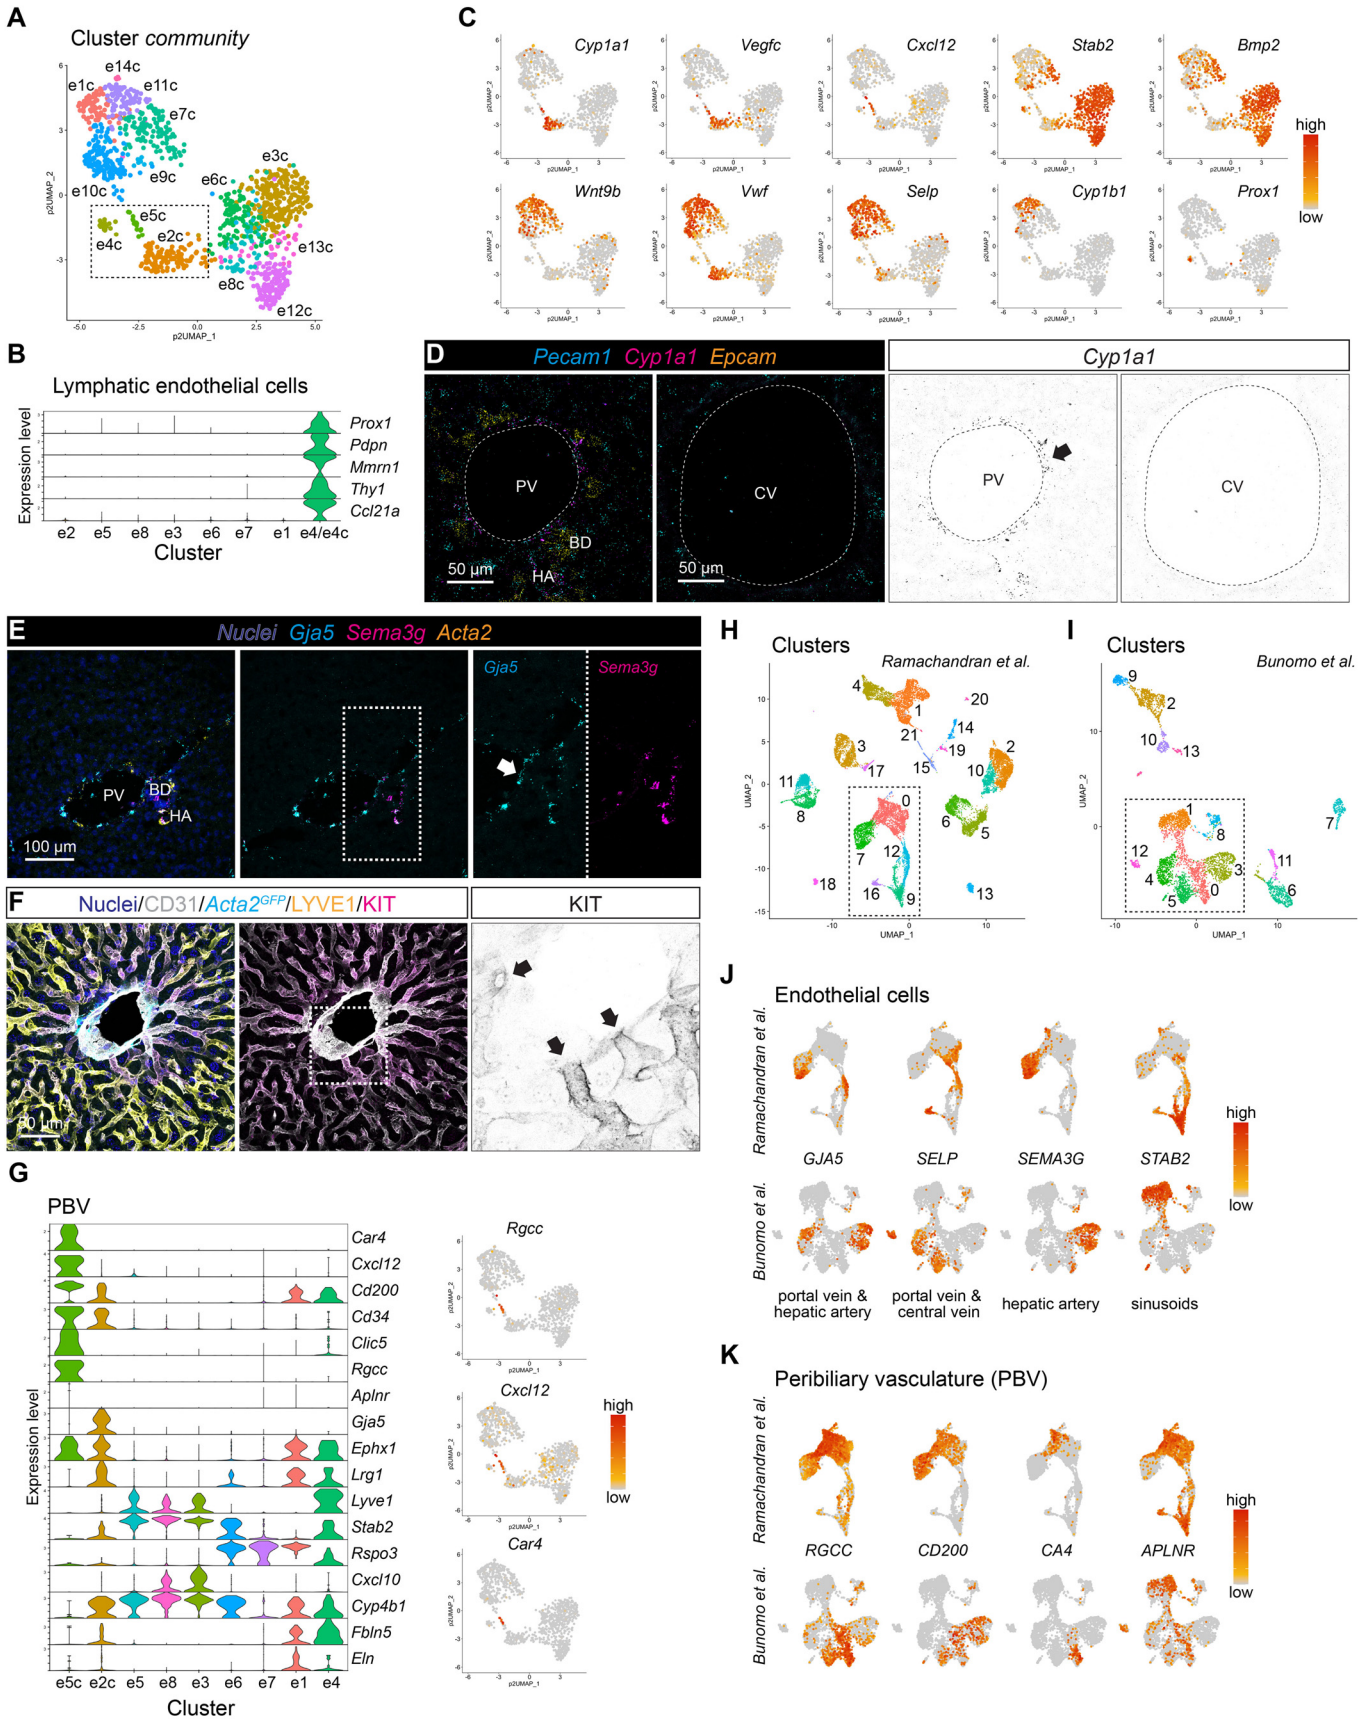

◀ **Figure EV2. Analysis of endothelial cell subclusters and their relation to human liver single-cell data.**

(A) UMAP visualization of the clustering results of the endothelial cell dataset using the pagoda2 community setting for high resolution clustering. (B) Violin plot showing genes expressed in lymphatic endothelial cells (cluster #e4/e4c, n refers to cells: e2 = 128, e5 = 151, e8 = 155, e3 = 236, e6 = 112, e7 = 150, e4/e4c = 22). (C) UMAP visualization of the expression levels of exemplary genes with zonated expression along the portal-central axis in hepatic endothelial cells, and *Prox1* as lymphatic endothelial cell marker. (D) ISH for *Pecam1*, *Cyp1a1*, and *Epcam* on a liver tissue section. Arrow indicates *Cyp1a1*-positive portal vein endothelial cells. (E) ISH for *Gja5*, *Sema3g*, and *Acta2* on a liver tissue section. Arrow highlights *Gja5* positive, *Sema3g* negative portal vein endothelial cells. (F) IF for CD31, LYVE1, and KIT on a liver tissue section from an *Acta2<sup>GFP</sup>* reporter mouse. Arrows highlight KIT-positive last sinusoidal endothelial cells surrounding the central vein. (G) Violin plot showing the expression level of exemplary genes expressed by endothelial cells of the peribiliary vasculature (PBV) compared to other endothelial cell clusters (left panel, n refers to cells: e5c = 14, e2c = 114, e5 = 151, e8 = 155, e3 = 236, e6 = 112, e7 = 150, e1 = 152, e4 = 22). UMAP visualization of the expression level of peribiliary vasculature marker genes, *Rgcc*, *Cxcl12*, and *Car4* (right panel). (H, I) UMAP visualization of clustering results from human liver single-cell datasets [GSE136103](#) (H) and [GSE168933](#) (I). Cell clouds representing endothelial cells are indicated by the boxed area. (J, K) UMAP visualization of the magnified part of the UMAP landscapes from the human datasets showing the expression level of endothelial cell subtype markers: (J) *GJA5* for portal vein and hepatic artery, *SELP* for portal vein and central vein, *SEMA3G* for hepatic artery, and *STAB2* for sinusoids, or (K) *RGCC*, *CD200*, *CA4*, and *APLN* for the peribiliary vasculature (PBV). PV portal vein, CV central vein, HA hepatic artery, BD bile duct. Scale bars are indicated in the respective image panels.

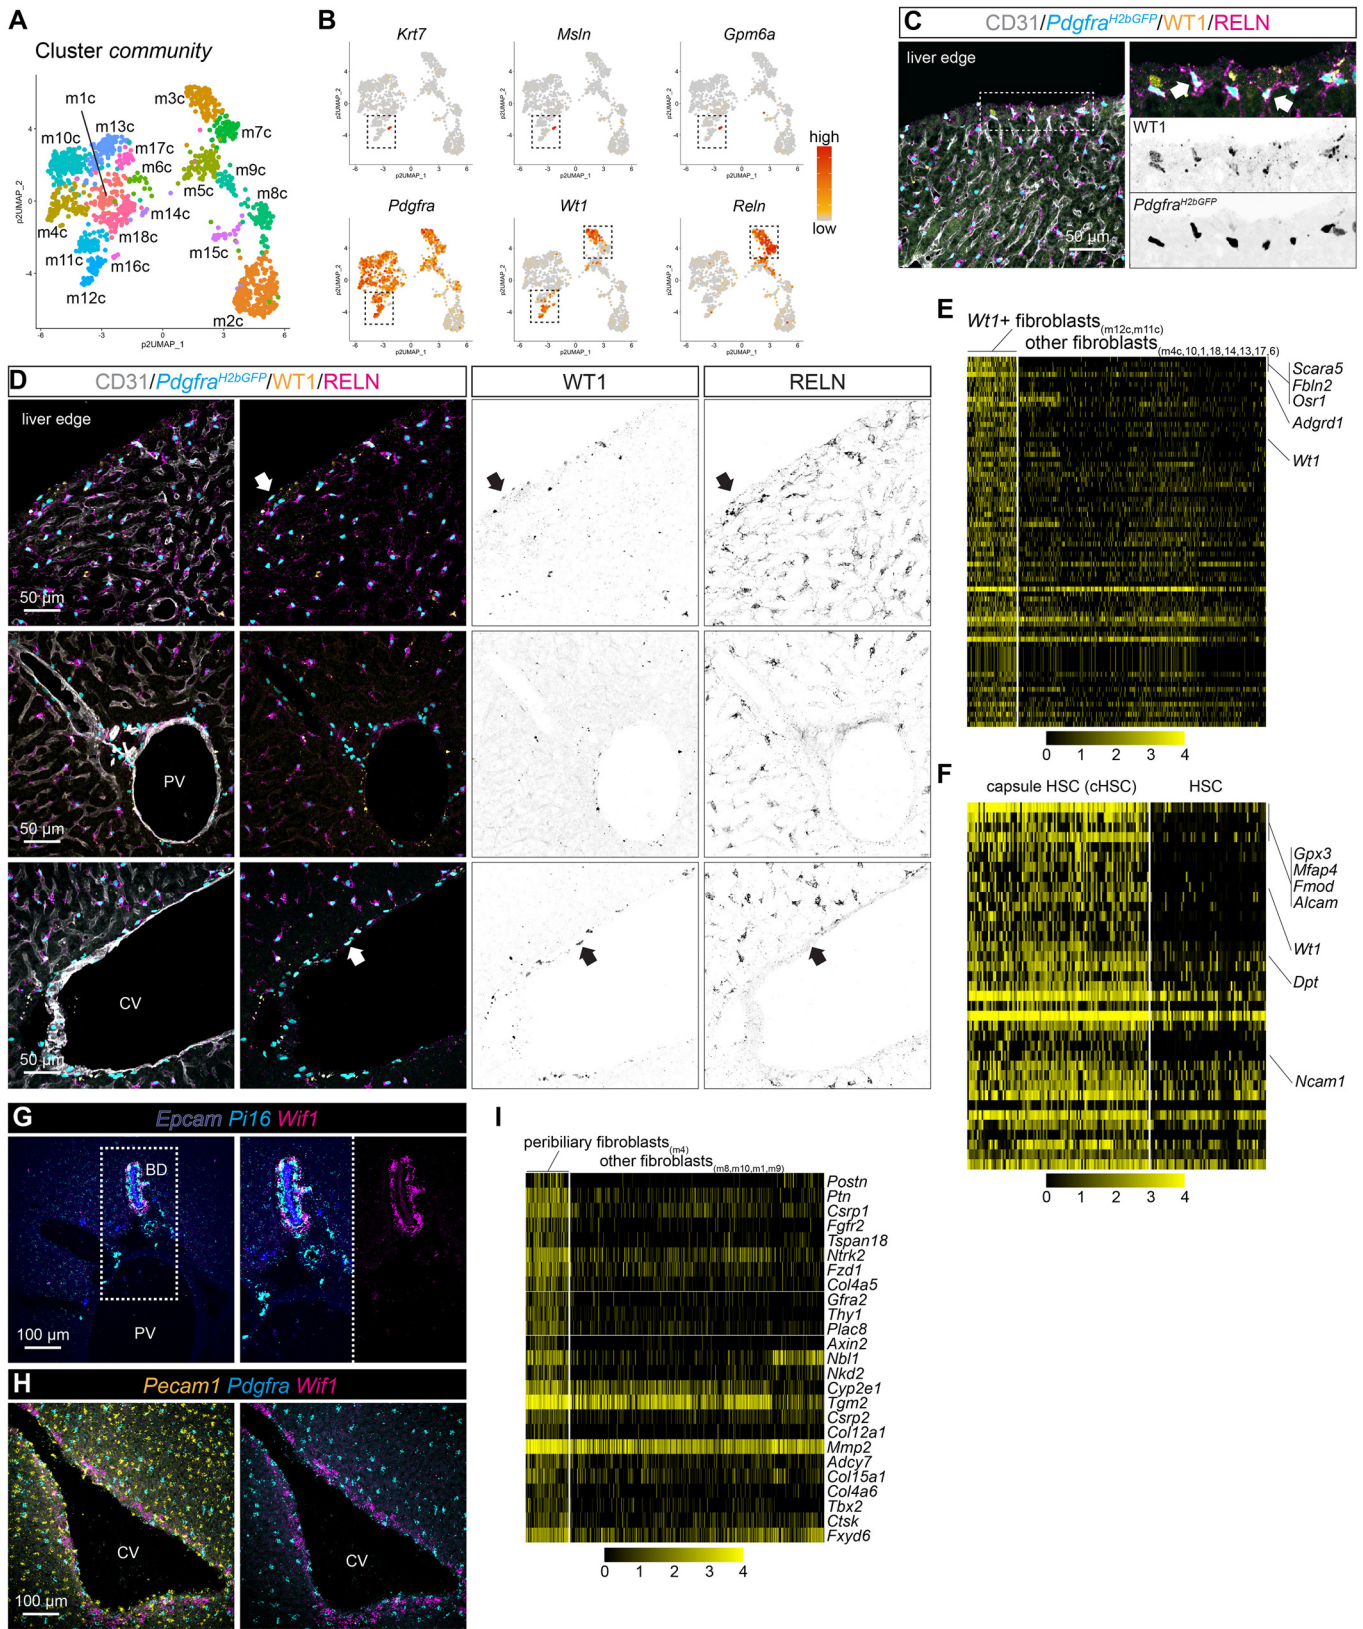

**Figure EV3. Marker genes and tissue validation for mesenchymal cell subpopulations; cHSC and peribiliary fibroblasts.**

(A) UMAP visualization of the pagoda2 clustering result of the mesenchymal cell subset using the community setting for high resolution clustering. (B) UMAP visualization of the expression level of selected genes within the indicated boxed areas of clusters #m3 (m3c, m7c) and #m9 (m11c, m12c, m16c). (C) IF for CD31, WT1, and RELN on liver tissue section from a *Pdgfra*<sup>H2bGFP</sup> reporter mouse. The arrows indicate WT1, RELN, GFP triple-positive cells. (D) IF for CD31, WT1, and RELN on a liver tissue sections from a *Pdgfra*<sup>H2bGFP</sup> reporter mouse focusing on the liver edge (upper panel), the portal tract (middle panel), or the central vein (lower panel). Arrows highlight WT1 *Pdgfra*<sup>H2bGFP</sup> double-positive cells. (E) Heat map showing the expression of genes that exhibit enriched expression in *Wt1*+ fibroblasts (clusters #m11c, m12c), compared to all other fibroblast populations. (F) Heat map showing the expression of genes that exhibit enriched expression in cHSC (cluster #m3c), compared to HSC (cluster #m7c). (G) ISH for *Epcam*, *Pil6*, and *Wif1* on a liver tissue section. (H) ISH for *Pecam1*, *Pdgfra*, and *Wif1* on a liver tissue section. (I) Heat map showing the genes that exhibit enriched expression in peribiliary fibroblasts (cluster #m4), compared to all other fibroblast populations. PV portal vein, BD bile duct, HA hepatic artery, CV central vein. Scale bars are indicated in the respective image panels.

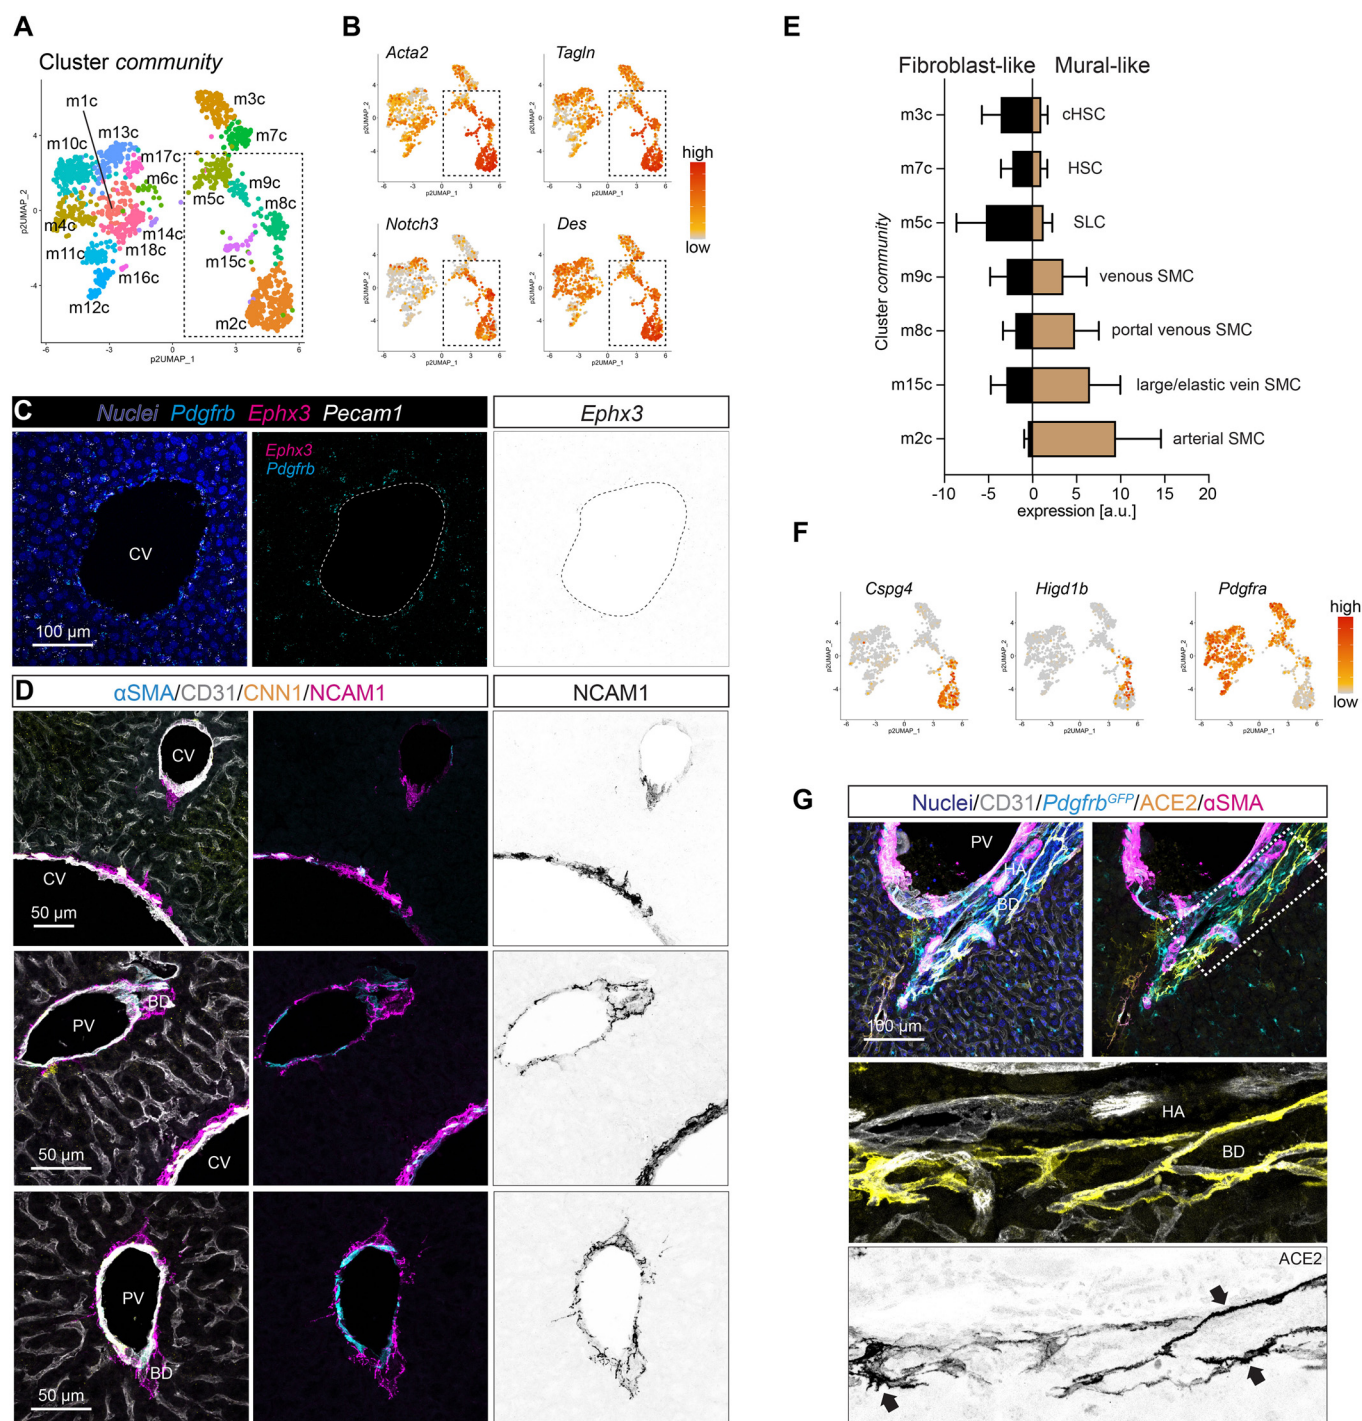

**Figure EV4. Analysis of mural cell subpopulations.**

(A) UMAP visualization of the clustering result of the mesenchymal cell dataset using the community setting for high resolution clustering, with the cell clouds containing vascular mural cell types indicated in the boxed area. (B) UMAP visualization of the expression levels of vascular SMC marker genes with the cell clouds containing vascular mural cells highlighted by the boxed area. (C) ISH for *Pdgfrb*, *Ephx3*, and *Pecam1* on a liver tissue section showing a region of a central vein. (D) IF for  $\alpha$ SMA, CD31, CNN1, and NCAM1 on a liver tissue section, showing a region of a central vein (upper panel), portal and central vein (middle panel), or portal vein (lower panel). (E) Calculation of fibroblast or mural cell gene-score for the 90-gene list reported before (Muhl et al, 2020), for community clusters containing HSC and vascular mural cell types (stacked barplot showing mean values, for visualization fibroblast-gene expression values are inverted [multiplication by -1], error bars show s.d., *n* refers to cells: m3c = 113, m7c = 72, m5c = 87, m9c = 39, m8c = 72, m15c = 33, m2c = 236). (F) UMAP visualization of the expression levels of the pericyte marker genes (*Cspg4* and *Higd1b*), and *Pdgfra* in the mesenchymal cell dataset. (G) IF for CD31, ACE2, and  $\alpha$ SMA on a liver tissue section from a *Pdgfrb*<sup>GFP</sup> reporter mouse. Arrows indicate pericytes at the peribiliary vasculature. PV portal vein, BD bile duct, HA hepatic artery, CV central vein. Scale bars are indicated in the respective image panels.

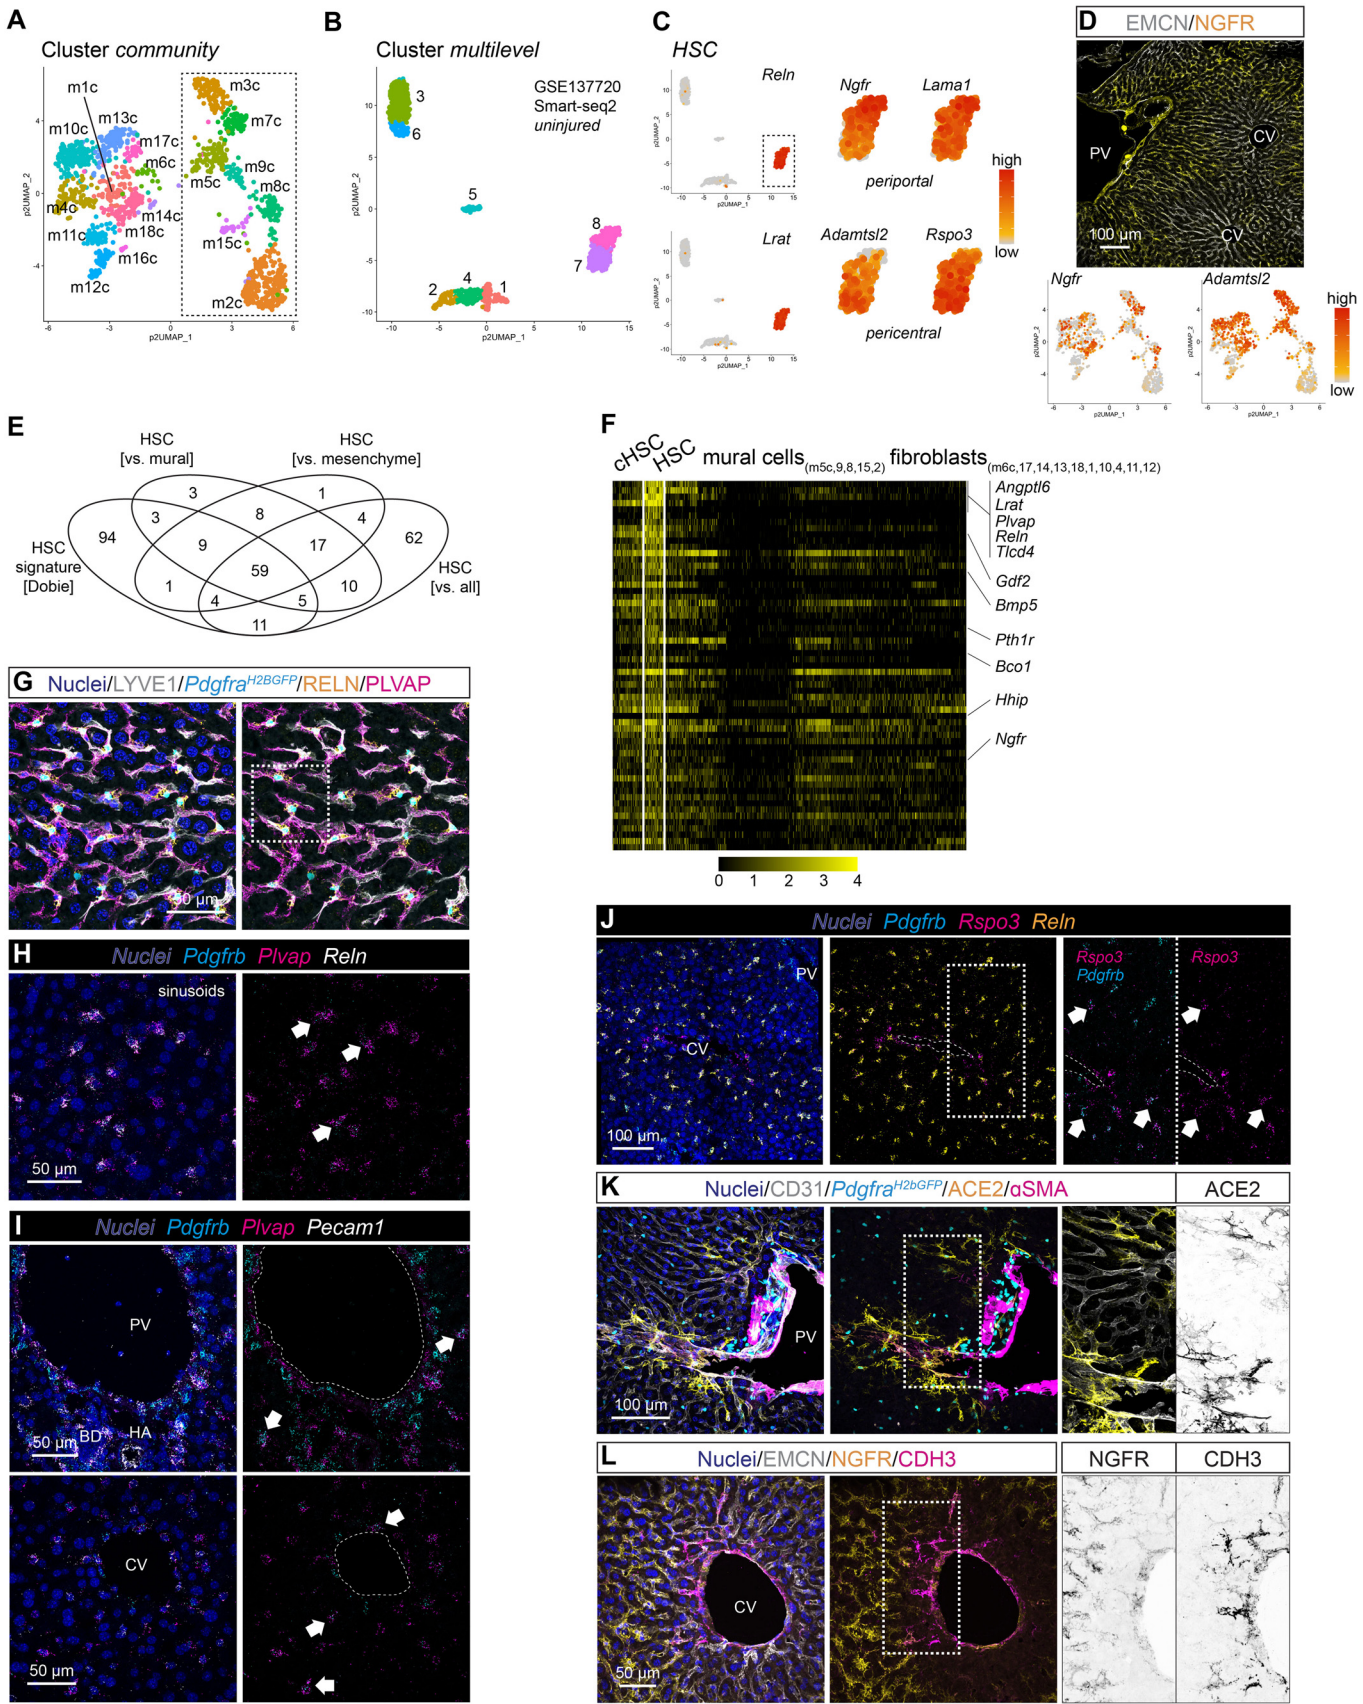

**Figure EV5. Analysis of HSC signature genes and marker gene expression.**

(A) UMAP visualization of the clustering result of the mesenchymal cell dataset using the community high resolution setting with HSC and vascular mural cell clusters indicated by the boxed area. (B) UMAP visualization of the clustering results of the [GSE137720](#) (Smart-seq2) dataset using cells from uninjured samples. (C) UMAP visualization of the expression level of HSC marker genes (*Reln* and *Lrat*) and HSC zonation markers (*Ngfr*, *Lama1*, *Adamtsl2*, and *Rspo3*) magnified from the indicated area of the [GSE137720](#) dataset. (D) IF for EMCN and NGFR on a liver tissue section (upper panel) and UMAP visualization of the expression levels of *Ngfr* and *Adamtsl2* in the mesenchymal cell dataset (lower panel). (E) Venn diagram showing the overlap of HSC-enriched genes calculated from the [GSE137720](#) dataset using uninjured cells (Dobie), the mesenchymal cell subset (vs. mural, vs. mesenchymal), and the complete dataset (vs. all) (see also Dataset EV1). Note that 59 genes are commonly detected as enriched in HSC (cluster #m7c) in all four comparisons. (F) Heat map showing the expression levels of the 59 HSC enriched genes in the mesenchymal cell subset. (G) IF for LYVE1, RELN, and PLVAP on a liver tissue section from a *Pdgfra*<sup>H2bGFP</sup> reporter mouse. The indicated boxed area is shown magnified in Fig. 7F. (H) ISH for *Pdgfrb*, *Plvap*, and *Reln*, on a liver tissue section focusing on the sinusoidal region. Arrows indicate *Pdgfrb* *Plvap* double-positive HSC. (I) ISH for *Pdgfrb*, *Plvap*, and *Pecam1* on a liver tissue section focusing on the portal tract (upper panel) or central vein (lower panel) region. Arrows indicate *Pdgfrb* *Plvap* double-positive HSC. (J) ISH for *Pdgfrb*, *Rspo3*, and *Reln* on a liver tissue section. Arrows indicate *Pdgfrb* *Rspo3* double-positive HSC close to the central vein. (K) IF for CD31, ACE2, and αSMA on a liver tissue section from a *Pdgfra*<sup>H2bGFP</sup> reporter mouse focusing on the portal tract. (L) IF for EMCN, NGFR, and CDH3 on a liver tissue section focusing on the central vein. PV portal vein, BD bile duct, HA hepatic artery, CV central vein. Scale bars are indicated in the respective image panels.

How the deposited data were processed for this re-analysis (not part of the article)

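Single cells from livers of adult mice of both sexes were sorted into plates, on antibodies, on fluorescent reporter genes or, for hepatocytes, as living cells without selection, and sequenced by Smart-seq2 with single reads of 50 bases. The numbers of cells per class therefore reflect the sort. The deposited values are counts: the authors demultiplexed and mapped the reads, counted them per gene and cell, renamed the Ensembl identifiers to symbols and kept the ERCC spike-ins, without any normalization. Before deposit the authors removed cells with few counts or genes, many mitochondrial or ERCC counts, or very many genes, and cells with signs of contamination by another cell type. Neither the genome build nor a removal of duplicate reads is given in the sources used here. Transcript lengths were taken from GENCODE vM21, whose build may differ, and no coordinates are printed. The filters were checked on the deposited counts. All 3491 cells passed the authors' limits on counts, genes and ERCC. Among them 3486 also had under 10% of counts from mitochondrial genes when the 13 protein-coding mitochondrial genes were added to the 24 other mitochondrial genes in the table. The median share was then 1.54% and the largest 13.2%. Doublets were treated by the authors' upper limit on genes, and no doublet caller was run.

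Counts per cell ranged from 50042 to 1143895. The medians in the male and female pools were 251896 and 200905 for endothelial cells, 250389 and 271232 for immune cells, 185818 and 325037 for mesenchymal cells, and 221957 and 92554 for parenchymal cells. Cells of a given sex and class form a pool, the series lists 8 such pools as samples, and each pool was taken as 1 replicate. The paper gives the number of mice, but the labels of the cells do not name them. The cell classes, clusters and annotation are those of the authors, who made them with pagoda2 on the same cells. Clusters of the multilevel setting were used for parenchymal, endothelial and peribiliary fibroblast results and for tests on immune cells, and clusters of the community setting for mural cells, HSC and cHSC. Levels in immune cells are given for clusters of either setting, and names that end in c are community clusters. The *Wt1*+ fibroblasts and #e5c are community clusters, set against multilevel fibroblast clusters and, for #e5c, against #e2c and the other multilevel endothelial clusters.

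Raw counts without the 92 ERCC spike-ins were summed over the cells of each cluster and pool. CPM per cluster and pool, and for both pools together, were computed from these sums. A ratio within a pool compares the mean CPM over clusters on each side, with equal weight. Sums of at least 5 cells entered edgeR 4.0.16 in R 4.3.3, with TMM normalization, its filterByExpr filter and the quasi-likelihood test, and adjusted p values are by Benjamini-Hochberg over all genes tested. A gene was called higher at an adjusted p under 0.05 and a log2 fold change of at least 1. Gene lists were tested with fry and camera of limma 3.58.1, with p values adjusted over the comparisons of a list. The counts were also fitted with DESeq2 1.42.0. Values per cell, scores and intervals were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Scores are means over a list of log-normalized levels, scaled to 10000 counts per cell. Medians of a list use genes with at least 10 counts and a pseudocount of 0.5 CPM. Intervals on shares are exact binomial intervals at 95%, and the limit for a share of 0 is 3 counts over the number of cells.

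The comparisons, tests, alternatives and the rule for named genes were fixed before the data were examined, except where the text says that a choice came later. By that rule, the text names every gene that the paper's results name for the population at a claim. It also names up to 5 genes per tested comparison with the largest log2 fold changes among called genes that were detected in at least 50% of the cells and higher in every pool with sums on both sides. The paper's tables had been seen when the rule was written. The alternatives were the Wald test of DESeq2, no filter on low counts, at least 10 cells per sum, each cell thinned to 50000 counts, sums per plate, the pool as a block, each pool left out in turn, other groupings of endothelial and Kupffer cell clusters, a detection limit of 20 counts and the mean of CPM over cells. Sums of at least 3 cells were added once the numbers of cells were known, because the female pool holds 4 HSC. *Kit* was first listed for #e1 and was moved to the sinusoidal group, where the paper places it, after the values had been seen.

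Within a class, the sums of all clusters come from the same 2 pools of cells by the series' sample list, each with its own mice and plates, which makes the pool number a pairing. The fit fixed beforehand is without this block, and the blocked value is printed beside a result where it changes the call of a gene or moves a count by over 1.5 times. As a check, male minus female deviations were correlated between clusters of a fit. The median correlation was 0.0447 over 28 pairs of endothelial clusters (largest 0.0936), 0.120 over 28 pairs of multilevel and 0.0762 over 55 pairs of community mesenchymal clusters, and -0.0207 over 3 pairs of immune clusters.

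The tests were tried on 3 simulated datasets per comparison, with the library sizes and dispersions of the real sums. Each gene had its mean share over all sums in every cluster, apart from the genes that were changed. Other differences between clusters and a shared shift of a pool were thus absent, though the real sums can hold both. The numbers of raised genes and of calls below are summed over the 3 datasets, and the genes tested are a mean per dataset. For #e2 against other endothelial clusters, with 18624 genes tested, edgeR called 29 of 150 genes raised by a log2 fold change of 2 and 101 of 150 raised by 4. Of its 178 calls, 48 were of genes not raised, as were 65 of 178 calls of DESeq2. For #m5c against other mural clusters, with 19670 genes tested, edgeR called 6 and 57 of 150, and 8 of its 71 calls were of genes not raised, against 76 of 140 for DESeq2. The share of false calls can therefore exceed the nominal level with 2 pools, and small changes are mostly missed. In the real sums these shares may differ from the simulated ones.

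The marker lists of 10 endothelial genes, 10 Kupffer cell genes and 15 hepatocyte genes, and the lists of the paper's datasets, give the results printed with them. Staining data, other published datasets, gene ontology, cell-cell communication, the fibroblast-like and mural cell-like score and human data were not analysed here. Results for some genes are not reported here. Clusters with fewer than 5 cells in a pool gave no sum for that pool. The hepatocyte clusters, #m8, #m10, #i2, #i5 and #i6c therefore rest on male sums, and #i6 and #i7 on female sums. As #i2 and #i5 are the clusters set against Kupffer cells, sex and cell type are partly mixed in that comparison.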

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

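The tests that left out the cell with the most counts, and the intervals over resampled cells of each cluster, were chosen after the opposite signs had been seen.

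Of 74 named genes with a ratio in both pools, 5 had a log2 ratio of CPM above 0 in the pool of a sex and below 0 in the other. The difference between the pools was itself not tested, since each class has 1 male and 1 female pool. Sex, plate and mouse coincide in these pools. Differences in sex therefore stay open and untested beside the technical explanations.

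*Cxcl10* in the sinusoidal group against #e1, #e2 and #e4 had a log2 ratio of -0.065 in the male and 4.36 in the female pool. Over cells, the fold change on log-normalized values was positive in both, 1.23 in male and 0.94 in female cells, so the opposite signs hold for the ratio of CPM that gives each cluster equal weight. Without the cell with the most counts on either side, the ratios were 0.040 (interval -1.01 to 2.80) in the male and 3.99 (2.60 to 6.49) in the female pool. The sign in the male pool could thus rest on single cells, but its interval includes 0, so a single cell and a difference between the pools cannot be told apart there. In the female pool the ratio held without that cell.

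*Gli1* in #m4 against other fibroblasts had ratios of 1.20 in the male and -3.03 in the female pool. The female pool holds 9 cells of #m4, of which 2 had a count and a single cell held 77.8% of the counts. Without the top cells the ratios were 0.96 (interval -0.34 to 2.07) and -4.34 (upper bound -2.18, no lower bound). In female cells the sign held without the top cells. Removing the top cell of #m4 could only lower this ratio, so the sign could not have turned through that cell. With 9 cells of #m4, of which 2 had a count, the small number of cells stays open as a cause.

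In *Wt1*+ fibroblasts against other fibroblasts, *Ncam1* had ratios of 0.30 in the male and -1.97 in the female pool. Without the top cells they were 0.11 (interval -1.41 to 1.15) and -2.81 (-4.52 to -1.62), so the sign of the male pool stays open. *Pdgfrb* had ratios of -0.33 and 0.15, and -0.36 (interval -0.73 to 0.04) and 0.078 (-0.39 to 0.47) without the top cells, and both intervals include 0. For *Reln* the ratios were -1.06 and 3.49. A single cell held 93.3% of the female counts of *Reln* in these clusters, and without the top cells the ratios were -1.11 (interval -2.14 to -0.39) and 0.21 (-0.91 to 1.27). The high female value of *Reln* may therefore come from a single cell, while the sign of what remains is open. Female mesenchymal cells came from a single plate and were sequenced to a higher depth, which neither test addresses.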

How the results depend on the processing

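The sums of at least 3 cells, and the tests by other tools on those sums, were chosen after the numbers of cells had been seen. All other settings were planned. Where no cause is given the cause was not tested.

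Without a filter on low counts, the calls over the 4 classes rose from 7475 to 12169, while the other settings gave 6888 to 10116. Without that filter the genes called higher rose from 339 to 1051 in #e2, from 139 to 271 in the sinusoidal group, from 242 to 943 in #e1 and from 69 to 187 in *Wt1*+ fibroblasts. They also rose from 5 to 145 in #m4, from 361 to 656 in #m2c, from 191 to 339 in #m15c, from 95 to 360 in #m8c, from 130 to 299 in #m9c and from 311 to 680 in #m5c. In Kupffer cells they fell from 200 to 173. The cause was not tested.

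With the Wald test of DESeq2 the count was 209 in #e2, 656 in the sinusoidal group, 1136 in #e5c, 364 in *Wt1*+ fibroblasts, 137 in #m4 and 542 in Kupffer cells, against 200 in the last by edgeR. The cause was not tested. With at least 10 cells per sum, 415 genes were called in the sinusoidal group and 50 in #m8c, where fewer sums entered. With cells thinned to 50000 counts, 228 genes were called in the sinusoidal group and 17 in #m4. The log2 ratio of *Cyp2e1* in #p5 against #p4 of the male pool moved from 3.79 (counting interval 3.73 to 3.84) to 4.52.

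With #e7 left out of the sinusoidal group, 255 genes were called and *Lyve1* turned from a log2 fold change of -0.03 to 2.27 (adjusted p = 0.0029 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The adjusted p of *Lyve1* in its other settings was between 0.67 and 1.0 by edgeR and 0.97 by DESeq2. The construction shows the cause, since #e7 has 2.52 CPM of *Lyve1* and moved from the first side of the comparison.

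Sums per plate, which take plates as replicates, gave 612 genes in #e2, 38 in the sinusoidal group, 509 in #e1, 13 in *Wt1*+ fibroblasts, 66 in #m2c, 13 in #m8c, 22 in #m9c, 84 in #m5c, 576 in #p2 and 631 in Kupffer cells. They gave 31 genes higher in #m3c than in #m7c and 24 in the reverse. The cause was not tested.

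Pools of different classes with the same number share the sex and some plates, up to 10 of the male and 3 of the female plates of a pair of classes, and the female endothelial and mesenchymal pools share 0. The correlation over 24046 genes of their male minus female deviations was between 0.0842 and 0.111. The block gave 6888 calls over the classes against 7475. Within a class the pool pairs the clusters. With it as a replicate block, 197 genes were called in #e2, 437 in #e5c, 109 in #m15c, 27 in #m8c and 62 in #m9c, against 339, 732, 191, 95 and 130 without it. On sums of at least 3 cells the block gave 187 genes in #m7c against the other clusters, from 481. Under the block *Jag1* in #e2, *Wnt2* in #e1, *Cdh3* in #m15c and *Cdh5* in Kupffer cells were no longer past the threshold, and *Cnn1* in #m2c was. Among genes picked by the rule, *Slc11a1* and *Il34* in #m8c, and *Rxra*, *Ptgis* and *Gbp2b* in Kupffer cells, were lost. Genes called lower went from 9 to 14 in #m4 and from 30 to 17 in #m7c. The block changed no other call printed here. It was not fitted for #p2, whose hepatocyte sums are male.

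On sums of at least 3 cells edgeR called 9 genes higher in #m3c than in #m7c, 1 in the reverse and 481 in #m7c against the other clusters, where DESeq2 called 113, 44 and 263. The HSC signature in #m7c against #m3c had a median log2 fold change of 0.96 and passed the threshold under camera (adjusted p = 0.0092 from limma) but not under fry (adjusted p = 0.082 from limma). Unadjusted p values of fry with the block, thinned cells and detected genes lay between 0.090 and 0.14.

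*Cdh5* in Kupffer against endothelial cells had log2 fold changes from -1.41 (without the female pool) to -0.33 (without the male pool) when a pool was left out, values with no test. All other settings gave -0.64 to -0.46 (adjusted p between 0.27 and 0.64 from edgeR or DESeq2).

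For single genes, 113 pairs of a named gene and a comparison were tested. Refits under other settings were compared with the original by direction and by an adjusted p under 0.05 alone, without the limit on size. Here 532 kept their direction and their side of this threshold. A further 24 passed it only in the other setting, 21 only in the original, and 10 changed sign. Of these 10 only *Lyve1* without #e7 passed the threshold. *Cxcl10* in the sinusoidal group moved from a log2 fold change of -0.53 to 0.21 with the block, 0.96 with at least 10 cells per sum, 0.040 with cells thinned, 0.76 with sums per plate and 2.64 without #e7. The others were *Lyve1* with at least 10 cells per sum (0.035), *Esam* in Kupffer cells with cells thinned (0.10), *Gli1* in #m4 with sums per plate (-0.44) and *Pdgfrb* in *Wt1*+ fibroblasts with DESeq2 (0.0081). The cause was not tested. Of the 21, 12 came with sums per plate, 4 with the block, 3 with DESeq2 and 2 with DESeq2 on sums of at least 3 cells. Leaving out a pool kept 94 values within the spread and moved 66. With values for both pools, that spread is the standard deviation of these same values, so it widens as the pools differ. The 94 therefore do not show that a result is independent of a pool. Leaving out a pool changed the sign of 7, all of genes not called before, which are *Cxcl10*, *Gli1*, *Lyve1*, *Ncam1*, *Pdgfrb* and *Reln*. CPM as the mean over cells kept 92 of the values of named genes and moved 23. The score of #m7c stayed highest under each setting tried.

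Shares of cells depend on depth and on the limit of detection. With 20 counts required for detection 76 of these shares moved and 39 did not, and with cells thinned to 50000 counts 48 moved and 67 did not. The stated cell filter, with all mitochondrial genes, kept 3486 of 3491 cells.

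Counts of called genes with a pool left out were not run, since 1 sum per cluster leaves no residual degrees of freedom. At least 10 cells per sum gave no value for #e5c, #m15c and #m4, and sums per plate none for #e5c and #m15c, where too few sums remained. Genes that differ between the sexes were not tested, with 1 pool per sex in a class.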

Differences from the paper's values

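Settings other than those fixed before the data were examined are named where they occur. The paper's tests of differential expression took cells as replicates, whereas pools were the replicates here.

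The paper's legend gives 24 cells for cluster #i6c, and the deposited labels give 57. By those labels 24 cells are in #i5c. No alternative applies to this number. For *Gja5* in #e2 against other endothelial cells the paper's average log2 fold change is 2.73, and 2.69 was obtained on log-normalized values with the default of the function that the paper's methods name. With cells thinned to 50000 counts, as planned, the value was 2.68, which differs as well. With the ERCC spike-ins left out of the library size the values of that comparison lie within 0.0037 of the paper's, a setting chosen after seeing the values, in which 0 of the paper's listed genes change sign. Of 125 fold changes compared, *Gja5* is the 1 that differs from the paper's by more than the standard deviation of the male and female values, a limit that is narrow for *Gja5* because its 2 values are close. It applied to 66 of them, and the other 59 were held to the sign and a ratio of 1.5. Larger gaps than that of *Gja5* therefore count as no difference, up to 0.0660 for *Fcna* in #i7c, and *Clec4f* there (-4.79 in the paper, -4.73 here). The paper's text gives 180 genes for its HSC signature, and its dataset lists 186.

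The paper states that *Cxcl10* is enriched in sinusoidal endothelial cells. Over cells the fold change was 1.19, beside the paper's 1.21, but the fit over pools gave a log2 fold change of -0.53 (adjusted p = 0.89 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). No setting called it, and its sign was positive with at least 10 cells per sum (0.96), with sums per plate (0.76), with cells thinned (0.040), with the pool as a block (0.21) and without #e7 (2.64). Of the 11 genes named for the sinusoidal group 6 were called. *Gpihbp1* (0.53) and *Aqp1* (0.56) were not, and with at least 10 cells per sum *Gpihbp1* reached a log2 fold change of 0.95 (adjusted p = 0.012, range over settings 0.012 to 0.58, from edgeR or DESeq2). Without a filter on low counts *Aqp1* had 0.55 (adjusted p = 0.047, range 0.047 to 0.68, from edgeR or DESeq2). *Cyp4b1* was at a log2 fold change of 1.00 with an adjusted p of 0.037, and it passed both thresholds with cells thinned (1.17) and without #e7 (1.60).

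Of the 11 genes named for #e2, 10 were called, and of the 10 for #e1, 9. *Lrg1*, which the paper states is enriched in both, was called in #e2 without a filter on low counts, with at least 10 cells per sum, with thinned cells and with sums per plate, and in #e1 without a filter. Its adjusted p ranged over settings from 2.3e-05 to 0.23 in #e2 and from 0.0058 to 0.55 in #e1, by edgeR or DESeq2. These settings were planned. *Sema3g*, which the paper does not find in its data, was counted in 4 of 1106 endothelial cells and in 6 of the other 2385.

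The paper states that *Cdh3* is expressed in #m5c. It was counted in 12 of 87 cells there at 7.94 CPM, below #m15c, #m9c, #m8c and #m2c, and only DESeq2 called it, as lower (-4.15, adjusted p = 5.5e-04, against 0.12 to 0.51 in the other settings, by edgeR). In #m15c it was higher, as in the paper, though not called with the pool as a block (adjusted p = 0.065 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The paper gives *Cnn1* at high levels in #m2c, where it was at 1161 CPM, while #m15c had 2020 CPM. *Cnn1* was called in #m2c without a filter, with thinned cells and with the pool as a block (adjusted p 2.5e-04, 0.030 and 0.039, range 2.5e-04 to 0.57, by edgeR or DESeq2), all planned. *Ccn3*, which the paper gives for #m9c, had a log2 fold change of 3.28 and was called in no setting (adjusted p 0.052 to 0.53 by edgeR or DESeq2).

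Of 8 genes the paper names for #m4, 2 were called, *Wif1* and *Pi16*. DESeq2 called *Gfra2* (adjusted p = 1.3e-05), *Slit2* (0.011) and *Thy1* (0.010), and so did edgeR without a filter on low counts, both planned, with ranges over settings of 1.3e-05 to 0.50, 0.011 to 0.50 and 0.010 to 0.41. *Nkd2* (log2 fold change 2.47), *Col15a1* (0.73) and *Gli1* (0.14) were called in none. For *Wt1*+ fibroblasts, which the paper gives without *Reln*, *Reln* was at 60.9 CPM in #m12c and 1.36 in #m11c, and it was called higher without a filter on low counts (adjusted p = 0.0021, range 0.0021 to 1.0, by edgeR or DESeq2). A single cell held 93.3% of its female counts there. Without the top cells the female log2 ratio against other fibroblasts fell from 3.49 to 0.21 (interval -0.91 to 1.27). The male ratio was -1.06. *Scara5*, *Fbln2*, *Adgrd1* and *Osr1*, named for the same cells, were all called.

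The paper gives all Kupffer cells as negative for *Esam*. It was at 136.7 CPM in #i4, and at 7.24 CPM in #i1, where 63.2% of cells had a count. With 20 counts required, as planned, the share in male cells of #i1 fell from 65.7% to 0%. Cluster #i4 is made up of cells of #i9c, which had 314.6 CPM and in which the paper reports contamination by endothelial cells, and of #i5c, which had 2.06 CPM. *Ddx60*, given for #i4c at 289.8 CPM, was at 248.3 CPM in #i3c. Of the cells of #i4c 17 of 18 were male, and of those of #i3c 73 of 82 were female, so this comparison also mixes the sexes.

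Of the 8 genes the paper names for cHSC, 3 were called against HSC on sums of at least 3 cells, and *Alcam* and *Dpt* were not. The 8 include *Reln*, *Ncam1* and *Wt1*, which the paper gives as expressed in cHSC without stating them higher than in HSC. Sums per plate called *Dpt* (adjusted p = 0.048) and *Wt1* (0.038), and DESeq2 on sums of at least 3 cells called *Wt1* (0.0075). Of the genes the paper names as distinct for HSC, *Fcna*, *Hhip*, *Tlcd4*, *Bco1*, *Plvap* and *Pth1r* were all called against the mean of the other clusters. None of *Plvap*, *Hhip*, *Bco1* and *Pth1r* was called against #m3c by edgeR on sums of at least 3 cells. There *Hhip* was called by edgeR on sums per plate (0.0013) and by DESeq2 (1.6e-06), and *Plvap* by edgeR on sums per plate (0.047). The sums of at least 3 cells were chosen after seeing the numbers of cells. For *Hhip* the adjusted p ranged from 1.6e-06 to 0.76, for *Plvap* from 0.047 to 1.0, for *Wt1* from 0.0075 to 1.0 and for *Dpt* from 0.048 to 0.29, by edgeR or DESeq2.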

Other observations

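The tests on #i9c, on the largest counts per gene and on the plates of #m8 and #m10 were chosen after the result was seen, and the others before. The design names no condition for the patterns below apart from sex, so no biological explanation was tested.

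*Cdh5* was counted in Kupffer cells at a log2 ratio of -0.65 to endothelial cells. If endothelial cells or their RNA in the Kupffer cell wells were the source, other endothelial genes would stand at a like ratio. The median over 10 endothelial marker genes was -5.09, with a range from -6.54 to -2.11. Without #i5c and #i9c the ratio of *Cdh5* was -0.62 and the median of the markers -6.49. Such cells or RNA can therefore account for little of the *Cdh5* counts, as all 10 markers lay below it by more than 1. The same test for *Plvap* in #m7c gave a log2 ratio of 1.17 for *Plvap* and a median of -9.09 for the markers (-11.12 to -0.30, the highest being *Eng*). All 10 markers were again lower than the gene by more than 1, which argues against endothelial cells or their RNA as its source. From these counts alone, transcription of *Plvap* in HSC and of *Cdh5* in Kupffer cells is a hypothesis, found and tested on the same cells. The paper also reports staining for both, which was not analysed here.

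In #i9c the endothelial markers were higher than in the other Kupffer cells by a median log2 ratio of 5.20, from 1.62 to 6.10. The paper puts this down to contamination. Kupffer cell markers changed by a median of -1.14, just beyond the limit of 1 set for this explanation. *Cd79a* was also raised there, at 316.8 CPM. Mixed wells may explain these values, but a doublet and RNA from other cells cannot be told apart from these counts, as both bring the same genes.

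*Alb* had a count in 77.9% of mesenchymal, 75.7% of endothelial and 92.9% of immune cells, and in 59.8%, 53.1% and 66.5% with cells thinned to 50000 counts. Its level there was 199.5, 170.0 and 280.8 CPM, against 6821 CPM in hepatocytes. RNA of hepatocytes in these wells could explain this if the other hepatocyte genes stood at the same ratio. Of 14 other hepatocyte marker genes, 8, 9 and 7 lay within 1 of *Alb* on the log2 scale in the 3 classes. The prediction written for such RNA was at least 10 in each class, and it was not met, with 7 in immune cells. The test does not decide whether hepatocyte RNA is the whole source or a part of it. A compression of counts of abundant genes, raised below, would also move these ratios apart. The log2 ratios to hepatocytes were -7.36 to -3.03, -6.88 to -5.41 and -6.56 to -0.84 for these genes in the 3 classes. *Alb* itself was at -5.10, -5.33 and -4.60.

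Over 486 of the 500 genes with the most counts, only 1 gene (0.206%) had a largest count in a cell above the number that reads with distinct start positions and strands allow. The largest count of any gene was 5891, and across genes the largest count rose with transcript length (Spearman's rho 0.47, genes are not independent replicates). It also rose with the total count of a gene (rho 0.47). These values are consistent with a removal of reads that share a start position and strand before deposit. Counts of short, abundant genes would then be compressed, and the paper's text does not state such a step.

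Of 156 cells in #m8, 98.1% came from a single plate, as did 82.7% of the 127 cells in #m10. A difference between plates may therefore contribute to these clusters. For #m8, with 3 cells on other plates, plate and cell type cannot be told apart, because hardly any other plate holds such cells. The 22 cells of #m10 on other plates were not compared with the rest of that cluster, so the question was not tested there.

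The labels of sex were checked with *Xist* and Y-linked genes. The largest share of cells in a pool with counts of the other sex only was 2.88%, in female endothelial cells, under the 5% that a mix of sexes would have needed by the prediction. That measure leaves out cells with both. A count of a Y-linked gene, mostly beside *Xist*, was present in 146 of 451 female endothelial, 158 of 396 immune, 138 of 339 mesenchymal and 9 of 39 parenchymal cells, at 2.34 to 3.72 CPM over the female pools against 169 to 242 CPM in the male. The source of these counts was not tested. The median log2 ratio of *Xist* between female and male pools was 10.77, and 11.20 with cells thinned.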
